# Exploring the dynamic adaptive responses of *Epimedium pubescens* to phosphorus deficiency by Integrated transcriptome and miRNA analysis

**DOI:** 10.1186/s12870-024-05063-y

**Published:** 2024-05-30

**Authors:** Shangnian Liu, Xiaojing An, Chaoqun Xu, Baolin Guo, Xianen Li, Caixia Chen, Dongmei He, De Xu, Yi Li

**Keywords:** Phosphorus deficiency, *Epimedium pubescens*, Transcriptome analysis, Flavonoid biosynthesis

## Abstract

Phosphorus, a crucial macronutrient essential for plant growth and development. Due to widespread phosphorus deficiency in soils, phosphorus deficiency stress has become one of the major abiotic stresses that plants encounter. Despite the evolution of adaptive mechanisms in plants to address phosphorus deficiency, the specific strategies employed by species such as *Epimedium pubescens* remain elusive. Therefore, this study observed the changes in the growth, physiological reponses, and active components accumulation in *E. pubescens*under phosphorus deficiency treatment, and integrated transcriptome and miRNA analysis, so as to offer comprehensive insights into the adaptive mechanisms employed by *E. pubescens* in response to phosphorus deficiency across various stages of phosphorus treatment. Remarkably, our findings indicate that phosphorus deficiency induces root growth stimulation in *E. pubescens*, while concurrently inhibiting the growth of leaves, which are of medicinal value. Surprisingly, this stressful condition results in an augmented accumulation of active components in the leaves. During the early stages (30 days), leaves respond by upregulating genes associated with carbon metabolism, flavonoid biosynthesis, and hormone signaling. This adaptive response facilitates energy production, ROS scavenging, and morphological adjustments to cope with short-term phosphorus deficiency and sustain its growth. As time progresses (90 days), the expression of genes related to phosphorus cycling and recycling in leaves is upregulated, and transcriptional and post-transcriptional regulation (miRNA regulation and protein modification) is enhanced. Simultaneously, plant growth is further suppressed, and it gradually begins to discard and decompose leaves to resist the challenges of long-term phosphorus deficiency stress and sustain survival. In conclusion, our study deeply and comprehensively reveals adaptive strategies utilized by *E. pubescens* in response to phosphorus deficiency, demonstrating its resilience and thriving potential under stressful conditions. Furthermore, it provides valuable information on potential target genes for the cultivation of E. pubescens genotypes tolerant to low phosphorus.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-024-05063-y.

## Introduction

Phosphorus stands as a pivotal nutrient influencing plant physiological metabolism, assuming a crucial regulatory role in processes such as photosynthesis, DNA and RNA synthesis, protein synthesis, enzyme activity regulation, gene regulation, signal transduction, among others. Approximately 43% of the world’s cultivated land faces phosphorus deficiency [1], primarily due to the propensity of inorganic phosphates (Pi) available to plants to form insoluble complexes with cations like Fe and Ca in the soil [2, 3], consequently diminishing available phosphorus content. Consequently, phosphorus deficiency emerges as a prevalent stress encountered by plants, impacting diverse physiological and metabolic processes. These include the accumulation of reactive oxygen species, impairment of intracellular structures (e.g., chloroplasts), disruption of electron chain transmission, inhibition of photosynthesis, reduction in ATP production, and interference with carbon assimilation, collectively impeding plant growth and development [4–6]. Thus, comprehending the coping mechanisms of medicinal plants under phosphorus deficiency proves crucial for enhancing medicinal material yield, developing new varieties with heightened phosphorus use efficiency, and promoting soil ecosystem health.

When plants confront phosphorus deficiency stress, they undergo adaptive changes across phenotypic, physiological, biochemical, and molecular levels [7, 8]. In response to phosphorus deficiency, plants adjust their root-to-shoot ratio [9], optimize root structure, and produce root exudates [10] to enhance phosphorus absorption efficiency. Meanwhile, photosynthetic-related parts are significantly suppressed, and physiological metabolic pathways are adjusted to optimize internal phosphorus cycling [11, 12] or tolerate phosphorus deficiency. Changes in transcription levels are the earliest response of plants to stress, regulating phenotypic and metabolic pathway changes accordingly. Integrated transcriptomics analysis can reveal the response mechanisms of plants to phosphorus deficiency stress at a deeper level. Changes in transcription levels are the first response of plants to stress, regulating phenotypic and metabolic pathway changes accordingly. Integrated transcriptomics analysis can reveal the response mechanisms of plants to phosphorus deficiency stress at a deeper level. Under phosphorus deficiency stress, the expression of genes encoding key enzymes in the phenolic and flavonoid metabolic pathways in the leaves of Artemisia argyi is upregulated, consistent with the significant increase in the content of phenolic and flavonoid compounds in the leaves [13]. Peanut differentially expressed multiple hormone-related genes, antioxidant enzyme-related genes, and phosphate transporter genes in leaves and roots, thereby affecting hormone levels and antioxidant enzyme activity changes, and improving internal phosphorus cycling [14]. Under phosphorus deficiency conditions, soybeans respond by increasing the expression of the *GmPAP* gene family in their roots, which facilitates the symbiosis with rhizobia or arbuscular mycorrhizae, thus promoting phosphorus absorption in the root system [15]. Cotton adjusts its internal phosphorus cycling, root-to-shoot growth changes, and stress resistance by upregulating the expression levels of genes related to phosphorus metabolism, carbohydrate metabolism, and flavonoid metabolism in response to phosphorus deficiency stress [16]. Additionally, plant microRNAs (miRNAs) regulate plant growth and development under stress conditions through the cleavage of target gene mRNAs for post-transcriptional inhibition [17]. For example, miR399 influences phosphorus metabolism by downregulating the expression of its target gene PHO2 (phosphate starvation response gene PHO2), affecting phosphorus absorption and release [18]. Under phosphorus-deficient conditions, peanuts regulate their response to phosphorus stress through post-transcriptional regulation mediated by miRNAs, which affect hormone signal transduction and synthesis, as well as lignin synthesis pathways [14, 19]. Consequently, the multilevel changes in gene expression reflect the genetic adaptability of plants responding to phosphorus limitation, underscoring the heightened sensitivity of plants to environmental stress. This provides a critical molecular mechanism for the adaptive evolution of plants under nutrient-limited conditions. However, different plant species, tissue types, and growth stages often employ diverse strategies in response to phosphorus deficiency stress. Therefore, understanding their reaction mechanisms and response changes to phosphorus deficiency stress, proving to be crucial, for designing effective improvement strategies to enhance phosphorus absorption and utilization efficiency or resistance to phosphorus deficiency stress in specific plants [20, 21].*Epimedium pubescens*, known as Yin Yang Huo in traditional Chinese medicine for nearly 2000 years [22], holds significant medicinal value within the Berberidaceae family. The leaves of this plant house prenylated flavonol glycosides (PFGs) with diverse pharmacological activities, including antioxidation, immune system enhancement, and cardiovascular and neuroprotective effects [22, 23]. Notably, four Icariin-flavonoids (Epimedin A, Epimedin B, Epimedin C, and Icariin) serve as crucial bioactive markers for assessing the quality of PFGs [22, 24].

Research has indicated that the accumulation of flavonoids in plants can be influenced by phosphorus deficiency, showcasing variations in different plant parts and species. For instance, while phosphorus deficiency increases flavonoid metabolites in the roots of *Arabidopsis* and soybean [25, 26], the response varies in tea plants, where leaves accumulate anthocyanins, roots accumulate proanthocyanidins, and buds show changes in chalcones [27]. Understanding how phosphorus deficiency affects the accumulation of bioactive PFGs, especially the four Icariin-flavonoids in *Epimedium pubescens*, presents an intriguing avenue for investigating the adaptive mechanisms of this plant to phosphorus stress.

A soil investigation in the primary production areas of *E. pubescens* revealed a common challenge of low available phosphorus content (10–20 mg/kg). Despite the acknowledged role of phosphorus fertilizer in Epimedium cultivation, a systematic examination of the adaptive physiological changes and underlying molecular mechanisms of flavonoid metabolism under phosphorus deficiency is lacking. The assembly and analysis of *E. pubescens* genome [28], along with time-series transcriptome analysis during leaf development, have provided initial insights [29]. However, the response mechanism of *E. pubescens* to phosphorus deficiency stress remains elusive, based on existing literature research, we hypothesize that the molecular mechanisms of *Epimedium pubescens* in responding to phosphorus deficiency stress primarily involve the regulation of carbon metabolism, phosphorus metabolism and transport, hormone signaling, flavonoid synthesis pathways, and post-transcriptional regulation mediated by miRNAs. Ultimately, these molecular changes manifest as phenotypic and physiological modifications. This study aims to bridge this gap by investigating phenotypic and physiological changes under phosphorus deficiency and normal phosphorus application treatments over different time scales. The integration of transcriptome analysis with miRNA sequencing will facilitate a comprehensive examination of physiological, biochemical, and Icariin-flavonoid component changes. The ultimate goal is to furnish reliable scientific evidence for optimizing phosphorus absorption and utilization strategies in *E. pubescens*, enhancing the quality of medicinal materials, and developing phosphorus-efficient varieties. This research is poised to contribute valuable knowledge to the field of medicinal plant cultivation and sustainable utilization.

## Materials and methods

### Plant materials and treatments

In October 2022, one-year-old, healthy seedlings of *Epimedium pubescens* with similar growth patterns (having 5–7 simple leaves and 1–3 trifoliate leaves) were collected from cultivation bases in Dazhou City, Sichuan Province (31°28′19.90″N, 107°39′8.37″E). These seedlings were identified as *Epimedium pubescens*, a species belonging to the genus *Epimedium* in the family Berberidaceae, by Professor Baolin Guo from the Institute of Medicinal Plant Development, Chinese Academy of Medical Sciences. Voucher specimens of these seedlings are preserved in the Herbarium of the Institute of Medicinal Plant Resources Development, Chinese Academy of Medical Sciences, with the preservation number B.L.Guo 0711-3. The seedlings were then transplanted into sand culture pots with a substrate ratio of river sand to perlite (3:2). Initially, the seedlings underwent a 20-day acclimation period in a 12.5% Hoagland nutrient solution, with applications administered every 10 days. Once the seedlings developed new roots and resumed normal growth, they were subjected to two treatments: phosphorus deficiency (-P, 0 mmol/L Pi) and normal phosphorus (+ P, 1 mmol/L Pi). The composition and concentrations of nutrients are detailed in Table S1. The pH of the nutrient solution was adjusted to 6.5, and applications were administered every two weeks. When watering each time, pour 200 milliliters of water into each plant (ensuring that there is a uniform overflow of solution from the bottom of the pot so that all the roots of the plant are submerged in the nutrient solution). Each treatment was replicated three times, with 12 seedlings per replication.

The experimental seedlings were placed in a controlled environmental plant growth chamber with a light intensity of 2000 lx (14 h·d^− 1^) and a temperature maintained at 22 ± 2 °C. After treatment, we collected fresh leaves from plants at both the early stage of phosphorus deficiency stress (30 days), when no obvious damage symptoms were observed, and the late stage of phosphorus deficiency stress (90 days), when obvious damage symptoms appeared. The leaves were rapidly frozen with liquid nitrogen and stored at -80℃ for future testing. Additionally, we measured relevant indicators and harvested the plants on the 90th day.

### Measurement of growth indices

After 90 days of cultivation under both treatments (-P and + P), the phenotypic characteristics of *E. pubescens* were evaluated. The number of leaves was recorded, and leaf area was measured using a leaf area meter. Samples of the roots, rhizomes, stems, and leaves were collected from each plant and dried in an oven at 45 °C until a constant weight was achieved. The dry weights of each part were then recorded (three replicates per treatment).

### Measurement of photosynthetic parameters and chlorophyll content

On the 90th day of the experiment, between 8:00 and 11:00 AM, the photosynthetic rate of functional leaves from similar positions within each treatment group, specifically the second compound leaf counted from the top of the rhizome downward, was measured using a LI-6400 Portable Photosynthesis System (LI-COR, USA). The chlorophyll content was measured using a chlorophyll meter SPAD-502 (Konica Minolta Inc, Japan) by calculating the SPAD value (relative chlorophyll content) of the leaves based on the ratio of light intensity without clamping the leaves and the transmission light ratio after clamping the leaves at wavelengths of 650 and 940 nm.

### Scanning and analysis of root system structure

Following the 90-day treatment period, indices such as total root length, root diameter, root volume, and surface area were measured for the plants to analyze the effects of two phosphorus levels (-P and + P) on the phenotypic characteristics of the plant root system. Fresh roots were scanned using an Epson Perfection V850 Pro photo scanner, and the scanned images were analyzed using WinSEEDLE Pro 2020a and WinRHIZO Pro 2015 software (Regent Instructions, Canada Inc.).

### Measurement of phosphorus content

Weigh 0.5 g of dried *E. pubescens* leaf powder into a digestion tube. Digest the sample using sulfuric acid-hydrogen peroxide. The total phosphorus content is then determined using the molybdenum-antimony anti-colorimetry method [30].

### Measurement of Icariin-flavonoids content

Following the freeze-drying of fresh *E. pubescens* leaves stored at -80 °C, the Icariin-flavonoids content was determined using ultra-high-performance liquid chromatography (UPLC). A total of 50 milligrams of freeze-dried leaf powder was extracted with 5 milliliters of 50% ethanol using ultrasonication for 30 min. Subsequently, the extract was filtered through a 0.22 μm filter membrane. Chromatographic analysis was conducted using an ACQUITYTM UPLC system (Waters, USA) equipped with an ACQUITY UPLCR BEH C18 column (2.1 mm × 100 mm, 1.7 μm). The mobile phase consisted of solvent A (water) and solvent B (acetonitrile). The gradient elution program was set as follows: 0 min, 79% A; 6 min, 71% A; 12 min, 56% A; 17 min, 5% A.

### RNA extraction from leaf samples and transcriptome sequencing

Total RNA extraction from plant leaves treated with -P (0 mmol/L Pi) and + P (1 mmol/L Pi) was performed using the RNAprep Pure Polysaccharide/Polyphenol Plant Total RNA Extraction Kit (QIAGEN, Germany). The quality and integrity of the RNA were assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, USA). For RNA sequencing (RNA-seq) library preparation, three biological replicates were sequenced for each sample using the Illumina NovaSeq 6000 sequencing platform (Illumina, USA). Gene expression levels were normalized using Fragments Per Kilobase Million (FPKM) to control for sequencing depth and transcript length.

HISAT2 v2.0.5 was employed to align the sequencing data to the reference genome (*Epimedium pubescens* [28]), and Stringtie 1.3.3b [31] was used to identify known gene transcripts and predict novel gene transcripts. Differential gene expression between treatments was compared using the DESeq2 software (1.20.0). The resulting *P*-values were adjusted using the Benjamini & Hochberg method to control the false discovery rate, and genes with a *p*-adj < 0.05 and |log_2_FC| ≥ 1 were considered as differentially expressed genes (DEGs). The clusterProfiler (3.8.1) software was employed to conduct GO and KEGG enrichment analysis on the DEGs.

### miRNA expression analysis

For miRNA expression profiling, the same samples as those used for transcriptome analysis were then subjected to miRNA sequencing. Library preparation was performed using the NEB Next® Multiplex Small RNA Library Prep Set for Illumina® (NEB E7300L). Expression levels were normalized using the TPM (Transcripts Per Million) method [32]. Differentially expressed miRNAs across treatments were analyzed with DeSeq2 software, applying the criteria of *p*-val < 0.05 and |log_2_FC|≥ 1. The characteristic hairpin structure of miRNA precursors was employed for the prediction of new miRNAs, integrating the miRNA prediction software miREvo [33] and mirdeep2 [34]. To scrutinize the functional response of miRNAs under phosphorus deficiency stress in *E. pubescens* leaves, psRobot (http://omicslab.genetics.ac.cn/psRobot/) was utilized for predicting target genes of the miRNAs. The evaluation and screening criterion relied on sequence complementarity between the target mRNAs and mature miRNAs [35]. Differential miRNAs were juxtaposed with transcriptome data to discern target mRNAs, eliminating those exhibiting similar expression trends to the miRNAs and those encoding uncharacterized proteins.

### Quantitative real-time PCR (qRT-PCR) validation

Validation of Transcriptome Sequencing: The extracted RNA was then reverse transcribed into cDNA using the Reverse Transcriptase Kit (M-MLV) (Beijing Zoman Biotechnology Co., Ltd., China). Nine genes were selected for validation, with β-Actin-1 serving as the internal reference gene. Primer sequences were designed using Primer Premier 6.0 software, and the detailed genes and primer sequences are provided in Table S2. qRT-PCR validation was conducted using the 2xHQ SYBR qPCR Mix (Without ROx), (Beijing Zoman Biotechnology Co., Ltd, China). Each gene underwent three technical replicates, and each treatment sample involved three biological replicates. The relative gene expression was calculated using the 2^−ΔΔCt^ method to confirm the reliability of the transcriptome.

Validation of miRNA High-throughput Sequencing: Five microRNAs and five target genes were selected for qRT-PCR validation. Reverse transcription was performed using the miRNA First Strand cDNA Synthesis Tailing Reaction Kit (Sangon Biotech, Shanghai, China) according to the manufacturer’s instructions. qRT-PCR reactions were conducted using the MicroRNAs qPCR SYBR Green Method Kit (Sangon Biotech, Shanghai, China). U6 was used as the reference gene, and the primer information is provided in Table S2. The relative expression levels of target genes were detected using the same method described in the transcriptome validation.

### Statistical analysis

A completely randomized design (CRD) was adopted for all tests conducted, with three repetitions. SPSS 26.0 was used for statistical analysis. To compare differences between two treatments, the independent T-test was applied. For comparing differences among various treatments at different time points, the Duncan method (also known as the new multiple range method) was employed. Significance was established at *p* < 0.05.

## Results and analysis

### Effects of phosphorus deficiency stress on the growth and phosphorus content of *E. pubescens*

**Fig. 1:**
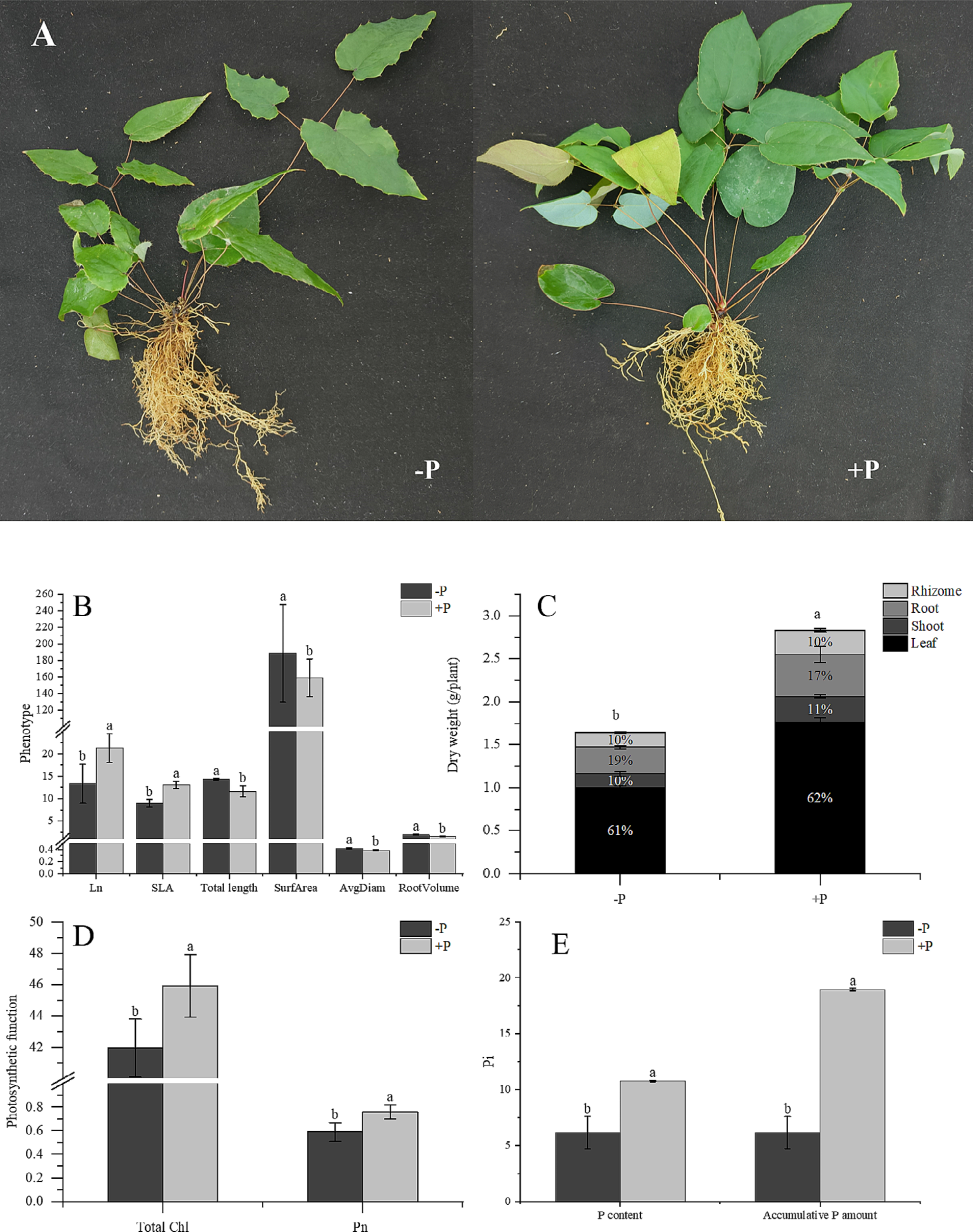
Changes in *E. pubescens* Plants after 90 Days of Two Phosphorus Treatments: (**A**) Morphological Differences between Phosphorus Treatments; (**B**) Phenotypic Indices, Ln: Leaf Number (n), SLA: Specific Leaf Area (cm^2^), Total Length: Total Root Length (cm), Surf Area: Root Surface Area (cm^2^), AvgDiam: Average Root Diameter (mm), RootVolume: Root Volume (cm^3^); (**C**) Total Biomass and the Proportion of Biomass in Each Plant Part under Two Phosphorus Treatments; (**D**) Photosynthesis-Related Indices. Total Chl: Relative Chlorophyll Content (SPAD), Pn: Photosynthetic Rate (μmolCO_2_·m^− 2^· S^− 1^), (**E**) Leaf Phosphorus Content (mg/g) and Phosphorus Accumulation (mg). Different letters indicate significant differences (*p* < 0.05)

Significant differences in the growth and development of the plants were observed after the 90-day treatment with the two phosphorus levels. Notably, phosphorus deficiency stress had a profound impact on the overall morphogenesis of the plants, significantly hindering biomass accumulation in *E. pubescens*. Visually, plants treated with -P exhibited chlorophyll deficiency, sparse leaves, and a sparse and elongated root system (Fig. 1A). Specifically, in comparison to the + P treatment, the -P treatment showed a marked reduction in leaf number and leaf area, constituting merely 62% and 69% of the corresponding values in the + P treatment, respectively. However, the -P treatment resulted in significantly higher total root length, root surface area, root diameter, and root volume compared to the + P treatment (Fig. 1B). Additionally, the -P treatment markedly reduced the biomass of various plant parts. The dry weights of leaves, stems, roots, and rhizomes decreased by 47%, 47%, 37%, and 39%, respectively, in comparison to the + P treatment, leading to a 42% decrease in total plant biomass (Fig. 1C).

Plant growth and development are intricately linked to the efficiency of photosynthesis. Therefore, assessing the photosynthetic rate of *E. pubescens* leaves proves valuable in elucidating variations in plant growth under different phosphorus concentrations. In comparison to the + P treatment, the -P treatment results in a significant reduction in the relative chlorophyll content (SPAD) and photosynthetic rate of the plants, aligning with the observed trends in plant phenotype and biomass changes (Fig. 1D). This suggests that under phosphorus deficiency stress, the diminished photosynthesis leads to a reduction in plant carbon assimilation. Consequently, plants adapt by reallocating carbon from leaves to roots, augmenting the absorption area of the roots in the soil. This strategic adjustment aids the plants in more effectively absorbing limited Pi resources, thereby facilitating adaptation to phosphorus-deficient environments.

In addition, further tests on leaf Pi content revealed that the Pi content and Pi accumulation (Pi content × leaf dry weight) in leaves under -P treatment were significantly lower than those under + P treatment, accounting for only 43% and 68% of the + P treatment (Fig. 1E). This indicates that phosphorus deficiency treatment significantly reduced the Pi content and Pi accumulation in leaves, inhibited physiological processes such as photosynthesis, and biomass accumulation, thereby affecting plant growth and development.

### Effect of phosphorus deficiency stress on Icariin-flavonoid accumulation

**Fig. 2:**
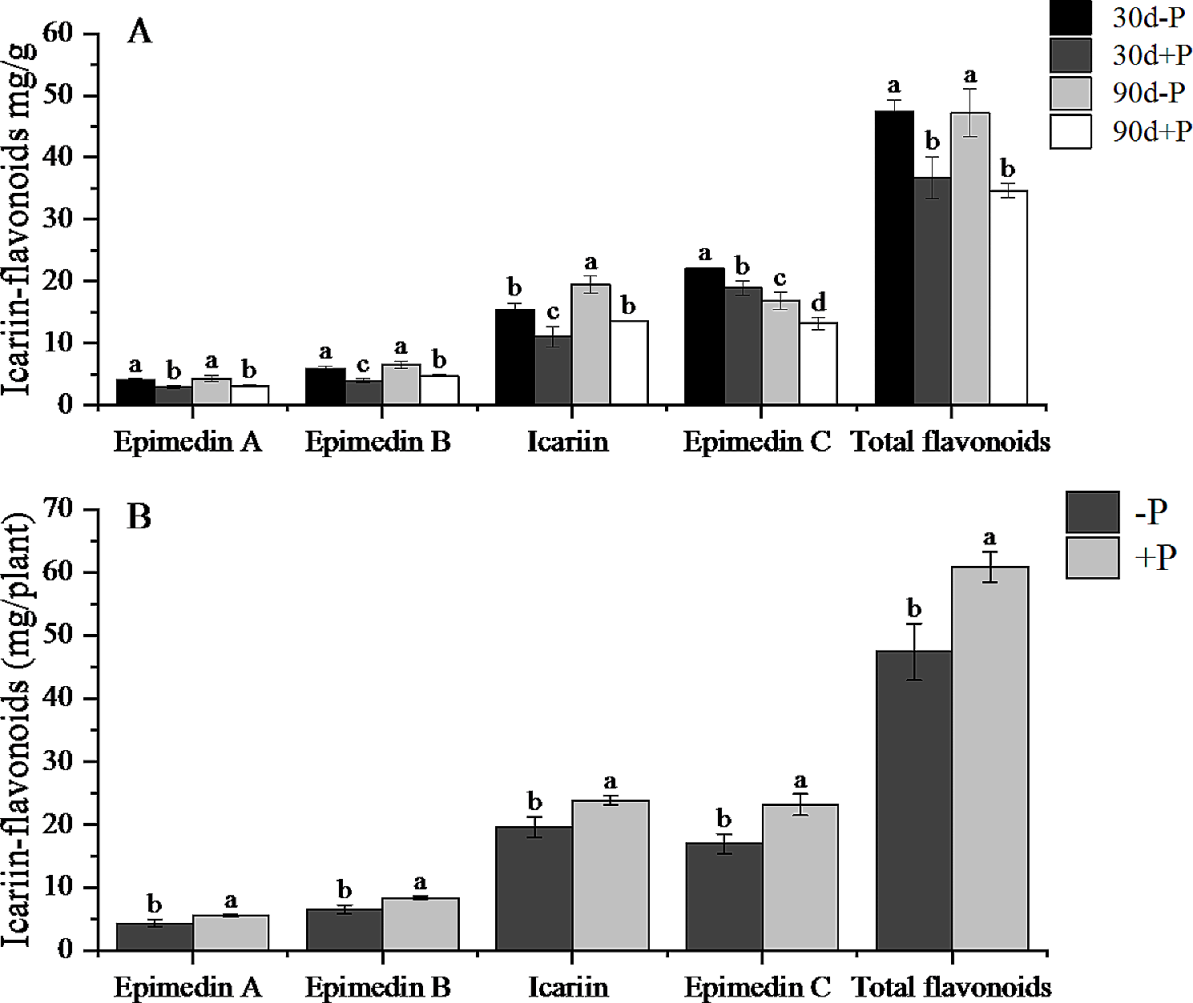
(**A**) Icariin-flavonoids content (mg/g) in *E. pubescens* leaves under different phosphorus levels at 30d and 90d. (**B**) Total production of Icariin-flavonoids (mg/plant) in individual leaves of *E. pubescens* under different phosphorus levels. Different letters indicate significant differences (*p* < 0.05)

Prior research has highlighted that phosphorus deficiency can stimulate the accumulation of flavonoids in leaves or roots, associated with their antioxidant function or the recruitment of beneficial microorganisms [25–27]. In our investigation, substantial variations were observed in the levels of Icariin-flavonoids (Epimedin A, Epimedin B, Epimedin C, Icariin) and total flavonoids in *E. pubescens* leaves under the -P treatment compared to the + P treatment, exhibiting significant increases at both the 30th and 90th days. However, a closer examination of the yield per plant, obtained by multiplying the dry weight of individual plant leaves with the flavonoid content, revealed a notable reduction in the final yield of Icariin-flavonoids and total flavonoids per plant under the -P treatment in comparison to the + P treatment (Fig. 2A). This suggests that phosphorus deficiency promotes the accumulation of Icariin-flavonoids in the leaves of *E. pubescens*. Possibly, *E. pubescens* adapts to phosphorus deficiency by elevating the content of Icariin-flavonoids to counteract Reactive Oxygen Species (ROS) within the leaves. However, the severe limitation in the plant’s biomass accumulation concurrently results in a decline in the final yield (Fig. 2B).

Compared to the content at 30 days, the content of Epimedin C in leaves significantly increased at 90 days, while the content of Icariin significantly decreased (Fig. 2A). This is due to the accumulation and variation of flavonoid glycosides that occur during the growth and development of *E. pubescens* leaves [29].

### Transcriptome analysis of leaves at different stages

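The RNA-seq data covered 12 libraries from leaves of E. pubescens seedlings, in 4 groups of 3 biological replicates (A, B and C). The groups were leaves after 30 d and 90 d without phosphorus (30d -P and 90d -P) and after 30 d and 90 d with phosphorus (30d +P and 90d +P), which the text puts at 1 mmol/L. The phosphate salts that Table S1 lists for +P, KH2PO4 at 1 mmol/L and NaH2PO4 at 0.5 mmol/L, add to more than that. Table S1 also lists different amounts of potassium, sodium, sulfate and nitrate salts for the -P and +P solutions. The authors aligned the reads to the E. pubescens reference genome with HISAT2, assembled transcripts with Stringtie, and gave for each gene the number of reads counted and its FPKM. The counts carried no normalization. The FPKM had been scaled between libraries by DESeq2's size factors, so that the library size they imply was 0.887 to 1.17 times the total count. The tables listed 53814 genes, of which 44722 belong to the reference annotation and 9092 came from the authors' assembly. No read was counted on 15568 of them in any library. Total counts ranged from 15305317 to 16655082 in 30d -P (median 15565079), from 15274213 to 15526730 in 30d +P (median 15431742), from 14757228 to 16471275 in 90d -P (median 16074629) and from 15789832 to 18153749 in 90d +P (median 15893744). The 24308 genes kept by edgeR's filterByExpr were normalized by the TMM method, expressed as CPM and compared by edgeR's robust quasi-likelihood test in 1 fit with a mean per group. DEGs were genes with a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The biological coefficient of variation was 0.600. Spearman's rho between replicates of a group lay between 0.869 and 0.967 across genes, and the highest rho between libraries of different groups was 0.923. Where a group had 0 counts in all 3 libraries, a floor of 3 counts per library was used for the fold change, which is then a lower bound and covers counting error only.

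**Figure D1:**
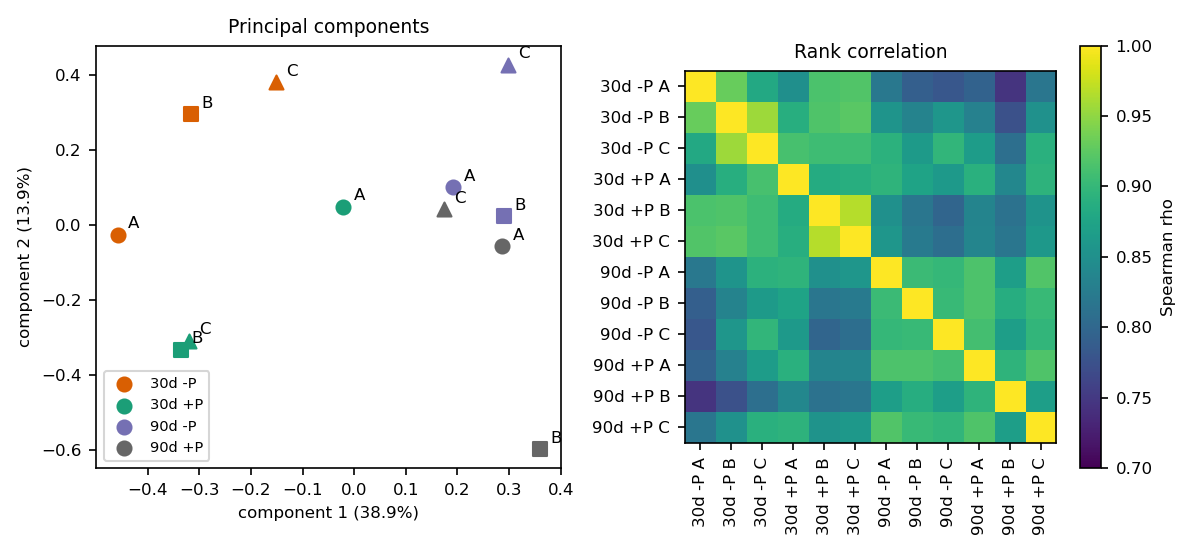
Left, the first and second principal components of log2 CPM for the 12 libraries, coloured by group and marked by replicate, with the share of variance on each axis (38.9% and 13.9%). Right, Spearman's rho across genes for each pair of libraries. The 30 d and 90 d libraries lie apart on component 1, where 30d +P replicate A sits between them.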

In this study, transcriptome analysis was conducted on *E. pubescens* leaves subjected to distinct phosphorus levels at 30 days (30d) and 90 days (90d). The sequencing process generated a total of 80.42 gigabytes (GB) of high-quality clean data, exhibiting a Q30 score of 94.19% and an average GC content of 44.82%. These metrics ensure the reliability and precision of the sequencing results. Alignment of the clean data from each sample with the *E. pubescens* reference genome achieved a robust alignment rate ranging from 87.84 to 89.89%.

#### Transcriptional changes in *E. Pubescens* leaves under phosphorus deficiency stress at 30d

Screening for differentially expressed genes (DEGs) in *E. pubescens* leaves subjected to distinct phosphorus treatments at 30 days (30d) was performed using the criteria of *p*-adj < = 0.05 and |log_2_FC| >= 1.0. This analysis identified a total of 564 DEGs. Compared to the 30d + P treatment, the 30d -P treatment exhibited significant upregulation of 222 DEGs and downregulation of 342 DEGs (Fig. S1A).

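edgeR's quasi-likelihood test gave 0 DEGs in 30d -P against 30d +P, up or down, with a smallest adjusted p of 0.611. At an unadjusted p under 0.05 and the same fold change minimum, 435 genes were higher and 746 lower in 30d -P. With 90d +P replicate B left out, edgeR gave 1 higher gene, Ebr02G040390, named here after its values were seen. Among the tests with adjusted p and no library left out, DESeq2 fitted to the 6 libraries of the comparison moved the counts most, to 222 up and 342 down. DESeq2 on all 12 libraries gave 101 up and 179 down, limma-voom with sample quality weights 117 up and 281 down, and edgeR's likelihood ratio test, chosen after the data were seen, 35 up and 73 down. The DESeq2 counts on the 6 libraries fell to 67 up and 200 down without 30d -P replicate B and to 220 down without 30d +P replicate C. They rose to 572 down without 30d +P replicate A. Of these 564 DESeq2 calls, 158 (28.0%) were made again with each of the 6 libraries left out in turn. Among all 24308 genes tested, the CPM of the groups did not overlap for 3687 (15.2%), where chance gives 10%. Among the 564 genes, 98 had 0 counts in all libraries of 1 group and 224 (39.7%) came from the authors' assembly. In counts simulated with 200 changed genes, edgeR's quasi-likelihood test recovered 84 with 5 false calls. DESeq2 on 6 libraries recovered 132 of the 200 with 143 false calls. The simulated spread was that of edgeR's own fit to all 12 libraries, and every planted change was well above the fold change minimum. The simulation therefore does not show how the tools compare at another spread or on smaller changes.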

Functional analysis utilizing Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways provided insights into the biological implications of these DEGs. 

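Table S3 lists 10 genes of polysaccharide metabolism as higher in 30d -P, 5 of them XTH22 genes (xyloglucan endotransglucosylase/hydrolase) that lie between 462689651 and 463062913 on chromosome 4. How reads shared between such neighbouring copies were counted is not stated, so their single values are uncertain. XTH22 Ebr04G059570 had 10.7 ± 9.81 CPM (SD, n = 3) in 30d -P and 0.194 ± 0.231 CPM (SD, n = 3) in 30d +P, a log2 fold change of 5.76 (standard error 1.39, adjusted p = 0.611 from edgeR). Within 30d -P it had 8.61 CPM in replicate A, 21.4 CPM in B and 2.17 CPM in C. CSLD2 (Ebr04G003120, chromosome 4, 17462678 to 17468583) had 75.0 ± 29.4 CPM (SD, n = 3) and 18.8 ± 2.67 CPM (SD, n = 3), a log2 fold change of 1.99 that stayed between 1.69 and 2.25 with each library left out. The 4 remaining genes of the term encode beta-amylase 3 (BAM3), which are the genes listed for carbohydrate catabolism, with log2 fold changes from 1.00 to 1.31. Of 6 cellulose synthase-like genes listed as lower, the log2 fold changes ran from -9.11 to -2.47. CSLB4 (Ebr06G053390, chromosome 6, 416210731 to 416218001) had 18.1 ± 8.75 CPM (SD, n = 3) in 30d -P and 101 ± 36.9 CPM (SD, n = 3) in 30d +P. The same 6 genes make up the cellulose and the polysaccharide biosynthesis terms. edgeR called 0 of these 16 genes, with adjusted p from 0.611 to 0.749 where tested, and DESeq2 on the 6 libraries called 16.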

In the 30d -P treatment, upregulated GO categories encompassed processes like ‘polysaccharide metabolic process’, ‘cellular glucan metabolic process’, and ‘carbohydrate catabolic process’, whereas ‘cellulose biosynthetic process’, ‘polysaccharide biosynthetic process’, and ‘photosystem II oxygen evolving complex’ were downregulated. KEGG enrichment highlighted the upregulation of pathways such as ‘Plant hormone signal transduction’, ‘Flavonoid biosynthesis’, and ‘Plant-pathogen interaction’, alongside the downregulation of pathways like ‘Biosynthesis of nucleotide sugars’, ‘Steroid biosynthesis’, and ‘Phenylpropanoid biosynthesis’ in the 30d -P treatment (Table S3).

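Of the 7 genes that Table S3 lists for hormone signal transduction, 5 were the XTH22 genes on chromosome 4, and the others encode TIFY 10B (Ebr01G043460) and the kinase SAPK3 (Ebr04G009580). TIFY 10B (chromosome 1, 381614959 to 381615564) had 6.69 ± 4.20 CPM (SD, n = 3) in 30d -P and 0.592 ± 0.599 CPM (SD, n = 3) in 30d +P. The 5 genes of plant-pathogen interaction had log2 fold changes from 2.10 to 4.30 (adjusted p 0.611 to 0.649 from edgeR). Among them CML38 (Ebr05G036020, chromosome 5, 270256632 to 270257201) had 2.35 ± 1.68 CPM (SD, n = 3) in 30d -P and 0.139 ± 0.134 CPM (SD, n = 3) in 30d +P. Nucleotide sugar biosynthesis is listed in Table S3 in both directions. Its 3 higher genes (MPI1, GAE1 and RHM2) had log2 fold changes from 1.06 to 2.19 and its 4 lower genes (ARAK, AXS2 and a pair of GALK1 genes) from -4.07 to -1.19. AXS2 (Ebr06G010110, chromosome 6, 70090958 to 70103087) had 2.38 ± 2.09 CPM (SD, n = 3) and 40.2 ± 25.1 CPM (SD, n = 3). The steroid term held 2 sterol 14-demethylase (CP511) genes from the authors' assembly, both on chromosome 5. The gene from 429896318 to 429910516 had 0 counts in 30d -P and 1.91 ± 1.68 CPM (SD, n = 3) in 30d +P, at least 9.51-fold lower. The adjusted p of the genes named here was between 0.611 and 0.890 where edgeR tested them.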

Remarkably, the observed upregulation in the ‘Flavonoid biosynthesis’ pathway aligns well with the UPLC detection results (Fig. 2). This correspondence suggests the upregulation of structural genes linked to Icariin-flavonoids synthesis in leaves under phosphorus deficiency treatment, potentially promoting the accumulation of Icariin-flavonoids, including Epimedin A, Epimedin B, Epimedin C, and Icariin. 

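Table S4 lists 65 genes for flavonoid biosynthesis, and 50 of them passed the count filter. In 30d -P, 33 were higher and 17 lower than in 30d +P, with a median log2 fold change of 0.38. The gene-set test camera of limma was run with a preset correlation between genes of 0.01. It gave an unadjusted p of 0.266 for higher expression (adjusted p = 0.332 over 5 tests, 1 of this set and 4 of phosphate genes). The rotation test fry gave an unadjusted p of 0.707 and camera with an estimated correlation one of 0.715. A fit of camera to the 6 libraries alone lowered the unadjusted p most, to 0.0040. Without 30d +P replicate A, the direction turned to lower with an unadjusted p of 0.992. edgeR called 0 of the 50 genes over all genes tested, and 1, EpCHS3, when adjusted over the list alone. Unadjusted p was under 0.05 for 1 higher and 4 lower genes, and DESeq2 on the 6 libraries called 3 higher and 2 lower. From the higher expression of this pathway beside the UPLC results, the paper proposes that structural genes of Icariin-flavonoid synthesis were upregulated by phosphorus deficiency. It proposes further that this may promote the accumulation of Epimedin A, Epimedin B, Epimedin C and Icariin.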

Flavonoids, constituting a diverse class of secondary metabolites derived from phenylalanine, have a well-elucidated biosynthetic pathway [36, 37]. To investigate further the molecular regulatory mechanism of the Icariin-flavonoids biosynthesis pathway under phosphorus deficiency stress, we conducted an analysis of the enriched flavonoid biosynthesis pathway using KEGG through the localized Gene Set Enrichment Analysis (GSEA) software (http://www.broadinstitute.org/gsea/index.jsp). In contrast to conventional differential gene analysis, GSEA enrichment analysis transcends individual genes, concentrating on gene set enrichment. This approach theoretically facilitates the capture of subtle yet coordinated changes influencing biological pathways and helps avoid gene loss [38].

The peak value and shape of the green curve in Fig. 3 reflect the enrichment of the gene set in the sorted list. The peak of ES is reached in the P10 sample (30d -P treatment), indicating that this pathway is upregulated in the P10 sample. 

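The running enrichment score was recomputed from the FPKM of the 6 libraries at 30 d with the signal-to-noise metric. Among 35607 ranked genes, the score of the 65 flavonoid genes rose to 0.443, and 23 of them lay before the peak. In an exact permutation of the 20 labellings of the 6 libraries, 1 labelling, the real one, gave a score as high (one-sided p = 0.05, the smallest the design allows). On log2(FPKM + 1) the score was 0.338, and 6 of the 20 labellings gave one as high (exact p = 0.30). Leaving out 1 library gave scores from 0.279, without 30d +P replicate A, to 0.518, without 30d -P replicate C.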

The section from (0,0) on the x-axis to the location where the ES peak appears is the Leading-edge subset, which is closely related to phenotypic changes. The genes in this subset have a value of “YES” in the “CORE ENRICH” column of Table S4, so we selected these genes for analysis. The black vertical bars in the Hits plot below indicate the distribution of genes, while the Ranking metric scores plot shows the distribution of rank values for all genes after sorting. 

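Fig. 4 names 18 genes, and each had a higher mean CPM in 30d -P than in 30d +P. Their log2 fold changes ran from 0.18 to 2.46, with adjusted p from 0.611 to 0.976 in edgeR. Unadjusted p was under 0.05 for 2 of the 18, edgeR called 0, and DESeq2 on the 6 libraries called 3 (EpCHS3, EpF3'H1 and EpF3H).

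**Figure D2:**
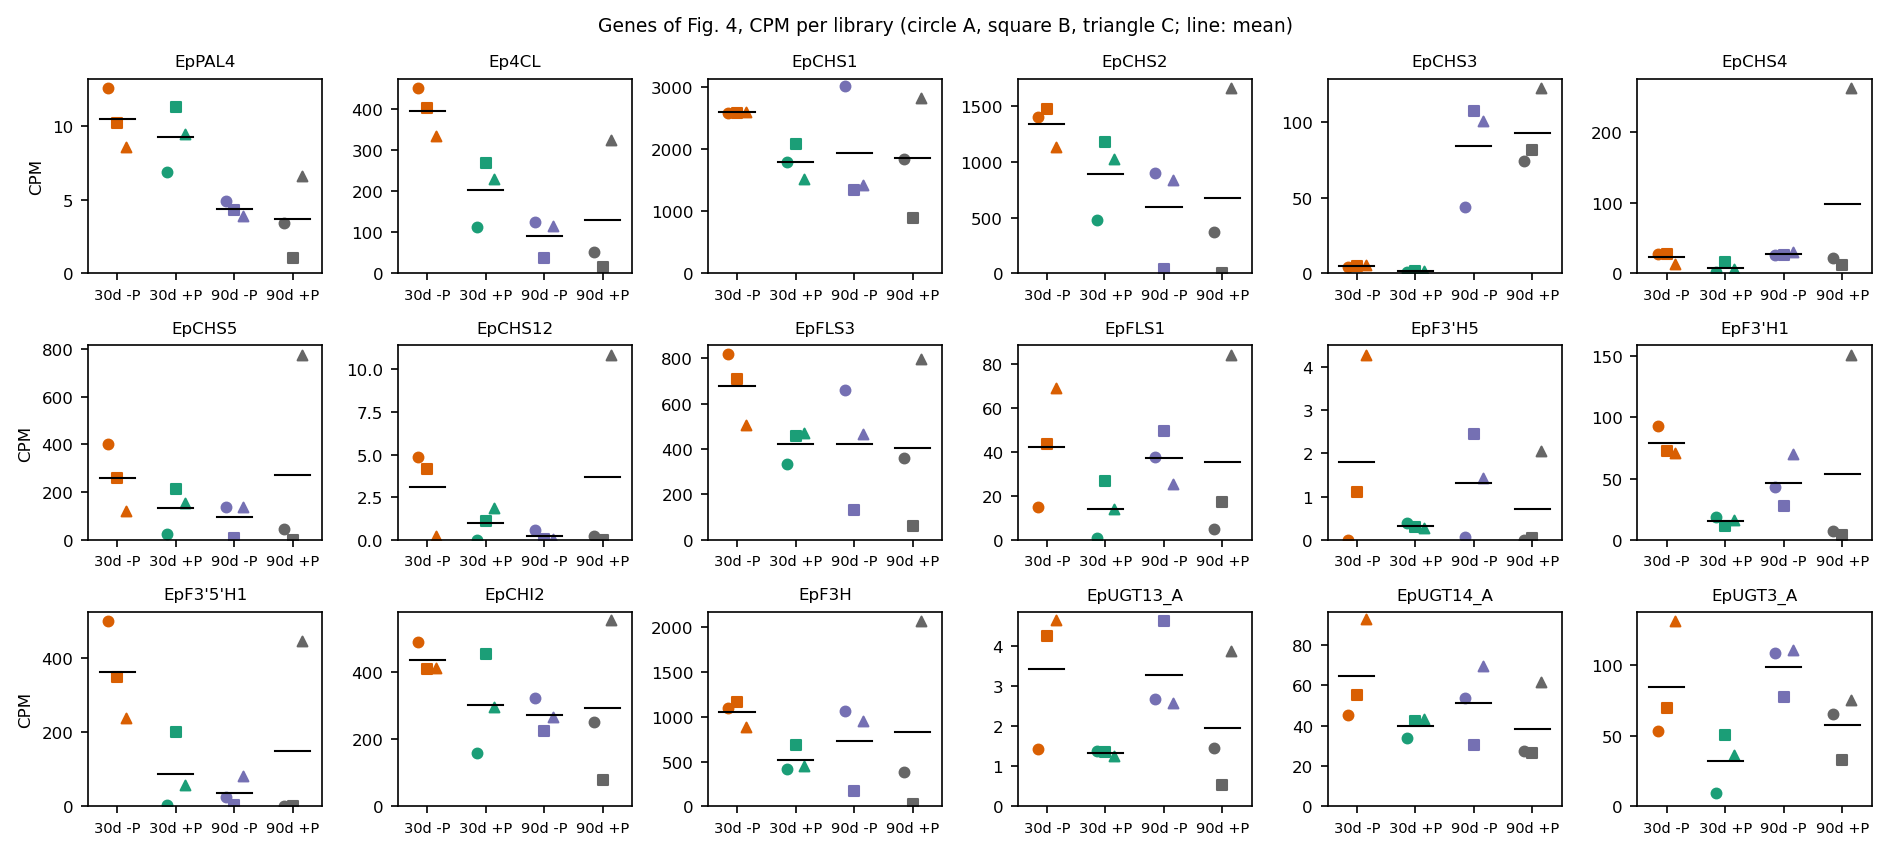
CPM of the 18 genes of Fig. 4 in each library of the 4 groups (vertical axis, linear, from 0), with the mean of each group as a line. EpF3'H1 had 70.8 to 92.6 CPM in the 30d -P libraries and 11.5 to 19.0 CPM in the 30d +P libraries, while at 90 d its values in the +P libraries ran from 3.65 to 151 CPM.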

Utilizing genes enriched by GSEA (Fig. 3, Table S4) and integrating them with known key structural genes participating in Icariin-flavonoids biosynthesis in *E. pubescens* leaves [29], we constructed a schematic diagram delineating the Icariin-flavonoids biosynthetic pathway in *E. pubescens* leaves under 30 days of phosphorus deficiency stress (Fig. 4). 

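Ep4CL (Ebr04G003020, chromosome 4, 17019195 to 17022514) had 395 ± 58.8 CPM (SD, n = 3) in 30d -P and 114, 268 and 229 CPM in replicates A, B and C of 30d +P. Its log2 fold change was 0.96 (standard error 0.88, adjusted p = 0.883 from edgeR) and stayed between 0.67 and 1.22 with each library left out. The gene drawn as EpPAL4 in Fig. 4, Ebr05G038410 on chromosome 5 from 286997065 to 287009053, is annotated as MYB3. It had 10.5 ± 2.03 CPM (SD, n = 3) in 30d -P and 9.24 ± 2.21 CPM (SD, n = 3) in 30d +P, a log2 fold change of 0.18. Table S2 gives EpPAL4 as Ebr06G007280 (chromosome 6, 50165407 to 50170790), which is annotated as phenylalanine ammonia-lyase. This gene had 2.73, 77.1 and 71.3 CPM in replicates A, B and C of 30d -P and 8.97 ± 1.26 CPM (SD, n = 3) in 30d +P, a log2 fold change of 2.49 (standard error 1.29, adjusted p = 0.713).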

In Phase 1, PAL, C4H, and 4CL act collaboratively to convert phenylalanine to p-coumaroyl-CoA. Moving to Phase 2, CHS and CHI catalyze the transformation of p-coumaroyl-CoA into chalcone, a precursor for flavonol and flavone biosynthesis. 

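EpCHS3 (Ebr03G073780, chromosome 3, 609507616 to 609509065) had 4.81 ± 0.494 CPM (SD, n = 3) in 30d -P and 1.38 ± 0.342 CPM (SD, n = 3) in 30d +P. Its log2 fold change was 1.80 (standard error 0.36, adjusted p = 0.611 from edgeR and 0.0057 from DESeq2 on the 6 libraries) and stayed between 1.63 and 2.01 with each library left out. EpCHS1 (Ebr01G026640, chromosome 1, 230460285 to 230461960), the most abundant of the 6 CHS genes of Fig. 4, had 2597 ± 7.94 CPM (SD, n = 3) and 1802 ± 283 CPM (SD, n = 3). Its log2 fold change was 0.53 (standard error 0.41, adjusted p = 0.853). For EpCHS2, EpCHS4, EpCHS5 and EpCHS12 the replicates of both groups overlapped. EpCHI2 (Ebr06G004160, chromosome 6, 26990478 to 27001194) had 437 ± 45.3 CPM (SD, n = 3) in 30d -P. In 30d +P it had 158, 453 and 295 CPM in replicates A, B and C, and its log2 fold change was 0.53 (standard error 0.57, adjusted p = 0.907).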

The upregulation of genes such as F3’5’H, F3H, F3’H, and FLS facilitates flavonol synthesis. 

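EpF3'H1 (Ebr03G047030, chromosome 3, 380215144 to 380217595) had 78.6 ± 12.2 CPM (SD, n = 3) in 30d -P and 15.4 ± 3.77 CPM (SD, n = 3) in 30d +P. Its log2 fold change was 2.35 (standard error 1.09, adjusted p = 0.694 from edgeR and 2.4e-11 from DESeq2 on the 6 libraries), between 2.20 and 2.52 with each library left out. The spread behind this standard error was shared by all 4 groups, and in 90d +P the gene had 6.97, 3.65 and 151 CPM. EpF3H (Ebr04G062950, chromosome 4, 491866998 to 491869608) had 1052 ± 146 CPM (SD, n = 3) and 517 ± 144 CPM (SD, n = 3), a log2 fold change of 1.03 (adjusted p = 0.900 from edgeR and 0.0230 from DESeq2). EpF3'5'H1 (Ebr01G061940, chromosome 1, 536407183 to 536409054) had 362 ± 131 CPM (SD, n = 3) in 30d -P and 2.77, 201 and 57.4 CPM in replicates A, B and C of 30d +P. EpFLS3 (Ebr04G051790, chromosome 4, 405527936 to 405530814) had 677 ± 159 CPM (SD, n = 3) and 421 ± 73.4 CPM (SD, n = 3), a log2 fold change of 0.69 (standard error 0.76, adjusted p = 0.912). For EpFLS1 and EpF3'H5 the replicates of both groups overlapped.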

Finally, Phase 3 involves genes like UGT, PT, and OMT, driving the formation of prenyl and methoxy groups on flavonols, culminating in the conjugation of a monosaccharide to form Icariin-flavonoids.

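EpUGT3_A (Ebr01G027820, chromosome 1, 242177584 to 242178879) had 84.9 ± 41.3 CPM (SD, n = 3) in 30d -P and 32.0 ± 20.7 CPM (SD, n = 3) in 30d +P. Its log2 fold change was 1.41 (standard error 0.56, adjusted p = 0.680 from edgeR), between 0.94 and 1.89 with each library left out. EpUGT13_A (Ebr06G044210) and EpUGT14_A (Ebr06G041140) on chromosome 6 had log2 fold changes of 1.36 and 0.69, with adjusted p of 0.707 and 0.763.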

**Fig. 3:**
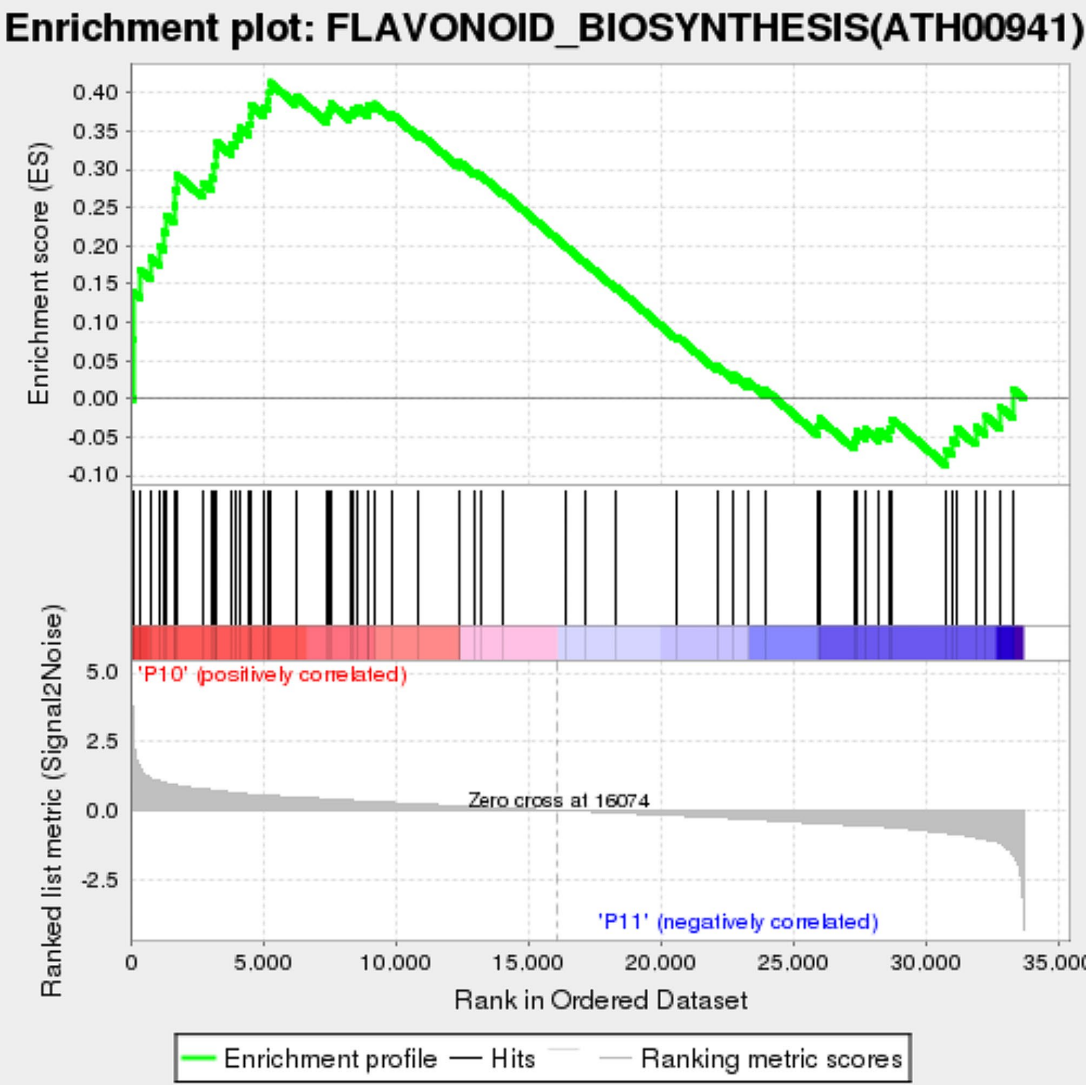
Enrichment plot: FLAVONOID_BIOSYNTHESIS(ATH00941). Profile of the Running ES Score & Positions of GeneSet Members on the Rank Ordered List (P10: 30d -P treatment, P11: 30d + P treatment)

**Fig. 4:**
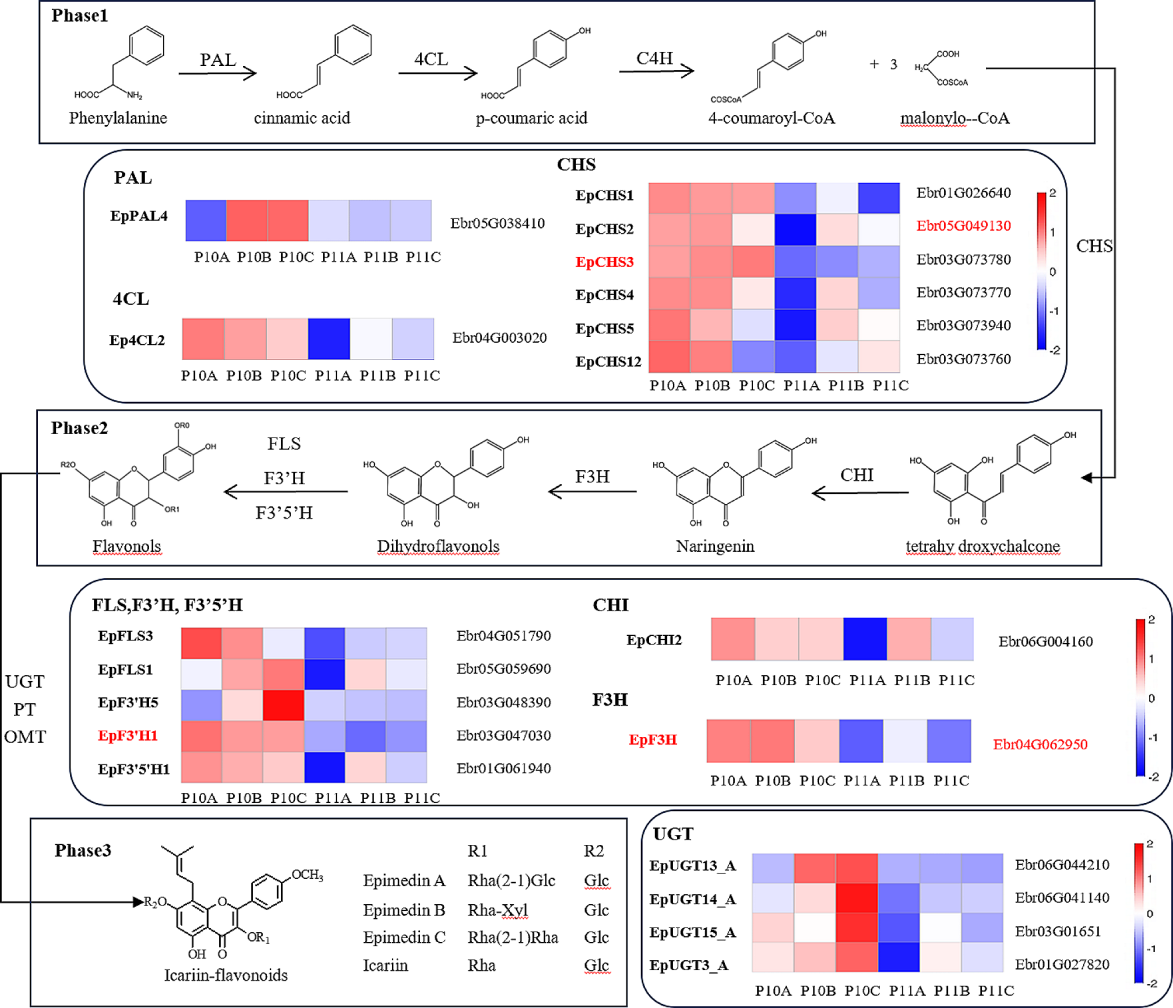
Changes in gene expression related to Icariin-flavonoids biosynthesis in *E. pubescens* leaves under phosphorus deficiency stress for 30 days (The gene annotations are bold on the left side of the heatmap, and gene IDs are on the right. P10: 30d -P treatment, P11: 30d + P treatment. A, B, C represent different replicates)

Additionally, transcription factors regulate the expression of downstream genes through mechanisms such as splicing or silencing. Of the DEGs, 27 transcription factors were identified, belonging to 18 families. 

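The authors' annotation assigns a transcription factor family to 2688 genes. edgeR's quasi-likelihood test called 0 of them in 30d -P against 30d +P, and 60 in 27 families had an unadjusted p under 0.05 with the fold change minimum. DESeq2 on the 6 libraries called 27 in 16 families, 13 higher and 14 lower in 30d -P. DESeq2 on all 12 libraries called 12 in 9 families, limma-voom with sample quality weights 29 in 19, and edgeR's likelihood ratio test 4 in 4. Those 4, named after their values were seen, were WRK24 (Ebr01G004220), C3H66 (Ebr01G067480) and CIGR1 (Ebr03G023150), which were higher, and IDD3 (Ebr06G044340), which was lower. Among the 27 genes, NAC was the largest family with 4 higher and 1 lower, followed by bHLH with 4 lower. With libraries left out, a test chosen after the data were seen, the DESeq2 count was 1 without 30d -P replicate B, namely MTEF4 (Ebr0G016450) of Fig. 5. It was 8 in 7 families without 30d +P replicate B and 43 in 26 without 30d +P replicate A, and there were 9 families without 30d +P replicate C.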

Families including WRKY, NAC, ERF, bHLH, and MYB are closely associated with plant stress response [39]. Therefore, we focused on the changes in these TF families under phosphorus deficiency stress. 

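WRKY24 (Ebr01G004220, chromosome 1, 34291007 to 34294276) had 81.9 ± 61.1 CPM (SD, n = 3) in 30d -P and 17.3 ± 8.91 CPM (SD, n = 3) in 30d +P, a log2 fold change of 2.24 (standard error 0.57). NAC68 (Ebr06G022380) and NAC48 (Ebr04G026100) had log2 fold changes of 1.58 and 1.62. One NAC6 gene (Ebr04G057390) had 80.1 and 73.7 CPM in replicates A and B of 30d -P but 10.3 CPM in C, within the 6.59 to 10.8 CPM of the 30d +P libraries. ERF5 (Ebr04G011530, chromosome 4, 83705375 to 83706247) had 354, 290 and 93.8 CPM in the same replicates and 72.1 ± 14.3 CPM (SD, n = 3) in 30d +P. ERF17 (Ebr05G013760) was under the count filter, with 2.02 ± 2.60 CPM (SD, n = 3) in 30d -P. MYB60 (Ebr05G056040, chromosome 5, 411486057 to 411487363) had 0.497 ± 0.322 CPM (SD, n = 3) in 30d -P and 4.85 ± 4.02 CPM (SD, n = 3) in 30d +P, a log2 fold change of -3.27 (standard error 1.58). Among the 4 bHLH genes of Fig. 5, all on chromosome 6, Ebr06G027010 had the smallest adjusted p. It fell by 3.83 on the log2 scale, from 8.99 ± 5.26 CPM (SD, n = 3) in 30d +P to 0.630 ± 0.716 CPM (SD, n = 3) in 30d -P. Another, Ebr06G026970, had 0 counts in 30d -P and was at least 7.42-fold lower. edgeR's adjusted p for the genes of Fig. 5 was 0.611 or higher where tested, and DESeq2 on the 6 libraries called each of them.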

The results indicated that WRKY24, NAC68, NAC48, NAC6, ERF5, and ERF17 genes were up-regulated, while MYB60 and members of the bHLH family were down-regulated in the 30d -P treatment. Furthermore, members of the mTERE family related to chloroplast formation (MTEF4, MTEF6) were down-regulated in the 30d -P treatment (Fig. 5).

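MTEF4 (Ebr0G016450, on an unplaced contig) had 0 counts in the 30d -P libraries and 86 counts in all in 30d +P, 1.95 ± 0.768 CPM (SD, n = 3), at least 9.73-fold lower in 30d -P. MTEF6 (Ebr04G063910, chromosome 4, 497544371 to 497546750) had 0.792 ± 0.311 CPM (SD, n = 3) in 30d -P and 4.28 ± 2.87 CPM (SD, n = 3) in 30d +P. Its log2 fold change was -2.42 (standard error 0.72) and stayed between -2.79 and -1.72 with each library left out. The adjusted p of MTEF4 and MTEF6 was 0.628 and 0.611 from edgeR, and 2.7e-04 and 0.0353 from DESeq2 on the 6 libraries.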

**Fig. 5:**
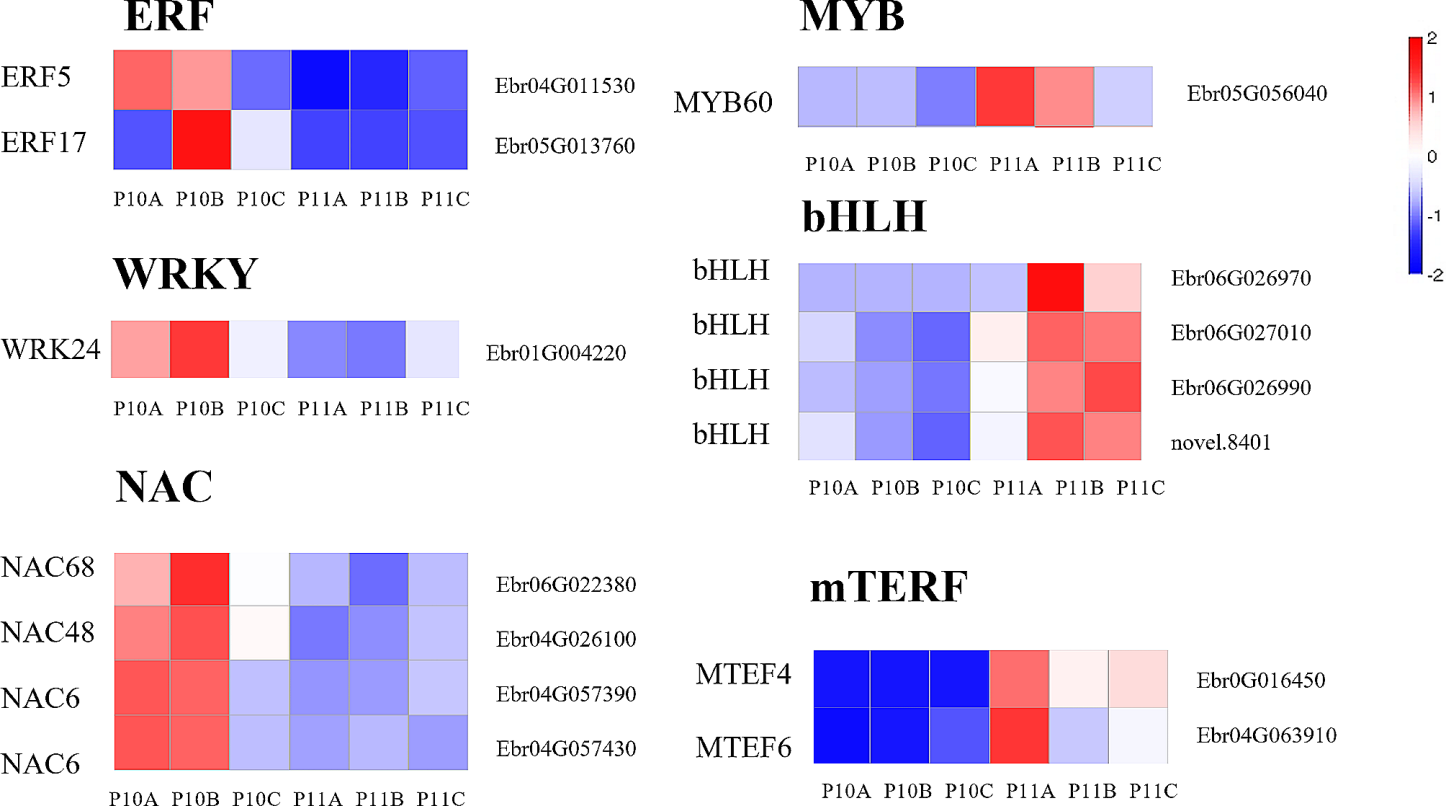
Heatmap of differential TF family expression in *E. pubescens* leaves under phosphorus deficiency stress for 30 days (The gene annotations are on the left side of the heatmap, and gene IDs are on the right. P10: 30d -P, P11: 30d + P. A, B, C are different duplicates). The |log_2_FC| is represented by colors

#### Transcriptional changes in *E. Pubescens* leaves under phosphorus deficiency stress at 90d

Screening for differentially expressed genes (DEGs) in the leaves of *E. pubescens* under different phosphorus levels for 90 days resulted in a total of 173 DEGs. Compared to the 90d + P treatment, 47 DEGs were significantly upregulated, while 126 DEGs were downregulated in the -P treatment (Fig. S1B). 

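edgeR's quasi-likelihood test gave 0 DEGs in 90d -P against 90d +P, with a smallest adjusted p of 0.0810. Without 30d -P replicate A or C it gave 2 lower genes. At an unadjusted p under 0.05 with the fold change minimum, 392 genes were higher and 673 lower in 90d -P. DESeq2 on the 6 libraries gave 47 up and 126 down, and DESeq2 on all 12 libraries 61 up and 186 down. limma-voom with sample quality weights gave 0 in either direction, and edgeR's likelihood ratio test 34 up and 104 down. The DESeq2 counts on the 6 libraries rose to 120 up and 268 down without 90d -P replicate A. They were 317 down without 90d -P replicate B, 259 down without 90d -P replicate C, 173 up without 90d +P replicate A, 119 up without 90d +P replicate B and 189 up without 90d +P replicate C. With each library left out in turn, 72 of the 173 calls (41.6%) were made again in all 6 fits. Among all 24308 genes tested, the groups did not overlap for 2169 (8.92%), where chance gives 10%. Of the 173 genes, 88 (50.9%) came from the authors' assembly, and 55 had 0 counts in all libraries of 1 group. In counts simulated in the same way as for 30 d, with 200 changed genes, edgeR's quasi-likelihood test recovered 77 of them with 1 false call. DESeq2 on 6 libraries recovered 118 with 144 false calls.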

Functional analysis of these DEGs was conducted using GO and KEGG. The GO enrichment results showed that the GO categories of ‘pigment metabolic process’, ‘sulfate transport’, ‘nuclear envelope’, and ‘polygalacturonase activity’ were upregulated in the 90d-P treatment, while the GO categories of ‘ER to Golgi vesicle-mediated transport’ and ‘iron-sulfur cluster binding’ were downregulated. 

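The pigment term of Table S5 rests on 1 gene, the chlorophyllase CLH1 (Ebr02G013030, chromosome 2, 100897883 to 100899013). It had 57.9, 764 and 964 CPM in replicates A, B and C of 90d -P and 48.1 ± 21.9 CPM (SD, n = 3) in 90d +P, so that the groups overlapped. Its log2 fold change was 3.63 (standard error 1.57, adjusted p = 0.842 from edgeR and 0.0034 from DESeq2 on the 6 libraries). The sulfate transporter gene SUT34 (Ebr02G059920, chromosome 2, 503713682 to 503717375) had 9.23 ± 8.79 CPM (SD, n = 3) in 90d -P and 0.516 ± 0.299 CPM (SD, n = 3) in 90d +P, a log2 fold change of 4.15 (adjusted p = 0.679). The nuclear envelope term also holds 1 gene, PP394 from the authors' assembly (chromosome 2, 300012056 to 300015172), with 3.77 ± 1.28 CPM (SD, n = 3) and 0.151 ± 0.138 CPM (SD, n = 3) and an adjusted p of 0.444. Of the lower genes, PTC52 (Ebr06G018930, chromosome 6, 144245089 to 144268545) had 0.225 ± 0.189 CPM (SD, n = 3) in 90d -P and 9.61 ± 3.45 CPM (SD, n = 3) in 90d +P. Its log2 fold change was -5.37 (standard error 0.74, adjusted p = 0.160), between -6.21 and -4.93 with each library left out. NIFU4 (Ebr06G012170), the other gene of the iron-sulfur term, fell by 5.45 on the log2 scale (adjusted p = 0.782). The vesicle transport term holds 2 SC24A genes of the authors' assembly whose positions on chromosome 5 overlap (43086576 to 43095767 and 43092376 to 43096793). The second of them had 0 counts in 90d -P and was at least 9.55-fold lower.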

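Purine metabolism in Table S5 is made up of 3 copies of the GTP diphosphokinase gene RSH2 from the authors' assembly, each present in some libraries and absent from others. The copy on an unplaced contig had 16.7, 34.0 and 0.0617 CPM in replicates A, B and C of 90d -P and 0 counts in 90d +P, at least 100-fold higher in 90d -P. The copy on chromosome 3 from 355125631 to 355128707 also had 0 counts in 90d +P and was at least 25.5-fold higher. edgeR's adjusted p of the 3 copies lay between 0.794 and 0.842. The starch and sucrose genes were RG1 (Ebr01G009030), GLGL1 (Ebr04G029750) and GLGB2 (Ebr06G024120), whose log2 fold changes were 3.06, 2.23 and 1.09. GLGL1 (chromosome 4, 234758286 to 234769999) had 308, 261 and 75.6 CPM in replicates A, B and C of 90d -P and 45.8 ± 19.4 CPM (SD, n = 3) in 90d +P (adjusted p = 0.552). CLH1 alone stands for porphyrin metabolism. Protein processing held the SC24A pair and HSP83 (Ebr01G019680, chromosome 1, 174927794 to 174930518), which fell by 3.97 on the log2 scale (standard error 0.84, adjusted p = 0.491). The secondary metabolite term held PLR (Ebr05G013410), with 0 counts in 90d -P and at least 10.5-fold lower than in 90d +P.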

The KEGG enrichment results indicated that the pathways of ‘Purine metabolism’, ‘Starch and sucrose metabolism’, and ‘Porphyrin metabolism’ were upregulated in the 90d-P treatment, while the pathways of ‘Steroid biosynthesis’, ‘Protein processing in endoplasmic reticulum’, and ‘Biosynthesis of various plant secondary metabolites’ were downregulated (Table S5).

PHT and SPX domain-containing proteins play crucial roles in maintaining phosphorus homeostasis and fine-tuning phosphorus transport signaling [40, 41]. Under 90d-P treatment, the gene encoding phosphate transporter (PHO1 homolog 3) is upregulated (Fig. 6). Furthermore, the commonly observed stress-responsive transcription factor families MYB and bHLH [39] were also identified (Fig. 6).

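The PHO1 homolog 3 gene of Fig. 6 (Ebr03G045780, chromosome 3, 371424195 to 371432342) had 11.3 ± 2.27 CPM (SD, n = 3) in 90d -P and 2.56 ± 0.758 CPM (SD, n = 3) in 90d +P. Every 90d -P library (8.76 to 13.2 CPM) was above every 90d +P library (1.73 to 3.21 CPM). The log2 fold change was 2.14 (standard error 0.49, adjusted p = 0.549 from edgeR and 1.4e-04 from DESeq2 on the 6 libraries), and it stayed between 1.92 and 2.34 with each library left out.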

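MYB5 (Ebr01G039680, chromosome 1, 350837302 to 350838278) had 1.49 ± 0.209 CPM (SD, n = 3) in 90d -P and 6.10 ± 2.54 CPM (SD, n = 3) in 90d +P, a log2 fold change of -2.03 (standard error 0.54, adjusted p = 0.767 from edgeR and 0.0337 from DESeq2 on the 6 libraries). A bHLH gene of the authors' assembly (chromosome 6, 217641970 to 217714151) had 0 counts in 90d -P and 2.77 ± 2.35 CPM (SD, n = 3) in 90d +P, at least 15.1-fold lower. bHLH35 (Ebr04G047780) had overlapping groups, a log2 fold change of -1.43 (standard error 1.00) and an adjusted p of 0.973. edgeR called 0 transcription factors in this comparison, and 34 had an unadjusted p under 0.05 with the fold change minimum. DESeq2 called 4 on the 6 libraries and the same 4 on all 12, limma-voom 0 and edgeR's likelihood ratio test 2. The 4, all lower, were MYB5, the assembled bHLH gene and, named after their values were seen, HDT2 (Ebr01G055910) and Ebr04G047800, another copy of bHLH35. The 2 were HDT2 and the assembled bHLH gene. In fits with 1 library left out, chosen after the data were seen, DESeq2 called 10 without 90d -P replicate A, 7 without 90d -P replicate B, 17 without 90d +P replicate A and 7 without 90d +P replicate C. Not all of these were lower.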

**Fig. 6:**
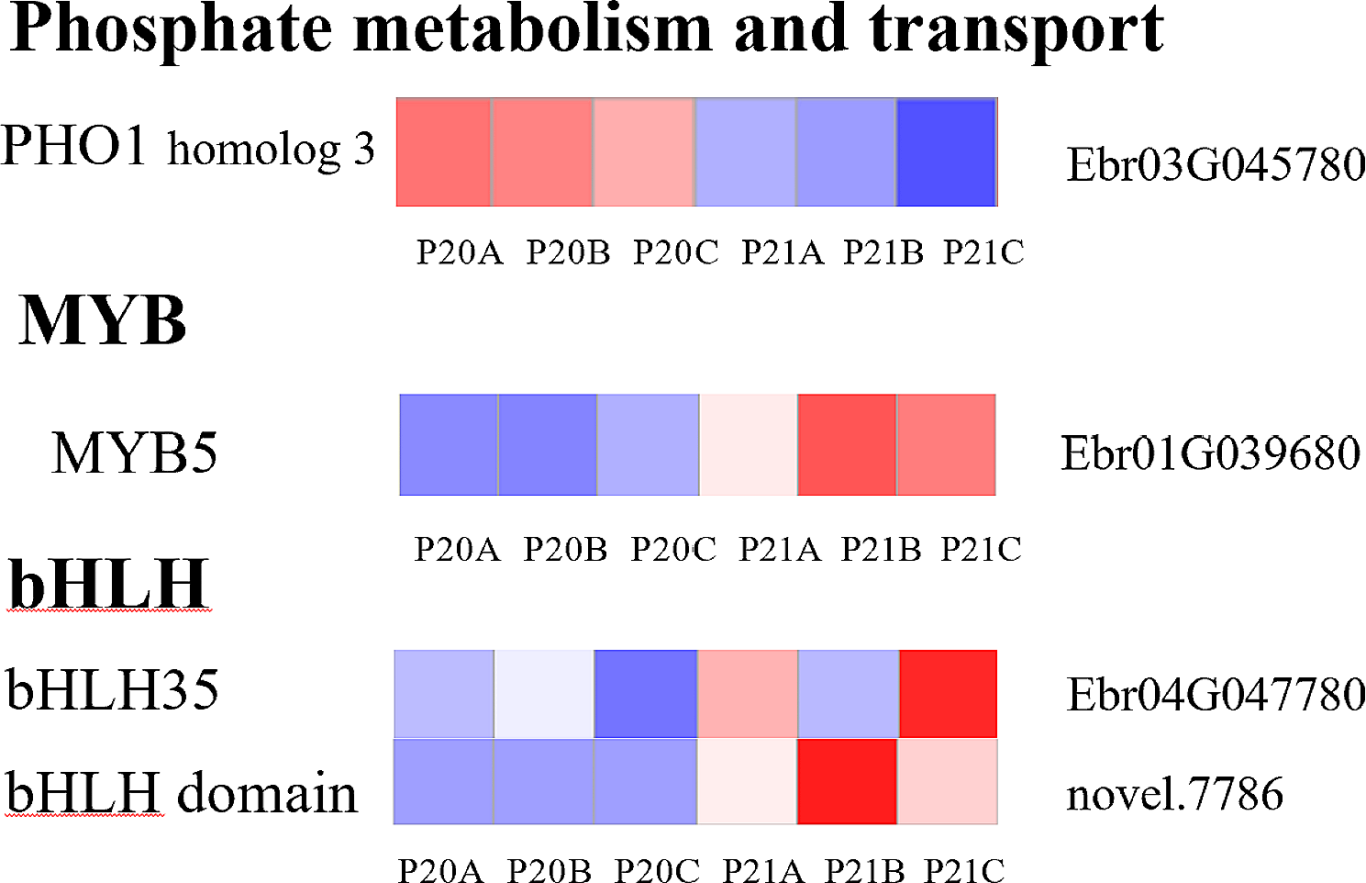
Heatmap of DEGs (*p*-val < 0.05) in *E. pubescens* leaves under phosphorus deficiency stress for 90 days compared to normal phosphorus conditions. Heatmaps of phosphorus metabolism and transport-related DEGs, as well as major TF families, are also shown (gene annotations are on the left side of the heatmap, gene IDs are on the right, P20: 90d -P treatment, P21: 90d + P treatment, A, B, C represent different duplicates). The |log_2_FC| is represented by colors

The number of DEGs identified between the 90d -P and + P treatments is relatively small, resulting in limited transcriptional information available. This may be due to the strict screening criteria for DEGs and insufficient annotation of the transcriptome. Adjusting these criteria may yield more transcriptional information, but the reliability of this information would also be affected. Based on the criterion of *p*-value < 0.05, GO and KEGG enrichment analyses were conducted separately for upregulated and downregulated genes among the obtained DEGs (Table S6). Additionally, genes encoding phosphate transporters (PHT1-4), proteins with SPX domains (SPX1, SPXM3), and purple acid phosphatases (PAP3, PAP2) were found to be upregulated [15, 42]. 

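PHT1-4 (Ebr02G025260, chromosome 2, 217843112 to 217845493) had 359, 1406 and 879 CPM in replicates A, B and C of 90d -P and 303, 98.2 and 420 CPM in 90d +P. Its log2 fold change was 1.69 (standard error 0.54, adjusted p = 0.825 from edgeR), between 1.19 and 2.14 with each library left out. SPXM3 (Ebr02G027230, chromosome 2, 237439801 to 237490457) had 36.6 ± 10.7 CPM (SD, n = 3) and 10.4 ± 4.57 CPM (SD, n = 3), a log2 fold change of 1.81 (standard error 0.47, adjusted p = 0.726). SPX1 (Ebr05G012830) and PAP3 (Ebr01G031340) had log2 fold changes of 2.20 and 2.27, and their highest value was in 90d -P replicate B, 259 and 38.6 CPM. The 5 genes whose identifiers stand in the phosphate panel of Fig. S2 were all higher in 90d -P. The panel carries 6 labels, and no value is given here for the last, PAP2, as no identifier stands beside it. Of all 54 tested genes annotated as PHO1, SPX, purple acid phosphatase or PHT1 phosphate transporter, 39 were higher and 15 lower in 90d -P, with a median log2 fold change of 0.47. camera gave an unadjusted p of 1.3e-04 for higher expression (adjusted p = 6.3e-04 over the 5 tests). The unadjusted p was 0.0504 from fry, 0.0422 from camera with an estimated correlation, and 0.0883 from camera without 90d -P replicate B. Adjusted over the list alone, edgeR called 0 of the 54, and 0 over all genes tested. Unadjusted p was under 0.05 for 7 higher and 2 lower genes, and DESeq2 on the 6 libraries called 2 higher and 1 lower.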

Changes in expression were also observed in transcription factor families related to stress responses, such as WRKY, bHLH, MYB, and AP2/ERF [39]. Furthermore, genes belonging to the AUX/IAA family, which are associated with auxin responses, showed significant downregulation (Fig. S2). On the other hand, it is possible that the long-term deficiency of Pi, which is a major component of DNA and RNA, limits the synthesis of internal DNA and RNA in plants, thereby reducing the available transcriptional information. 

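Some labels in the ERF and AUX/IAA panels of Fig. S2 differ from the annotation of the identifiers beside them, so genes were taken by identifier. Among the AP2/ERF genes, Ebr04G011510 (annotated as ethylene-responsive transcription factor 1A, chromosome 4, 83639381 to 83640544) had 46.2 ± 21.6 CPM (SD, n = 3) in 90d -P and 16.2 ± 3.72 CPM (SD, n = 3) in 90d +P. Its log2 fold change was 1.51 (standard error 0.41, adjusted p = 0.767 from edgeR). ERF114 of Table S2 (Ebr06G011460, annotated as DRE1B) had 60.2 ± 24.0 CPM (SD, n = 3) and 128 ± 69.7 CPM (SD, n = 3), a log2 fold change of -1.08 (adjusted p = 0.849). MYC2 (Ebr04G053120) had overlapping groups and a log2 fold change of -4.20 (standard error 1.70, adjusted p = 0.842).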

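The 4 genes whose identifiers stand in the AUX/IAA panel of Fig. S2 had lower means in 90d -P, with log2 fold changes from -4.70 to -1.20. IAA28 of Table S2 (Ebr02G067120, chromosome 2, 555915468 to 555916543) had 28.4 ± 12.6 CPM (SD, n = 3) in 90d -P and 66.6 ± 28.5 CPM (SD, n = 3) in 90d +P, a log2 fold change of -1.23 (standard error 0.43). Ebr01G018800 (chromosome 1, 166711991 to 166713399) had 24.9 ± 6.31 CPM (SD, n = 3) and 57.1 ± 25.6 CPM (SD, n = 3). The adjusted p of the 4 genes lay between 0.842 and 0.874 from edgeR, 2 had an unadjusted p under 0.05, and neither edgeR nor DESeq2 on the 6 libraries called any of them.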

The high proportion of downregulated genes among the DEGs and the upregulation of the ‘Purine metabolism’ pathway, which is a crucial component of genetic information, provide some evidence to support this hypothesis.

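Of the DESeq2 calls on the 6 libraries at 90 d, 72.8% were lower in 90d -P, against 60.6% of the calls at 30 d. With each library left out in turn, the share at 90 d ran from 46.3%, without 90d +P replicate C, to 82.6%, without 90d -P replicate B. Among all 24308 genes tested, 1078 were higher and 1091 lower in 90d -P with no overlap between the groups. These were 8.92% of the genes, where chance gives 10%, and no fold change minimum applied. Their even split therefore decides nothing about the share of lower genes among the calls. From the share of downregulated DEGs and the rise of the purine term, the paper proposes that long phosphorus deficiency limited the synthesis of DNA and RNA, and so the transcriptional information available.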

#### Transcriptional differences in *E. Pubescens* leaves under phosphorus deficiency stress for 30d and 90d

Based on the criteria of *p*-adj < = 0.05 and |log_2_FC| >= 1.0, differentially expressed genes (DEGs) were identified in the leaves of *E. pubescens* subjected to phosphorus deficiency for 30 days and 90 days. A total of 3209 DEGs were obtained. In comparison to the 30d -P treatment, 988 DEGs were up-regulated, and 2221 were down-regulated in the 90d -P treatment (Fig. S1C). This points towards significant alterations in the transcriptional profile of *E. pubescens* leaves under different durations of phosphorus deficiency stress. 

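edgeR's quasi-likelihood test gave 396 genes higher and 961 lower in 90d -P than in 30d -P, 70.8% of the 1357 DEGs lower. edgeR fitted to the 6 libraries alone gave 91 higher and 223 lower. With a factor for the replicate letter, edgeR gave 42 higher and 79 lower. DESeq2 on the 6 libraries gave 988 higher and 2222 lower. DESeq2 on all 12 libraries gave 1076 and 2148, limma-voom with sample quality weights 967 and 1439, and edgeR's likelihood ratio test 872 and 1919. The groups did not overlap for 8099 of the 24308 genes tested (33.3%), where chance gives 10%. Of these 8099 genes, 3731 were higher and 4368 lower in 90d -P. This was a more even split than among the DEGs, which also had to pass a fold change minimum. Leaving out 1 library changed edgeR's counts by more than 1.5 times for 8 of the 12 libraries. They were 40 higher and 128 lower without 30d -P replicate A, 15 and 40 without 30d -P replicate B, 220 and 435 without 30d +P replicate B, and 206 and 422 without 30d +P replicate C. They were 219 and 602 without 90d -P replicate A, 22 and 35 without 90d -P replicate B, 114 and 117 without 90d -P replicate C, and 240 and 625 without 90d +P replicate A. DESeq2's counts on the 6 libraries changed as much without 30d -P replicate B (1390 lower) and without 90d -P replicate B (626 higher).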

Compared to the 30d -P treatment, a majority of genes exhibited down-regulation in the 90d -P treatment, potentially influenced by upstream transcription factors (TFs) or microRNAs.

GO and KEGG enrichment analyses were conducted on the DEGs. The GO enrichment results indicated upregulation in categories such as ‘cell communication’, ‘defense response’, ‘protein serine/threonine kinase activity’, and ‘sequence-specific DNA binding’, while downregulation was observed in categories like ‘cell wall’, ‘cellular carbohydrate metabolic process’, and ‘cell periphery’ in *E. pubescens* leaves. The KEGG enrichment results revealed upregulation in pathways such as ‘Tryptophan metabolism’, ‘Valine, leucine and isoleucine biosynthesis’, and ‘Ribosome biogenesis in eukaryotes’, while downregulation was evident in pathways like ‘Cutin, suberine and wax biosynthesis’ and ‘Amino sugar and nucleotide sugar metabolism’ (Table S6).

DEGs with |log_2_FC| >= 5.0 demonstrated extremely significant differences in *E. pubescens* leaves subjected to phosphorus deficiency stress for 30 days and 90 days, potentially serving as key genes in *E. pubescens*’ response to prolonged phosphorus stress (90 days). 

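Of the 1357 edgeR DEGs, 195 had an absolute log2 fold change of at least 5, as did 590 of the 3210 DESeq2 calls on the 6 libraries. The genes with the largest increases and no overlap between the groups were PER52 (Ebr06G041950, chromosome 6, 332998219 to 333002836) and HPT1 (Ebr01G001570, chromosome 1, 11691250 to 11751541). PER52 had 164 ± 32.3 CPM (SD, n = 3) in 90d -P and 0 counts in 30d -P, at least 817-fold higher (adjusted p = 0.0165 from edgeR). HPT1 had 145 ± 94.4 CPM (SD, n = 3) and 0 counts, at least 723-fold higher (adjusted p = 0.0170). Both calls were lost without 30d -P replicate B and without 90d -P replicate B. The largest decreases were those of PRF1 (Ebr05G011990, chromosome 5, 78401120 to 78402535) and GLOX1 (Ebr04G072630, chromosome 4, 556735378 to 556736880). PRF1 had 2316, 418 and 9.44 CPM in replicates A, B and C of 30d -P and 0.0203 ± 0.0351 CPM (SD, n = 3) in 90d -P (adjusted p = 0.0390). GLOX1 had 50.2 ± 64.0 CPM (SD, n = 3) in 30d -P and 0 counts in 90d -P, at least 274-fold lower (adjusted p = 0.0246). The call of GLOX1 was lost without replicate A or B of 30d -P and without replicate B or C of 90d -P. That of PRF1 was lost without any 1 of those 4 libraries, 90d -P replicate A, or replicates B or C of 30d +P or A of 90d +P.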

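PAP27 (Ebr03G063200, chromosome 3, 522072861 to 522078931) had 72.1, 548 and 13.6 CPM in replicates A, B and C of 90d -P and 12.3 ± 0.815 CPM (SD, n = 3) in 30d -P. Its log2 fold change was 4.10 (standard error 1.51, adjusted p = 0.125 from edgeR), between 1.78 and 4.65 with each library left out. High values of PAP27 were not particular to -P, as it had 7.82, 514 and 118 CPM in replicates A, B and C of 90d +P. PHT1-4 (Ebr02G025260) had 881 ± 523 CPM (SD, n = 3) in 90d -P and 302 ± 54.0 CPM (SD, n = 3) in 30d -P, a log2 fold change of 1.55 (standard error 0.54, adjusted p = 0.109). SPXM3 (Ebr04G018640, chromosome 4, 135545656 to 135700044) had 12.3 ± 2.77 CPM (SD, n = 3) and 4.57 ± 1.04 CPM (SD, n = 3), a log2 fold change of 1.42 (standard error 0.57). SPXM3 Ebr04G018640 had its highest value, 48.9 CPM, in 90d +P replicate B. The PHO1 homolog 3 genes, among them Ebr03G045780 at 1.45, and the PHO1 homolog 5 gene Ebr03G045770 at 1.62, lie on chromosome 3. Of the 9 phosphate genes of Fig. 7, edgeR tested 8, with log2 fold changes of 1.42 to 4.10. edgeR called 0 of these 8 (smallest adjusted p 0.0726), and all 8 had an unadjusted p under 0.05. DESeq2 on the 6 libraries called 9. Of the 4 nitrate transporter genes, NPF3.1 Ebr02G041230 had 0 counts in 90d -P and 1.08 ± 0.902 CPM (SD, n = 3) in 30d -P, at least 5.87-fold lower (adjusted p = 0.0807). The NRT2.4 genes Ebr01G059010 and Ebr01G059000 had 0 counts in 90d -P and in 30d -P replicate C. Their counts were under the filter of edgeR's test, and they were at least 10.4- and 16.2-fold lower.

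**Figure D3:**
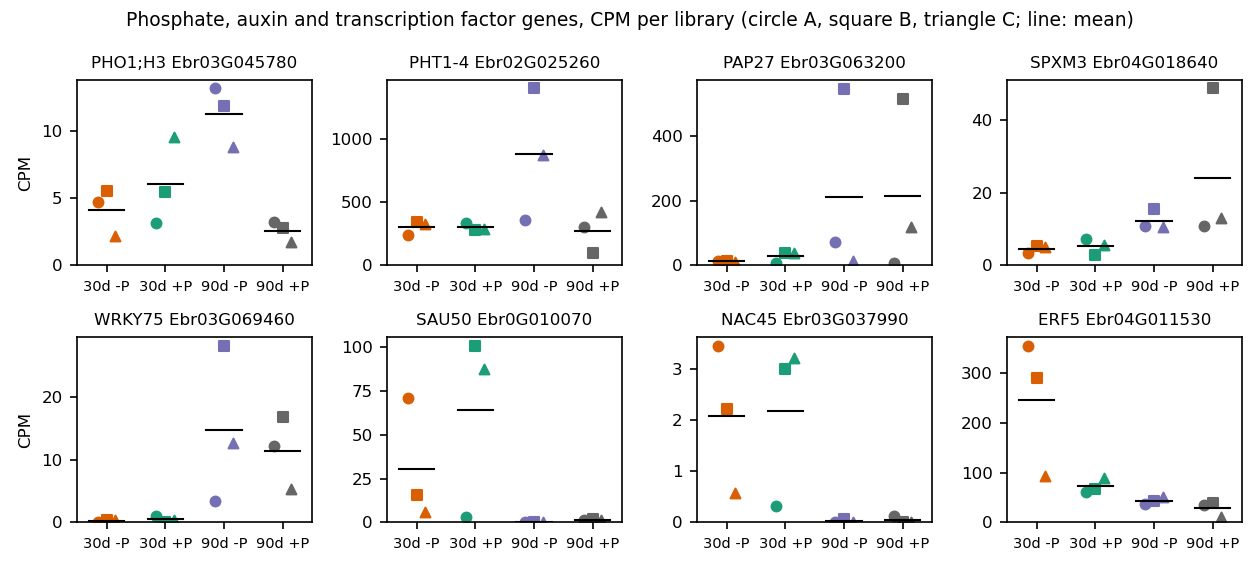
CPM of 8 genes in each library of the 4 groups (vertical axis, linear, from 0), with the mean of each group as a line. PAP27 reached 548 CPM in 90d -P replicate B and 514 CPM in 90d +P replicate B, and PHT1-4 had 1406 and 98.2 CPM there.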

Notably, genes associated with phosphorus metabolism, phosphorus transporters, and phosphatases (PAP27, PHO1 homolog 3, PHO1 homolog 5, PHT1-4, SPXM3) exhibited significant upregulation, while genes linked to nitrate transport (NRT2.4, NPF3.1 [43]) displayed downregulation (Fig. 7). This implies that extended phosphorus deficiency stress impacts nitrogen absorption and assimilation in *E. pubescens* leaves. Additionally, in comparison to the 30d -P treatment, auxin-related response genes witnessed downregulation in the 90d -P treatment, indicating varying degrees of growth limitation at different stages of phosphorus deficiency stress, with an increased growth inhibition under prolonged phosphorus deficiency stress.

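SAU50 (Ebr0G010070, on an unplaced contig) had 70.8, 15.4 and 5.67 CPM in replicates A, B and C of 30d -P and 0.101 ± 0.127 CPM (SD, n = 3) in 90d -P. It fell by 8.13 on the log2 scale (standard error 1.62, adjusted p = 0.0259 from edgeR). The call was lost without replicate A or B of 30d -P and without replicate A, B or C of 90d -P. The fall of SAU50 from 30 d to 90 d was not particular to -P. In 30d +P it had 3.30, 101 and 87.7 CPM in replicates A, B and C. In 90d +P it had 1.21, 2.09 and 1.19 CPM in replicates A, B and C. All 7 auxin genes of Fig. 7 were lower in 90d -P. A10A5 (Ebr05G027150, chromosome 5, 206941494 to 206942963) had 7.14 ± 6.86 CPM (SD, n = 3) in 30d -P and 0.0206 ± 0.0356 CPM (SD, n = 3) in 90d -P (adjusted p = 0.0716). Of the 7, edgeR tested 5 and called 1, and DESeq2 on the 6 libraries called 7. In 30d -P their values were highest in replicate A or B. From the lower expression of auxin response genes, the paper concludes that growth was limited to different degrees at the 2 stages, with more inhibition under prolonged phosphorus deficiency.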

Moreover, a total of 171 transcription factors (TFs) spanning 38 TF families were identified among all DEGs. 

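Of the edgeR DEGs between 90d -P and 30d -P, 61 were transcription factors of 32 families, 22 of them higher and 39 lower in 90d -P. DESeq2 on the 6 libraries called 171 in 48 families as the annotation names them, and in 36 families when subfamilies such as AP2/ERF-ERF are counted with their family. The largest family among the 171 was AP2/ERF-ERF, with 7 higher and 20 lower, followed by MYB with 4 higher and 12 lower. The DESeq2 count was 100 without 30d -P replicate B, a fit chosen after the data were seen. edgeR's count was 3 without 30d -P replicate A, 1 without 30d -P replicate B, 30 without 30d +P replicate B or C, 36 without 90d -P replicate A, 1 without 90d -P replicate B and 5 without 90d -P replicate C. MYB06 (Ebr05G059870) was among these in all 4 fits with 5 or fewer. The others were GATA5 (Ebr05G025920) and ARFB (Ebr06G044040) without 30d -P replicate A, and TF3A (Ebr04G011280), AP23 (Ebr06G005380), Ebr01G060220 and TIF8 (Ebr02G064850) without 90d -P replicate C, all named after their values were seen.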

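WRKY75 (Ebr03G069460, chromosome 3, 573494141 to 573495631) had 14.7 ± 12.5 CPM (SD, n = 3) in 90d -P and 0.282 ± 0.191 CPM (SD, n = 3) in 30d -P. Its log2 fold change in 90d -P against 30d -P was 5.65 (standard error 1.20, adjusted p = 0.0299 from edgeR). The call was lost without replicate A or B of 30d -P or replicate B or C of 90d -P. NAC45 (Ebr03G037990, chromosome 3, 304497526 to 304499325) fell by 6.21 on the log2 scale (standard error 1.54, adjusted p = 0.0429), from 2.08 ± 1.44 CPM (SD, n = 3) to 0.0203 ± 0.0351 CPM (SD, n = 3). This call was kept without 30d -P replicate C, 30d +P replicate A and replicates B and C of 90d +P, and lost without any 1 of the other 8 libraries. NAC43 (Ebr04G021980) had 0 counts in 90d -P and was at least 5.16-fold lower (adjusted p = 0.0545), and NAC86 (Ebr03G038020) fell by 5.51 on the log2 scale (adjusted p = 0.109). The genes that Fig. 7 labels bHLH035, bHLH162, MYB113 and MYB73 (Ebr05G060880, Ebr05G042330, Ebr06G001810 and Ebr05G064600) are annotated as WRKY genes. Ebr05G060880 had a log2 fold change of -0.91 and Ebr05G042330 one of 1.59, with overlapping groups, and the other 2 had too few counts to be tested. The ERF panel of Fig. 7 carries the 9 identifiers of its phosphate panel. ERF5 (Ebr04G011530) fell by 2.50 on the log2 scale, from between 93.8 and 354 CPM in 30d -P to 43.4 ± 7.68 CPM (SD, n = 3) in 90d -P (adjusted p = 0.0295). Its call was lost without replicate A or B of 30d -P, 30d +P replicate B, or any 1 replicate of 90d -P.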

Within the TFs with |log_2_FC| > 5.0, representatives from the WRKY family (WRKY75 was down-regulated), NAC family (NAC45, NAC43, and NAC86 were all down-regulated), bHLH family (bHLH035 was up-regulated and bHLH162 was down-regulated), MYB family (MYB113 and MYB73 were both down-regulated), and ERF family (all were down-regulated) were observed (Fig. 7). These transcription factors play a pivotal role in orchestrating the transition of *E. pubescens* leaf strategies from short-term phosphorus deficiency to prolonged phosphorus deficiency stress, positively or negatively regulating the expression of downstream genes.

**Fig. 7:**
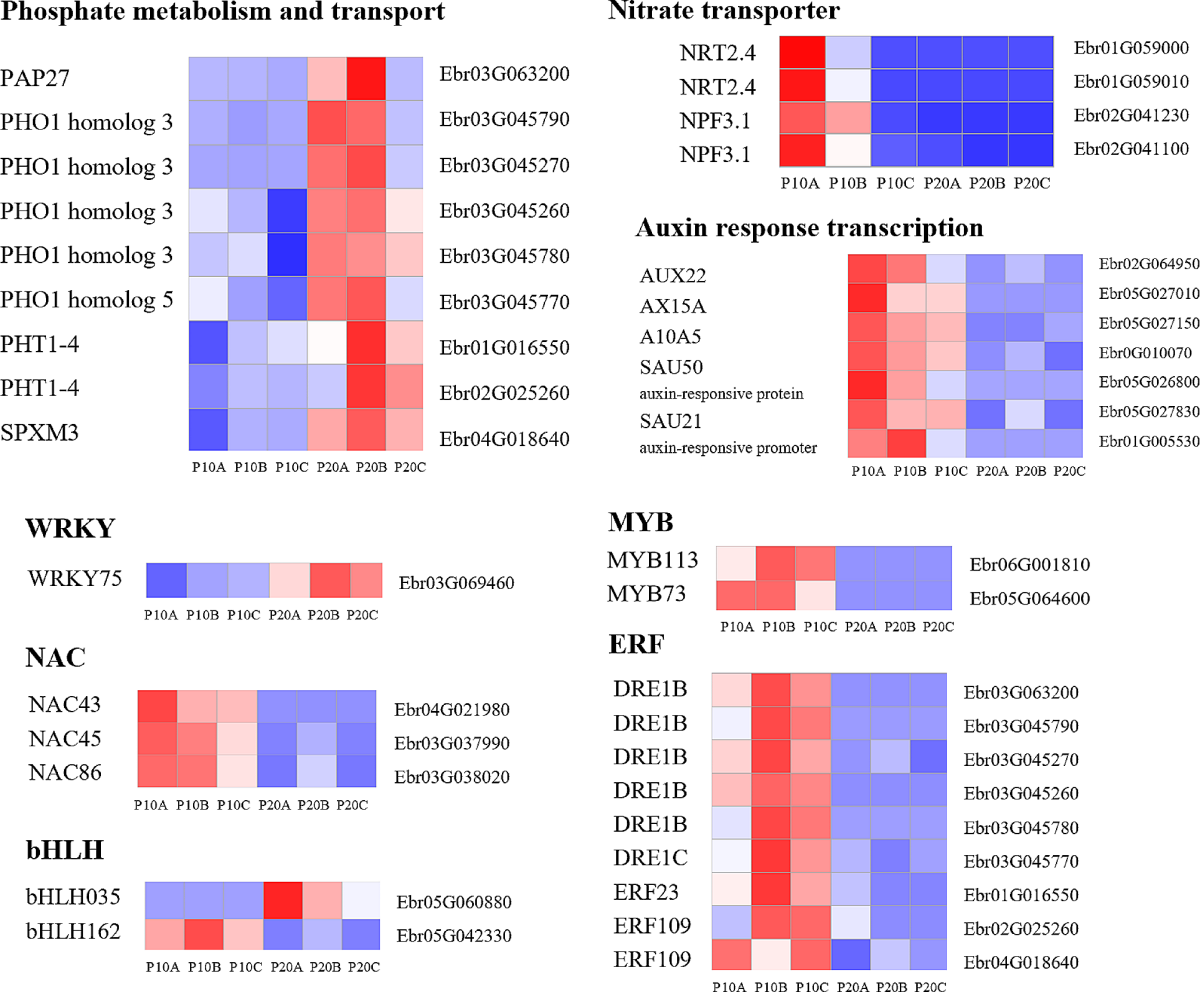
Compared with phosphorus deficiency stress for 30 days, the heatmap of gene expression related to phosphorus metabolism and transport, NRT, auxin response, and TF family genes in *E. pubescens* leaves under phosphorus deficiency stress for 90 days (with |log_2_FC| > 5.0). The gene annotations are on the left side of the heatmap, and the gene IDs are on the right side. P10: 30d -P treatment, P20: 90d -P treatment, and A, B, C are different duplicates

### Analysis of miRNAs and target genes in *E. Pubescens* leaves under phosphorus deficiency stress

In this investigation, miRNAs extracted from *E. pubescens* leaves underwent analysis under different phosphorus levels at 30 days and 90 days. A total of 2.3 GB of raw data were collected from 12 samples (including three replicates). Following the exclusion of reads with sequencing adapters or low sequencing quality, further removal of rRNA, tRNA, snRNA, and repeat sequences yielded 18,662,013 clean reads. The lengths of miRNAs in each sample ranged from 18 to 32 nucleotides (nt), with the most prevalent miRNAs being 21 nt in length (Fig. S2).

In comparison to the 30d + P treatment, 11 novel miRNAs were identified as differentially expressed in the 30d -P treatment, with 4 upregulated and 7 downregulated. When contrasting the 90d -P treatment with the 90d + P treatment, 24 differentially expressed miRNAs were detected, including 3 known miRNAs and 21 novel miRNAs. Among these, 8 were upregulated, and 16 were downregulated. Similarly, when comparing the 30d -P treatment to the 90d -P treatment, 25 differentially expressed miRNAs were recognized, encompassing 2 known miRNAs and 23 novel miRNAs. Of these, 15 were upregulated, and 10 were downregulated (Fig. 8).

**Fig. 8:**
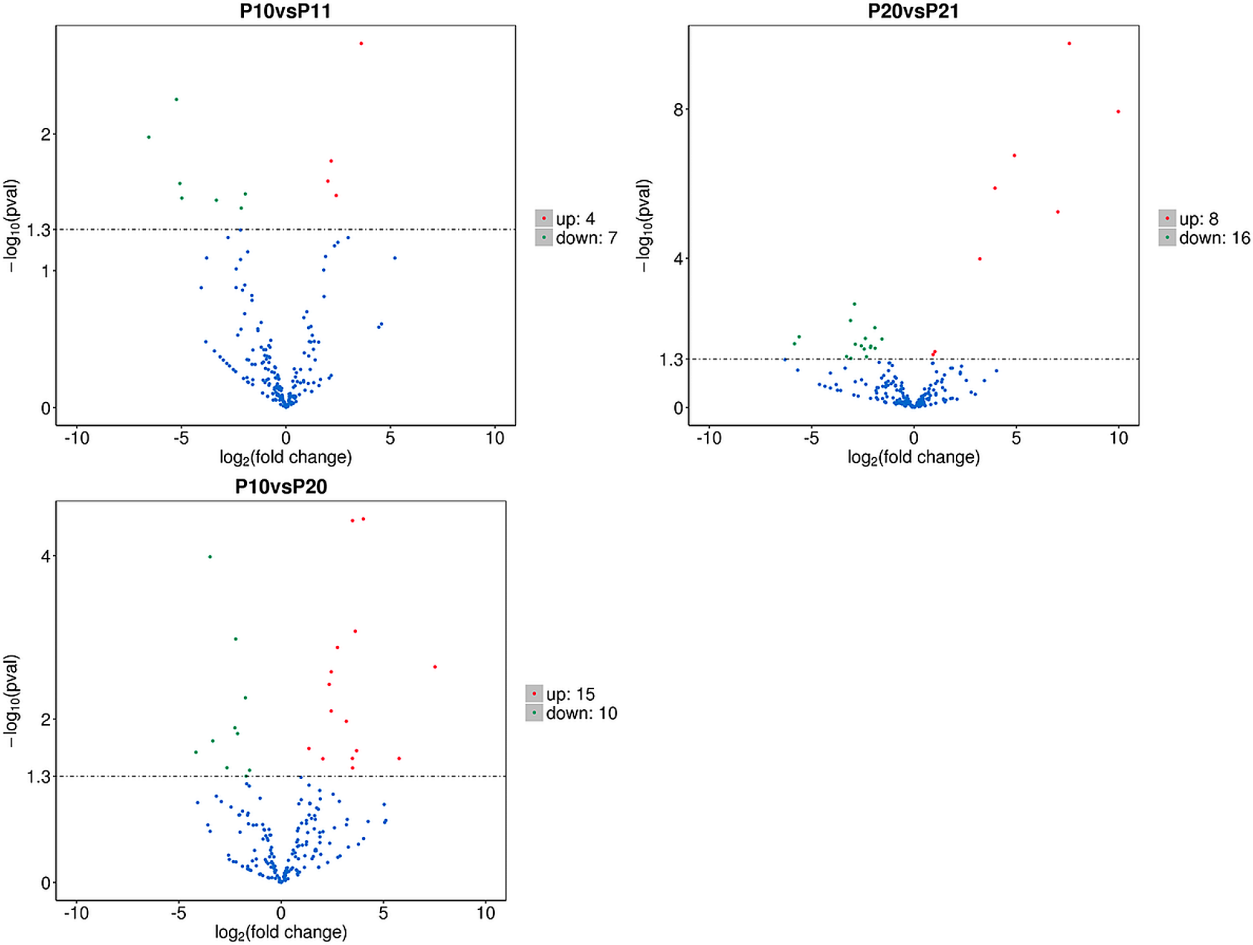
Differential miRNAs under varying phosphorus treatments at the same time point and under the same phosphorus treatment at different time points based on the criterion of *p*-val < 0.05 (Volcano plot, P10: 30d -P treatment, P11: 30d + P treatment, P20: 90d -P treatment, P21: 90d + P treatment)

Upon comparing miRNA expression alterations in leaves subjected to 30d -P and 30d + P treatments, one differential miRNA and one target gene were unveiled (Figs. 9A and 10A). 

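The mRNA of Ebr02G058440 (chromosome 2, 493692776 to 493694945), annotated as the pentatricopeptide repeat protein PP170, had 2.46 ± 0.781 CPM (SD, n = 3) in 30d -P and 0.829 ± 0.463 CPM (SD, n = 3) in 30d +P. The groups did not overlap. The log2 fold change was 1.56 (standard error 0.56, adjusted p = 0.649 from edgeR and 0.332 from DESeq2 on the 6 libraries), between 1.21 and 1.99 with each library left out.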

Under the 30d -P treatment, novel_124 demonstrated significant downregulation, resulting in the upregulation of its target gene Ebr02G058440, identified as Pentatricopeptide. Pentatricopeptide is implicated in various roles in plant gene expression and physiological processes, overseeing plant growth, development, and defense responses to stress [44].

In the comparison between 90d -P and 90d + P treatments, two differential miRNAs and two target genes were obtained (Figs. 9B and 10B). 

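The mRNA of Ebr06G023990 (2KGR, chromosome 6, 188102073 to 188117760) had 9.66, 20.5 and 22.5 CPM in replicates A, B and C of 90d -P and 8.07 ± 1.65 CPM (SD, n = 3) in 90d +P, so that replicate A lay within the 90d +P libraries. Its log2 fold change was 1.12 (standard error 0.44, adjusted p = 0.842 from edgeR and 0.433 from DESeq2 on the 6 libraries).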

Novel_79 was significantly downregulated, resulting in the upregulation of its target gene Ebr06G023990, identified as Glyoxylate/hydroxypyruvate/pyruvate reductase 2KGR, involved in tyrosine metabolism [45]. Additionally, novel_286 was significantly downregulated, leading to the upregulation of its target gene Ebr05G042010, identified as MDIS1-interacting receptor-like kinase 2, which activates MAPK signaling pathways and various defense responses against stress [46]. Furthermore, miR399 was identified as significantly upregulated under the 90d -P treatment, but its differentially expressed target gene Ebr03G015380 encoded an uncharacterized protein.

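The mRNA of Ebr05G042010 (MIK2, chromosome 5, 316243951 to 316250215) had 1.84 ± 0.781 CPM (SD, n = 3) in 90d -P and 0.252 ± 0.218 CPM (SD, n = 3) in 90d +P, without overlap. The log2 fold change was 2.84 (standard error 1.15, adjusted p = 0.842 from edgeR and 0.238 from DESeq2 on the 6 libraries), between 2.36 and 3.69 with each library left out.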

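The mRNA of Ebr03G015380 (chromosome 3, 123916970 to 123918420) had 5.63 ± 2.47 CPM (SD, n = 3) in 90d -P and 8.06, 42.1 and 13.6 CPM in replicates A, B and C of 90d +P. Its log2 fold change was -1.91 (standard error 0.69, adjusted p = 0.842 from edgeR and 0.325 from DESeq2 on the 6 libraries), and it was -0.94 with 90d +P replicate B left out.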

When comparing the 30d -P and 90d -P treatments, three differential miRNAs and their corresponding nine target genes were identified (Figs. 9C and 10C). Under the 90d -P treatment, novel_188, novel_196, and novel_269 were upregulated, leading to the downregulation of their respective target genes. Specifically, the target gene of novel_188, Ebr0G004400, was identified as Interactor of constitutive active ROPs 2. 

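The mRNA of Ebr0G004400 (ICR2, on an unplaced contig) had 1.62 ± 1.38 CPM (SD, n = 3) in 90d -P and 16.4 ± 12.4 CPM (SD, n = 3) in 30d -P, without overlap. It fell by 3.33 on the log2 scale (standard error 0.76, adjusted p = 0.0352 from edgeR). The call was lost without replicate A or B of 30d -P, replicate B or C of 30d +P, or replicate B or C of 90d -P.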

ROPs 2 plays a crucial role as a molecular switch in signal transduction processes involved in plant morphogenesis, hormone regulation, stress responses, and other vital plant activities [47]. The downregulation of this target gene may be related to signal shifts in plant stress responses. 

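The mRNAs of the 4 MYB genes were lower in 90d -P than in 30d -P. MYB308 (Ebr04G060880, chromosome 4, 474429469 to 474430878) had 8.29 ± 3.31 CPM (SD, n = 3) and 30.3 ± 11.3 CPM (SD, n = 3), a log2 fold change of -1.87 (standard error 0.59, adjusted p = 0.0837 from edgeR). MYB3 (Ebr05G038410), MYB61 (Ebr05G065230) and MYB86 (Ebr03G055060) fell by 1.26, 3.28 and 1.68 on the log2 scale, with adjusted p of 0.167, 0.182 and 0.0686. The groups of MYB61 overlapped, since it had 10.8 CPM in 30d -P replicate A and 11.7 CPM in 90d -P replicate A. edgeR called 0 of the 4, and DESeq2 on the 6 libraries called each of them. Unadjusted p was under 0.05 for all 9 targets of this comparison.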

The target genes of novel_196: Ebr04G060880, Ebr05G038410, Ebr05G065230, and Ebr03G055060, were identified as MYB308, MYB3, MYB61, and MYB86, respectively, belonging to the MYB family, a common plant transcription factor family responding to stress. Novel_269 had four valid target genes, including Ebr05G035820, Ebr02G028590 encoding cellulose synthase A catalytic subunit 5 and secondary wall acyltransferase, respectively, affecting cell wall formation and thickening. 

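The mRNA of Ebr05G035820 (CESA5, chromosome 5, 268712369 to 268719777) had 786, 251 and 241 CPM in replicates A, B and C of 90d -P and 1586 ± 78.0 CPM (SD, n = 3) in 30d -P, a log2 fold change of -1.90 (standard error 0.60, adjusted p = 0.0854 from edgeR). Ebr02G028590 (chromosome 2, 252007390 to 252013166), which is annotated as the methionine synthase METE2, had 491 ± 90.0 CPM (SD, n = 3) and 1307 ± 226 CPM (SD, n = 3). It fell by 1.41 on the log2 scale (standard error 0.27, adjusted p = 0.0246), a call lost without replicate A or B of 30d -P or replicate B or C of 90d -P.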

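Ebr01G032900 (chromosome 1, 291111278 to 291114761) is annotated as the auxin efflux carrier PIN3. Its mRNA had 41.7 ± 6.11 CPM (SD, n = 3) in 90d -P and 437, 183 and 79.6 CPM in replicates A, B and C of 30d -P, a log2 fold change of -2.48 (standard error 0.57, adjusted p = 0.0356 from edgeR). This call was lost without replicate A or B of 30d -P, replicate B or C of 30d +P, any 1 replicate of 90d -P, or 90d +P replicate A. Ebr03G031660 (chromosome 3, 246956110 to 246971387) is annotated as RWA4, reduced wall acetylation 4. It fell by 2.87 on the log2 scale (standard error 0.50, adjusted p = 0.0189), from 304 ± 115 CPM (SD, n = 3) to 41.7 ± 22.1 CPM (SD, n = 3), and the call was lost without replicate A or B of 30d -P or replicate B or C of 90d -P.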

The target gene Ebr01G032900 encodes METE2 involved in methionine synthesis, while Ebr03G031660 encodes the auxin efflux protein PIN3, affecting plant growth and development in response to auxin [48].

**Fig. 9:**
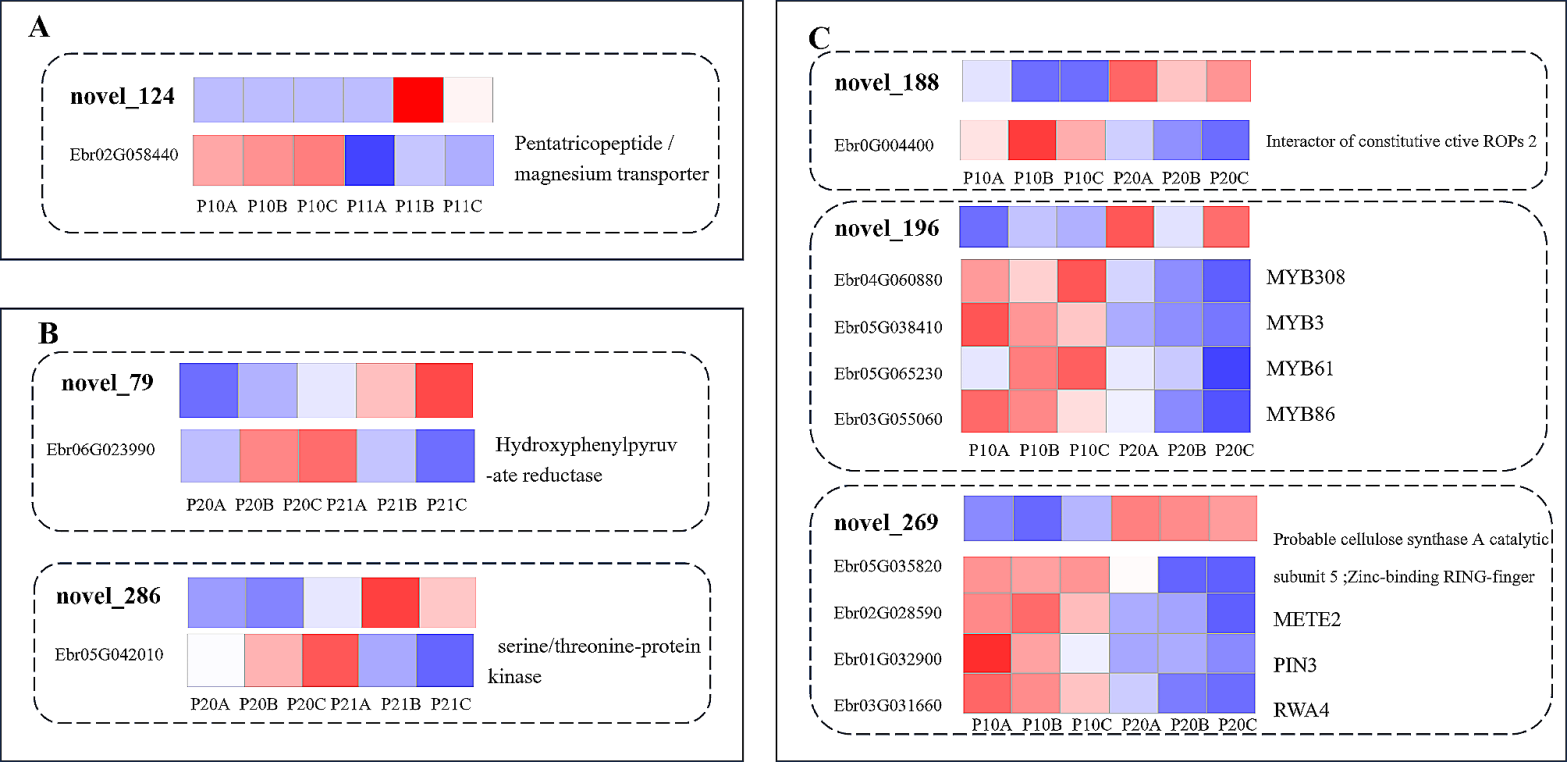
Heatmap of differentially expressed miRNAs and their target genes under different phosphorus treatments at the same time point and different time points under phosphorus deficiency stress. The expression levels of miRNAs are calculated using TPM, and the expression levels of mRNAs are calculated using FPKM. The miRNA IDs are bold, the gene IDs are on the left side of the heatmap, and the gene annotations are on the right side. **A**) P10 (30d -P) vs. P11 (30d + P); **B**: P20 (90d -P) vs. P21 (90d + P); C: P10 (30d -P) vs. P20 (90d -P)

**Fig. 10:**
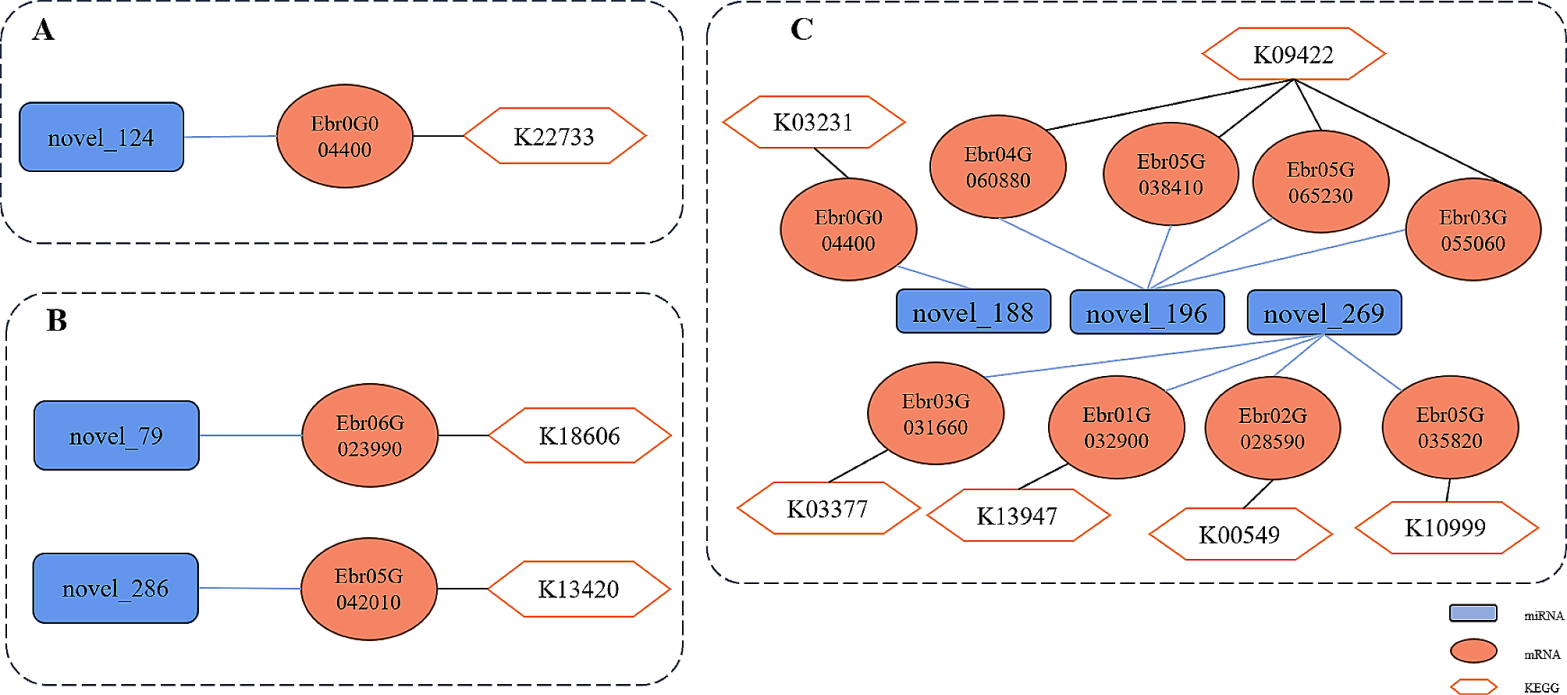
Network diagram of differentially expressed miRNAs and their target genes with KEGG annotations under different phosphorus treatments at the same time point and different time points under phosphorus deficiency stress. **A**: P10 (30d -P) vs. P11 (30d + P); **B**: P20 (90d -P) vs. P21 (90d + P); **C**: P10 (30d -P) vs. P20 (90d -P)

### Validation of differentially expressed genes through RT-qPCR

In order to validate the accuracy of the RNA-Seq findings, quantitative real-time polymerase chain reaction (RT-qPCR) was conducted to assess the transcript levels of identified differentially expressed genes across various treatments. Specifically, pivotal genes associated with flavonoid biosynthesis, the phosphorus transporter PHT1-4, and auxin response-related genes were chosen for validation. The RT-qPCR results unequivocally demonstrated that the expression patterns of the selected 9 differentially regulated genes were in concordance with the transcriptomic data, thereby substantiating the reliability of the RNA-Seq results employed in this investigation (Fig. 11). 

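The FPKM of the 9 genes were averaged over the 3 libraries of each group. PHT1-4 had 431 ± 256 FPKM (SD, n = 3) in 90d -P and 0.311 to 0.343 times this mean in the other groups. SAU50 had its highest mean in 30d +P, with 10.1, 314 and 274 FPKM in replicates A, B and C, and IAA28 in 90d +P, with 82.8 ± 35.8 FPKM (SD, n = 3). The 6 flavonoid genes had their highest mean in 30d -P. EpPAL4 had 19.5 ± 16.0 FPKM (SD, n = 3) there, and EpCHS1, EpCHS2 and EpF3H had 1.00 in 30d -P beside 0.687, 0.663 and 0.487 in 30d +P relative to the highest mean. In 90d +P the SD of EpF3'H1 exceeded its mean, 31.1 ± 48.6 FPKM (SD, n = 3), as replicate C had 87.3 FPKM beside 4.00 and 2.15 FPKM in A and B. The RT-qPCR values were not analysed here.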

The miRNA validation results are presented in Fig. 12. The qRT-PCR results showed that the expression changes of the miRNA and its target gene were opposite, and consistent with the sequencing results.

**Fig. 11:**
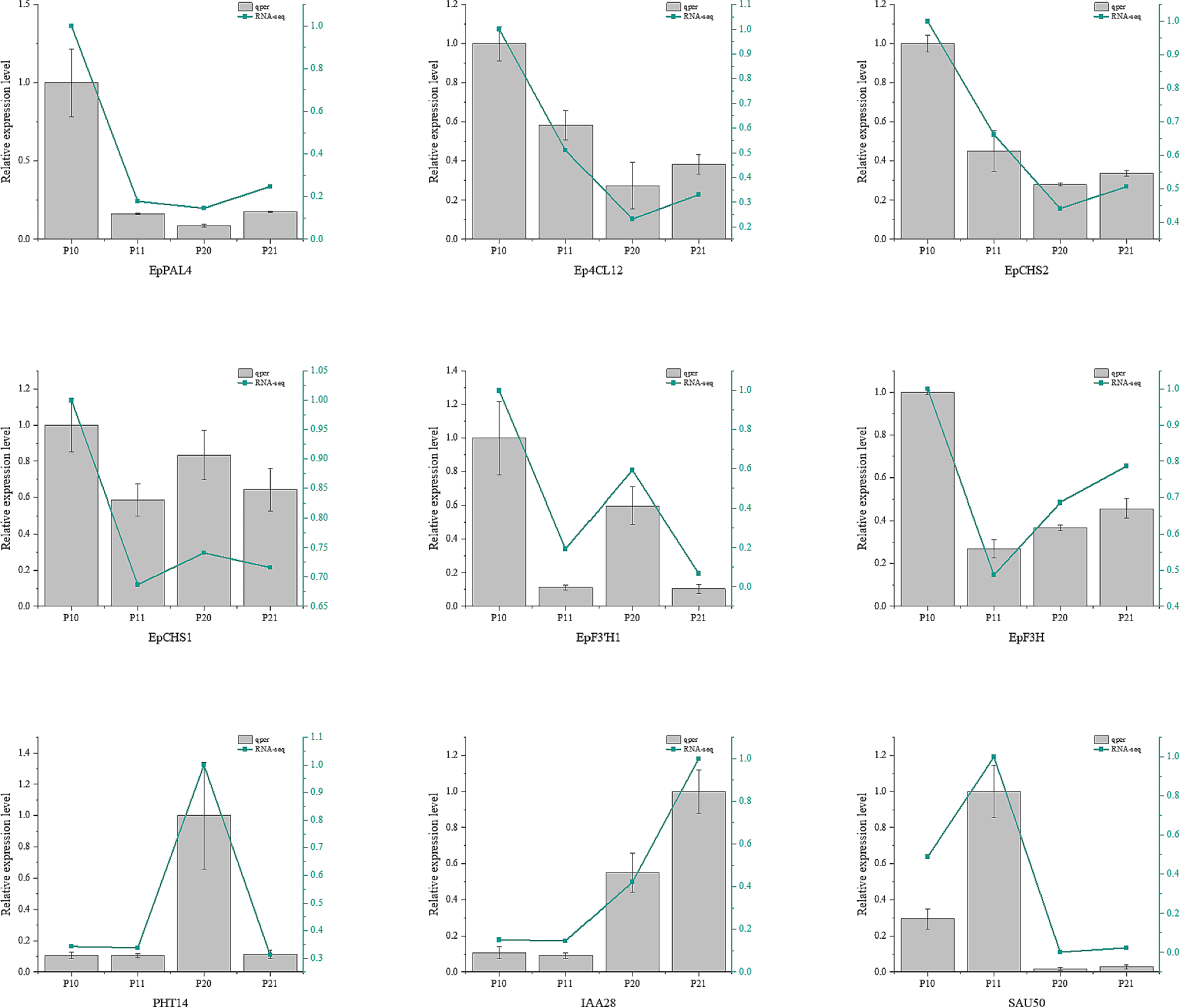
mRNA expression levels were verified by RT-qPCR, P10: 30d -P treatment, P11: 30d + P treatment, P20: 90d -P treatment, P21: 90d + P treatment

**Fig. 12:**
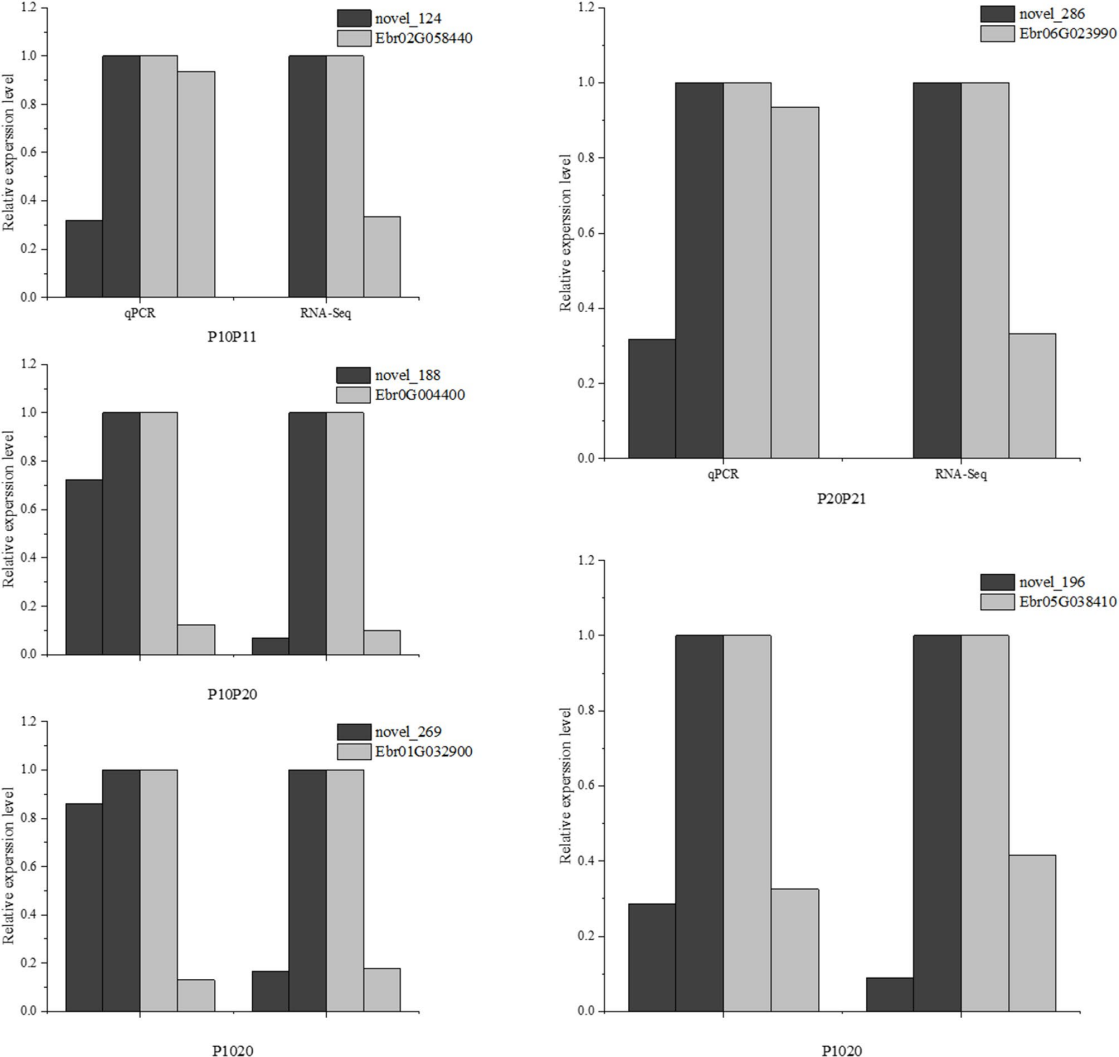
Expression levels of miRNA and its target mRNA were verified by RT-qPCR

## Discussion

The significance of phosphorus as a vital nutrient in promoting plant growth, development, and biomass accumulation has been extensively studied. Phosphorus deficiency is a significant factor hindering the growth of various plants, such as corn [49] and rice [50]. However, regions where *E. pubescens* is prevalent often face challenges related to phosphorus deficiencies,, including low soil phosphorus levels and inadequate forms phosphate for plant absorption. These obstacles can impede the growth and quality of *E. pubescens*. In order to adapt to this unfavorable environment, *E. pubescens* has progressively evolved an array of strategies to contend with phosphorus deficiency stress. The current work investigated the phenotypic and physiological alterations in *E. pubescens* over different time scales in reaction to phosphorus deficiency. Furthermore, it integrated transcriptomic and miRNA analyses to further investigate how *E. pubescen*s responds to phosphorus deficiency stress.

Plant growth, development, and biomass accumulation were found to be significantly inhibited under conditions of phosphorus deficiency in this study. This inhibition was visually characterized by a reduction in leaf number, diminished leaf area, and an increase in root length, volume, and surface area. That plants their growth strategies in phosphorus-deficient settings These findings imply that plants might modify their growth strategies in phosphorus-deficient environments in order to reduce nutrient demand and increase the surface area available for nutrient absorption (Fig. 1A, B). Since roots are a plant’s primary source of phosphorus, their growth helps to increase the efficiency with which phosphorus is absorbed, thereby reducing the stress that results from phosphorus shortage in plants [44]. Moreover, the insufficiency of phosphorus stress inhibited the photosynthetic activity of *E. pubescens*, leading to a notable decline in chlorophyll levels and total biomass, with a concurrent rise in the root biomass proportion (Fig. 1C and D). This could potentially be an adaptive survival strategy used by plants in response to nutrient-limited conditions. The roots of plants are essential for the uptake of nutrients, and an increased root biomass can be advantageous in aiding plants in locating additional nutrients and adapting to challenging environmental conditions [51, 52].

Photosynthesis, serving as the primary phase of plant carbon metabolism, provides carbon sources and energy for various metabolic processes and biomass accumulation throughout the plant’s life cycle [53]. Prior studies have demonstrated that a lack of phosphorus can impede photosynthesis in plants and impact the accumulation of carbohydrates, typically due to disrupted electron transport or impairment of associated photosynthetic sites [4, 14, 50, 54]. The findings from the transcriptome analysis elucidate this alteration at the molecular level. In comparison to the application of + P, the -P treatment resulted in a decrease in the expression of the ‘photosystem II oxygen evolving complex’ GO category after 30 days (Table S3). 

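The 2 genes behind this term in Table S3 are PPD2, a PsbP domain protein, and PNSL2, a lumenal subunit of the NDH complex. PPD2 (Ebr06G033480, chromosome 6, 265151991 to 265153872) had 0.192 ± 0.278 CPM (SD, n = 3) in 30d -P and 3.55 ± 2.92 CPM (SD, n = 3) in 30d +P, a log2 fold change of -4.14 (standard error 1.16, adjusted p = 0.611 from edgeR and 0.0333 from DESeq2 on the 6 libraries). PNSL2 (Ebr02G036490, chromosome 2, 317061558 to 317062350) had 2.94, 3.07 and 9.18 CPM in replicates A, B and C of 30d -P and 20.3 ± 9.03 CPM (SD, n = 3) in 30d +P. Its adjusted p was 0.649 from edgeR and 0.0494 from DESeq2.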

The oxygen-evolving complex (OEC) is pivotal in the process of photosynthesis, facilitating the light-driven oxidation of water to produce molecular oxygen and protons, as well as electron transportation [55]. The reduction in the expression of genes associated with this complex hinders the flow of electrons in photosynthesis. Furthermore, the levels of MTEF4 and MTEF6, which are crucial transcription termination factors essential for the development of 16 S rRNA and 23 S rRNA in chloroplasts [56], were also notably decreased, impacting the maturation of chloroplasts, the primary location for photosynthesis, consequently leading to a decrease in photosynthetic efficiency and carbohydrate production (Fig. 1D, Table S3).

Despite the decrease in photosynthesis in plants facing phosphorus deficiency stress, research indicates that there may be an enhancement in carbohydrate metabolism. This phenomenon has been observed in various plant studies focusing on phosphorus deficiency [57]. For instance, cotton plants exhibit reduced photosynthesis under phosphorus stress, yet show increased activities of enzymes and gene expression related to carbohydrate metabolism [16]. The impact of phosphorus deficiency stress on carbohydrate metabolism in E. pubescens appears to align with the response strategy observed in cotton under similar conditions. This impact is not only evident in the photosynthetic capacity but also in the leaves’ ability to mobilize stored carbohydrates when photosynthesis is insufficiently effective [16]. In the current investigation, compared to the treatment with sufficient phosphorus, GO categories associated with carbohydrate metabolism, such as ‘polysaccharide metabolic process’, ‘cellular glucan metabolic process’, and ‘carbohydrate catabolic process’, were found to be upregulated in the 30d -P treatment (Table S3). Similarly, the ‘starch and sucrose metabolism’ pathway was significantly upregulated in the 90d -P treatment (Table S5). These carbohydrates involved may have accumulated in the plant prior to stress and could also accumulate due to reduced carbohydrate utilization resulting from a more pronounced inhibition of plant growth compared to photosynthesis [58]. Furthermore, upregulation of carbohydrate metabolism may help the plant respond to phosphorus starvation by providing energy or acting as a signaling mechanism to regulate the plant’s response to phosphorus deficiency stress [16, 57].

Moreover, plant hormones serve as critical signaling molecules that regulate plant growth, development, and overall morphological structure [59, 60]. They also play a pivotal role in plant responses to environmental stress [59, 60]. Phosphorus deficiency stress has been shown to notably decrease the tiller count in plants [5], which is regulated by the strong interaction between internal phosphorus content and hormones such as strigolactones [61], auxin [62], and cytokinin. In investigations on phosphorus deficiency stress in peanuts, a substantial decrease in the content of IAA, ETH, and CTK in roots was observed, accompanied by an increase in ABA content, with an opposite trend noted in leaves. This distinct hormonal regulation in different plant parts can lead to modifications in GS and NR activity in roots and leaves, influencing the balance of nitrogen metabolism and plant growth morphology [14]. Findings from the study demonstrate a significant decline in phosphorus content and accumulation in leaves under -P treatment (Fig. 1E). The results of our study indicate that under -P treatment, the phosphorus content and accumulation in leaves decrease significantly (Fig. 1E). 

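The steroid term at 90 d rests on the same 2 CP511 genes as at 30 d. The gene on chromosome 5 from 429896318 had 0 counts in 90d -P and 5.96 ± 0.912 CPM (SD, n = 3) in 90d +P, at least 32.5-fold lower. The gene from 93540116 to 93565512 had 0 counts in 90d -P and 1.85 ± 0.929 CPM (SD, n = 3) in 90d +P, at least 10.1-fold lower. Their adjusted p was 0.552 and 0.549 from edgeR, and 1.2e-08 and 0.0015 from DESeq2 on the 6 libraries.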

Compared with + P tremeat, the ‘Plant hormone signal transduction’ pathway is notably upregulated during the 30d -P treatment (Table S3), while the ‘Steroid biosynthesis’ pathway is markedly downregulated in the 90d -P treatment (Table S5). This suggests that phosphorus deficiency stress exerts complex effects on the growth and development of *E. pubescens* by influencing hormonal signaling changes. Compared to the 30d -P treatment, genes related to auxin response and transcription factors are significantly downregulated under 90d -P treatment (Fig. 7), indicating that with prolonged phosphorus deficiency phosphorus deficiency stress, the growth inhibition of *E. pubescens* also intensifies.

Biotic or abiotic stress can induce the excessive accumulation of reactive oxygen species (ROS) in plants, resulting in oxidative damage to the plasma membrane system [63, 64]. Flavonoids, which are the primary bioactive components of Epimedium, possess the ability to scavenge ROS in plants, thereby improving resistance to various stresses such as nutrient deficiency and high light intensity [65–67]. A study conducted on soybeans subjected to phosphorus starvation revealed an increase in the levels of 26 flavonoid-related metabolites [68]. Similarly, *Artemisia argyi* leaves exposed to low phosphorus stress showed a notable rise in phenolic and flavonoid compounds, along with an upregulation of gene expression encoding crucial enzymes in their metabolic pathways [13]. Moreover, in tobacco leaves experiencing phosphorus deficiency, the transcription levels of genes responsible for flavanol biosynthesis were significantly upregulated [69]. The results obtained from ultra-performance liquid chromatography (UPLC) detection(Fig. 2A and B) in this study revealed that phosphorus deficiency stress significantly promoted the accumulation of Icariin-flavonoids in leaves. Concurrently, transcriptional results indicated a significant upregulation of genes related to the ‘Flavonoid biosynthesis’ pathway under the 30d -P treatment (Table S3). Subsequent Gene Set Enrichment Analysis (GSEA) of this pathway of this pathway (Fig. 3), along with previous research findings, facilitated the construction of a graphical representation (Fig. 4) depicting the alterations in expression levels of key genes involved in the biosynthesis of Icariin-flavonoids in *E. pubescens* leaves under phosphorus deficiency stress.

Moreover, it was observed that various gene families including WRKY, NAC, ERF, bHLH, and MYB were implicated in regulating the expression of downstream genes in *E. pubescens* leaves under different phosphorus deficiency stress stages. Among them, the bHLH family, often serving as an auxiliary factor, works synergistically with the MYB family to cope with various stresses and regulate flavonoid synthesis [70]. MYB60 is responsive to drought stress and changes in ABA hormone levels, and it negatively regulates the flavonoid pathway [71]. Compared to the + P treatment, the expression of MYB60 and the bHLH family was downregulated under the 30d -P treatment (Fig. 5), leading to an upregulation of the expression of genes related to flavonoid synthesis under phosphorus deficiency stress. Additionally, investigations on rapeseed, corn, and soybeans under phosphorus deficiency stress demonstrated that plants can mitigate the accumulation of ROS through glutathione metabolism [12, 72, 73]. 

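Table S6 lists 4 glutathione S-transferase genes, and each had a higher mean in 90d -P. GSTUH (Ebr03G061090, chromosome 3, 499314583 to 499315484) had 278, 476 and 767 CPM in replicates A, B and C of 90d -P and 194 ± 56.1 CPM (SD, n = 3) in 90d +P, a log2 fold change of 1.39 (standard error 0.46, adjusted p = 0.842 from edgeR). The others are annotated as GSTX3, with up to 4.77 ± 2.61 CPM (SD, n = 3) in 90d -P for Ebr01G021430. Of the 4, edgeR tested 3 and called 0, with adjusted p up to 0.871 and 1 unadjusted p under 0.05, and DESeq2 on the 6 libraries called 0.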

Similar findings were observed in this study, where the ‘Glutathione metabolism’ pathway was upregulated during the later stages of phosphorus deficiency stress (90d -P treatment).

PHT, PHO, SPX domain proteins, and purple phosphatase represent proteins and enzymes pivotal in phosphorus metabolism and transport in plants. When subjected to severe phosphorus deficiency stress, Switchgrass demonstrates a significant increase in the expression of genes responsible for encoding PHT, PHO, and SPX domain proteins [74]. Similarly, in soybean leaves, the expression of purple acid phosphatase is notably up-regulated under conditions of phosphorus deficiency [12, 15]. The induction of these proteins and enzymes under phosphorus deficiency conditions aims to enhance phosphorus absorption and transport. Studies have shown that lipid remodeling is a common internal phosphorus recycling pathway in plants. To alleviate phosphorus deficiency stress, plants synthesize glycolipids and sulfolipids to replace some phospholipids on membranes, thereby releasing phosphorus. Studies have elucidated lipid remodeling as a prevalent phosphorus recycling pathway, where glycolipids and sulfolipids are synthesized to replace some phospholipids on biological membranes, releasing phosphorus to alleviate phosphorus deficiency stress. This research demonstrates that 90d -P treatment leads to the increased expression of genes encoding PHT1-4, PHO1 homolog3, SPX domain proteins, purple acid phosphatase (Fig. 7), and the ‘sulfate transmembrane transporter activity’ GO category (Table S7) in *E. pubescens* leaves, as compared to the 30d -P treatment. This upregulation enhances phosphorus metabolism, transport, and internal phosphorus cycling [75, 76]. Moreover, the ‘Tryptophan metabolism’ pathway is up-regulated (Table S7), promoting the glycosylation of membrane lipids, replacing phospholipids, and releasing phosphorus. 

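The 54 tested phosphate genes were compared between 90d -P and 30d -P as a set. In 90d -P, 36 were higher and 18 lower, with a median log2 fold change of 0.31. For higher expression, camera gave an unadjusted p of 0.152 (adjusted p = 0.332 over the 5 tests). Fry gave an unadjusted p of 0.325. edgeR called 1 of the 54, over all genes tested and when adjusted over the list alone. This was SPXS3 (Ebr06G000490, chromosome 6, 6847478 to 6955193), which fell by 1.59 on the log2 scale (standard error 0.31, adjusted p = 0.0236), from 33.7 ± 6.59 CPM (SD, n = 3) in 30d -P to 11.2 ± 0.786 CPM (SD, n = 3) in 90d -P. The call was lost without replicate A or B of 30d -P or replicate B or C of 90d -P. Unadjusted p was under 0.05 for 8 higher and 5 lower genes, and DESeq2 on the 6 libraries called 9 higher and 4 lower.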

Previous studies have indicated a substantial phosphorus content in the pectin of the cell wall. In response to phosphorus deficiency stress, plants utilize enzymes like polygalacturonase to decompose the cell wall, enabling phosphorus reuse and increasing the available phosphorus content [77, 78]. 

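The polygalacturonase term holds 2 PGLR genes on chromosome 4. Ebr04G016250 (114973324 to 114979510) had 8.92 ± 1.99 CPM (SD, n = 3) in 90d -P and 2.30 ± 0.619 CPM (SD, n = 3) in 90d +P. Its log2 fold change was 1.95 (standard error 0.31, adjusted p = 0.255 from edgeR and 0.0015 from DESeq2 on the 6 libraries), between 1.74 and 2.13 with each library left out. Ebr04G016160 (114326402 to 114332252) had 4.07 ± 0.910 CPM (SD, n = 3) and 1.08 ± 0.356 CPM (SD, n = 3), a log2 fold change of 1.91 (standard error 0.47, adjusted p = 0.655).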

Notably, this study observed an upregulation of the ‘polygalacturonase activity’ GO category (Table S5) under the 90d -P treatment compared to the + P treatment. Furthermore, the ‘cell wall macromolecule catabolic process’ pathway was upregulated in the 90d -P treatment relative to the 30d -P treatment, while the ‘cell wall’ and ‘cell periphery’ GO categories were downregulated (Table S7). These findings suggest that *E. pubescens* breaks down the cell walls in its leaves during the later stages of phosphorus deficiency stress using enzymes like polygalacturonase to redistribute phosphorus resources and sustain essential physiological functions [77, 78]. Furthermore, miRNA results indicate that novel_269 inhibits cell wall formation and thickening by down-regulating the expression of target genes Ebr05G035820 and Ebr02G028590, which encode cellulose enzyme A catalytic subunit 5 and secondary wall acyltransferase, respectively (Fig. 10). In summary, as the duration of phosphorus deficiency treatment extends to 90 days, plants may gradually adapt their phosphorus deficiency response mechanisms by adjusting transcriptional and post-transcriptional regulatory strategies, thereby more effectively coping with long-term phosphorus deficiency stress.

These findings indicate that the transcriptional response mechanism in *E. pubescens* leaves mirrors that of most plants, encompassing (1) hormone signal transduction, (2) photosynthesis and carbohydrate metabolism, (3) secondary metabolism (such as flavonoid synthesis), and (4) alterations in transcripts related to phosphorus metabolism, transport, and recycling. Similar to observations in Switchgrass, this suggests that the transcriptional responses of plants under phosphorus deficiency stress are generally conserved, emphasizing the pivotal role of transcriptional regulation in plant responses to phosphorus deficiency stress [74]. Additionally, miRNA sequencing results revealed that, compared to the 30d -P treatment, a greater number of miRNAs were significantly upregulated under the 90d -P treatment. This suggests that miRNA regulation assumes a more prominent role in shaping the transition of the leaf response strategy from short-term to long-term phosphorus deficiency stress.

Furthermore, the comparison between the -P and + P treatments at 30 days and 90 days revealed a notable decrease in the number of differentially expressed genes (DEGs) between the two treatments at 90 days, accompanied by a marked increase in the quantity of downregulated DEGs (Fig. S1B). This phenomenon can be ascribed to the depletion of DNA and mRNA bases caused by phosphorus (Pi) deficiency, along with the enhanced degradation of cell walls and chloroplasts (Table S5). It can be deduced that *E. pubescens* appears to be decomposing its leaves and reallocating resources to sustain other organs for survival. This behavior may represent a distinctive trait of *E. pubescens*, a perennial herb, in reaction to the stress induced by nutrient deficiency. 

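Whether the effect of -P differed between 90 d and 30 d was tested as an interaction of phosphorus and time. edgeR's quasi-likelihood test gave 0 genes in either direction, and 316 higher and 297 lower interaction terms had an unadjusted p under 0.05 with the fold change minimum. DESeq2 on all 12 libraries gave 11 higher and 23 lower, limma-voom with sample quality weights 0, and edgeR's likelihood ratio test 1 higher and 5 lower. Named after their values were seen, the higher one was PER52 (Ebr06G041950). The lower ones were CHX19 (Ebr02G000330), Ebr03G053300 and 3 genes of the authors' assembly (chromosome 3 from 381294036 to 381303404, chromosome 4 from 493114572 to 493153172 and chromosome 5 from 352319124 to 352340403).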

Following leaf shedding, *E. pubescens* can regenerate new leaves in the subsequent year or once the stress subsides. Consequently, it is conceivable that the phosphorus-deficient condition at 90 days signifies a relatively prolonged and stable phase in the advanced stages of phosphorus deficiency stress for *E. pubescens*, which persists until all its leaves are shed or the stress is mitigated. Furthermore, in contrast to the 30d -P treatment, genes associated with auxin responses and transcription factors were notably downregulated in the 90d -P treatment (Fig. 7), whereas no significant downregulation was observed in the comparison between the 30d -P treatment and the + P treatment (Table S3). These findings suggest that *E. pubescens* employs distinct response mechanisms under short-term (30 days) and long-term (90 days) phosphorus deficiency stress. 

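At 30 d, SAU50 had 30.6 ± 35.1 CPM (SD, n = 3) in 30d -P and 3.30, 101 and 87.7 CPM in replicates A, B and C of 30d +P, a log2 fold change of -1.06 (standard error 1.08, adjusted p = 0.897 from edgeR). IAA28 had 10.1 ± 4.36 CPM (SD, n = 3) and 9.87 ± 1.51 CPM (SD, n = 3), a log2 fold change of 0.03 (standard error 0.43, adjusted p = 0.994).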

While the strategy during short-term stress focuses on growth maintenance, the approach shifts towards survival preservation during long-term stress.

## Conclusion

*E. pubescens* exhibits a dynamic and multifaceted response to phosphorus deficiency, involving adjustments in growth morphology, alterations in physiological metabolism, and molecular changes. The impact of phosphorus deficiency stress is evident in the promotion of root growth, contrasting with a significant inhibition of leaf (the medicinal part of *E. pubescens*) growth. Despite this inhibition, there has been an increase in the accumulation of active ingredients. Furthermore, there are discernible changes in intrinsic transcription and miRNA expression in response to phosphorus deficiency in the leaves. In the early stage of phosphorus deficiency stress (30 days), *E. pubescens* leaves demonstrate adaptive responses by generating sufficient energy, scavenging reactive oxygen species (ROS), and adjusting plant morphology. This is achieved through the upregulation of genes related to carbon metabolism, flavonoid synthesis, and hormone signal transduction pathways. These adjustments serve as coping mechanisms for short-term phosphorus deficiency and sustain its growth. However, as the stress duration extends to 90 days, entering the later stage of phosphorus deficiency stress, plant growth is further inhibited and the plant adopts more complex adaptive strategies to promote phosphorus cycling and recycling in the leaves (upregulating the expression of PHT1-4, PHO homolog3, etc.), enhance transcriptional changes and post-transcriptional regulation (miRNA regulation and protein modification), and gradually begin to discard and decompose leaves to resist the challenges of long-term phosphorus deficiency stress and sustain survival. The comprehensive transcriptional analysis results presented in Fig. 13 offer valuable insights into understanding the intricate response mechanisms of *E. pubescens* leaves under phosphorus deficiency stress. Furthermore, they provide potential target genes for breeding *E. pubescens* genotypes that are tolerant to low phosphorus, contributing to advancements in plant breeding strategies.

**Fig. 13:**
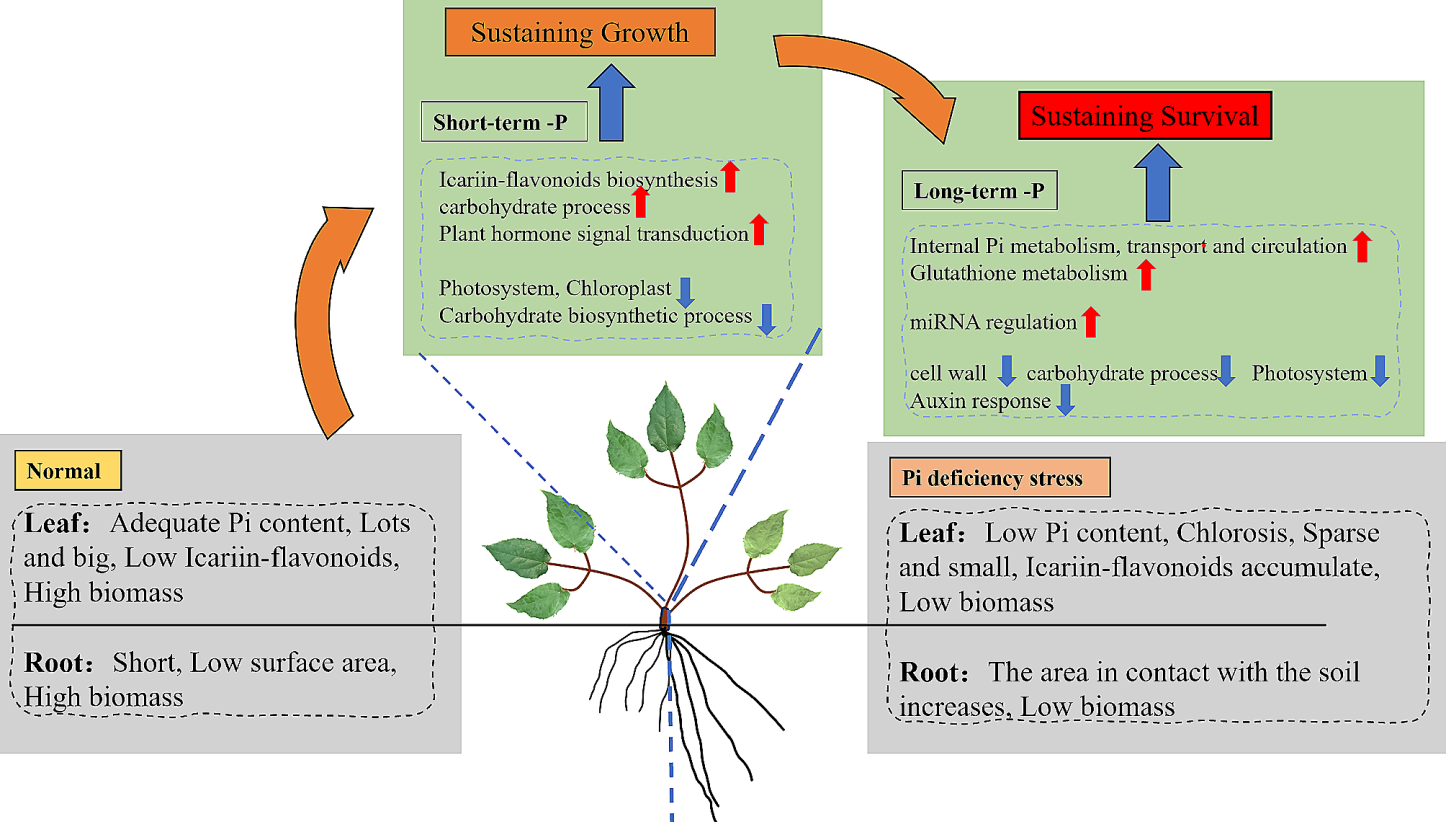
E. pubescens response mechanism to phosphorus deficiency stress

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Supplementary Material 1: Table S1**. Nutrient solution formulations for treatment with different phosphorus levels. **Table S2**. qPCR genes and primer information. **Table S3**. P10vsP11 Upward and down-regulated gene GO and KEGG enrichment results. **Table S4**. P10 vs. P11 FLAVONOID_BIOSYNTHESIS(ATH00941) GSEA enrichment results. **Table S5**. The GO and KEGG enrichment results of up-regulated and down-regulated genes in P20 vs. P21. **Table S6**. P20vsP21 (*p*-val < 0.05) Upward and down-regulated gene GO and KEGG enrichment results. **Table S7**. P20vsP10 Upward and down-regulated gene GO and KEGG enrichment results

**Supplementary Material 2: Fig. S1**. Differential genes based on *p*-adj < 0.05, |log_2_FC|≥1 at the same time and at different time-P treatments (volcano), A: P10 (30d –P) vs. P11 (30d + P) DEGs, B: P20 (90d –P) vs. P21 (90d + P) DEGs, C: P10 (30d –P) vs. P20 (90d -P) DEGs. **Fig. S2**. Heatmap of differentially expressed genes (DEGs) in E. pubescens leaves under 90-day phosphorus-deficient stress compared to normal phosphorus conditions (p-val < 0.05), along with heatmaps of phosphorus transport and metabolism-related DEGs and major transcription factor (TF) families (gene annotations on the left side of the heatmaps, gene IDs on the right side, P20: 90d-P, P21: 90d + P, A, B, C represent different duplicates). The log2FC is represented by colors. **Fig. S3**. miRNA length distribution in different treatments, P10: 30d -P, P11: 30d + P, P20: 90d -P, P21: 90d + P, A, B, C are different duplicate

## Data Availability

Transcriptome and miRNA data have been successfully uploaded and released to the GEO database for public access and use. The data includes raw sequencing files, which have been verified to ensure their integrity. Other researchers can access the transcriptome sequencing data at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE259442 the miRNA sequencing data at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE259444.

## Abbreviations

CRD: Completely randomized design
DEGs: Differentially expressed genes
*E. pubescens*: *Epimedium pubescens*
GB: Gigabytes
GO: Gene Ontology
GSEA: Gene Set Enrichment Analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
miRNA: MicroRNA
OEC: Oxygen-evolving complex
P: Phosphorus
PAP: Purple acid phosphatase
PFGs: Prenylated flavonol glycosides
PHO2: Phosphate starvation response gene PHO2
Pi: Phosphates
+P: Normal phosphorus
-P: Phosphorus deficiency
qRT-PCR: Quantitative Real-time Polymerase Chain Reaction
ROPs 2: Rho-related protein 2
ROS: Reactive Oxygen Species
TF: Transcription factor
UPLC: Ultra-high-performance liquid chromatography

# Supplementary material for: Exploring the dynamic adaptive responses of Epimedium pubescens to phosphorus deficiency by Integrated transcriptome and miRNA analysis
**Source:** BMC Plant Biol. 2024 May 30;24:480. doi: 10.1186/s12870-024-05063-y
**Supplement:** Supplementary file 2 — Supplementary Material 2: Fig. S1. Differential genes based on p-adj < 0.05, |log2FC|≥1 at the same time and at different time-P treatments (volcano), A: P10 (30d –P) vs. P11 (30d + P) DEGs, B: P20 (90d –P) vs. P21 (90d + P) DEGs, C: P10 (30d –P) vs. P20 (90d -P) DEGs. Fig. S2. Heatmap of differentially expressed genes (DEGs) in E. pubescens leaves under 90-day phosphorus-deficient stress compared to normal phosphorus conditions (p-val < 0.05), along with heatmaps of phosphorus transport and metabolism-related DEGs and major transcription factor (TF) families (gene annotations on the left side of the heatmaps, gene IDs on the right side, P20: 90d-P, P21: 90d + P, A, B, C represent different duplicates). The log2FC is represented by colors. Fig. S3. miRNA length distribution in different treatments, P10: 30d -P, P11: 30d + P, P20: 90d -P, P21: 90d + P, A, B, C are different duplicate

## Supplement

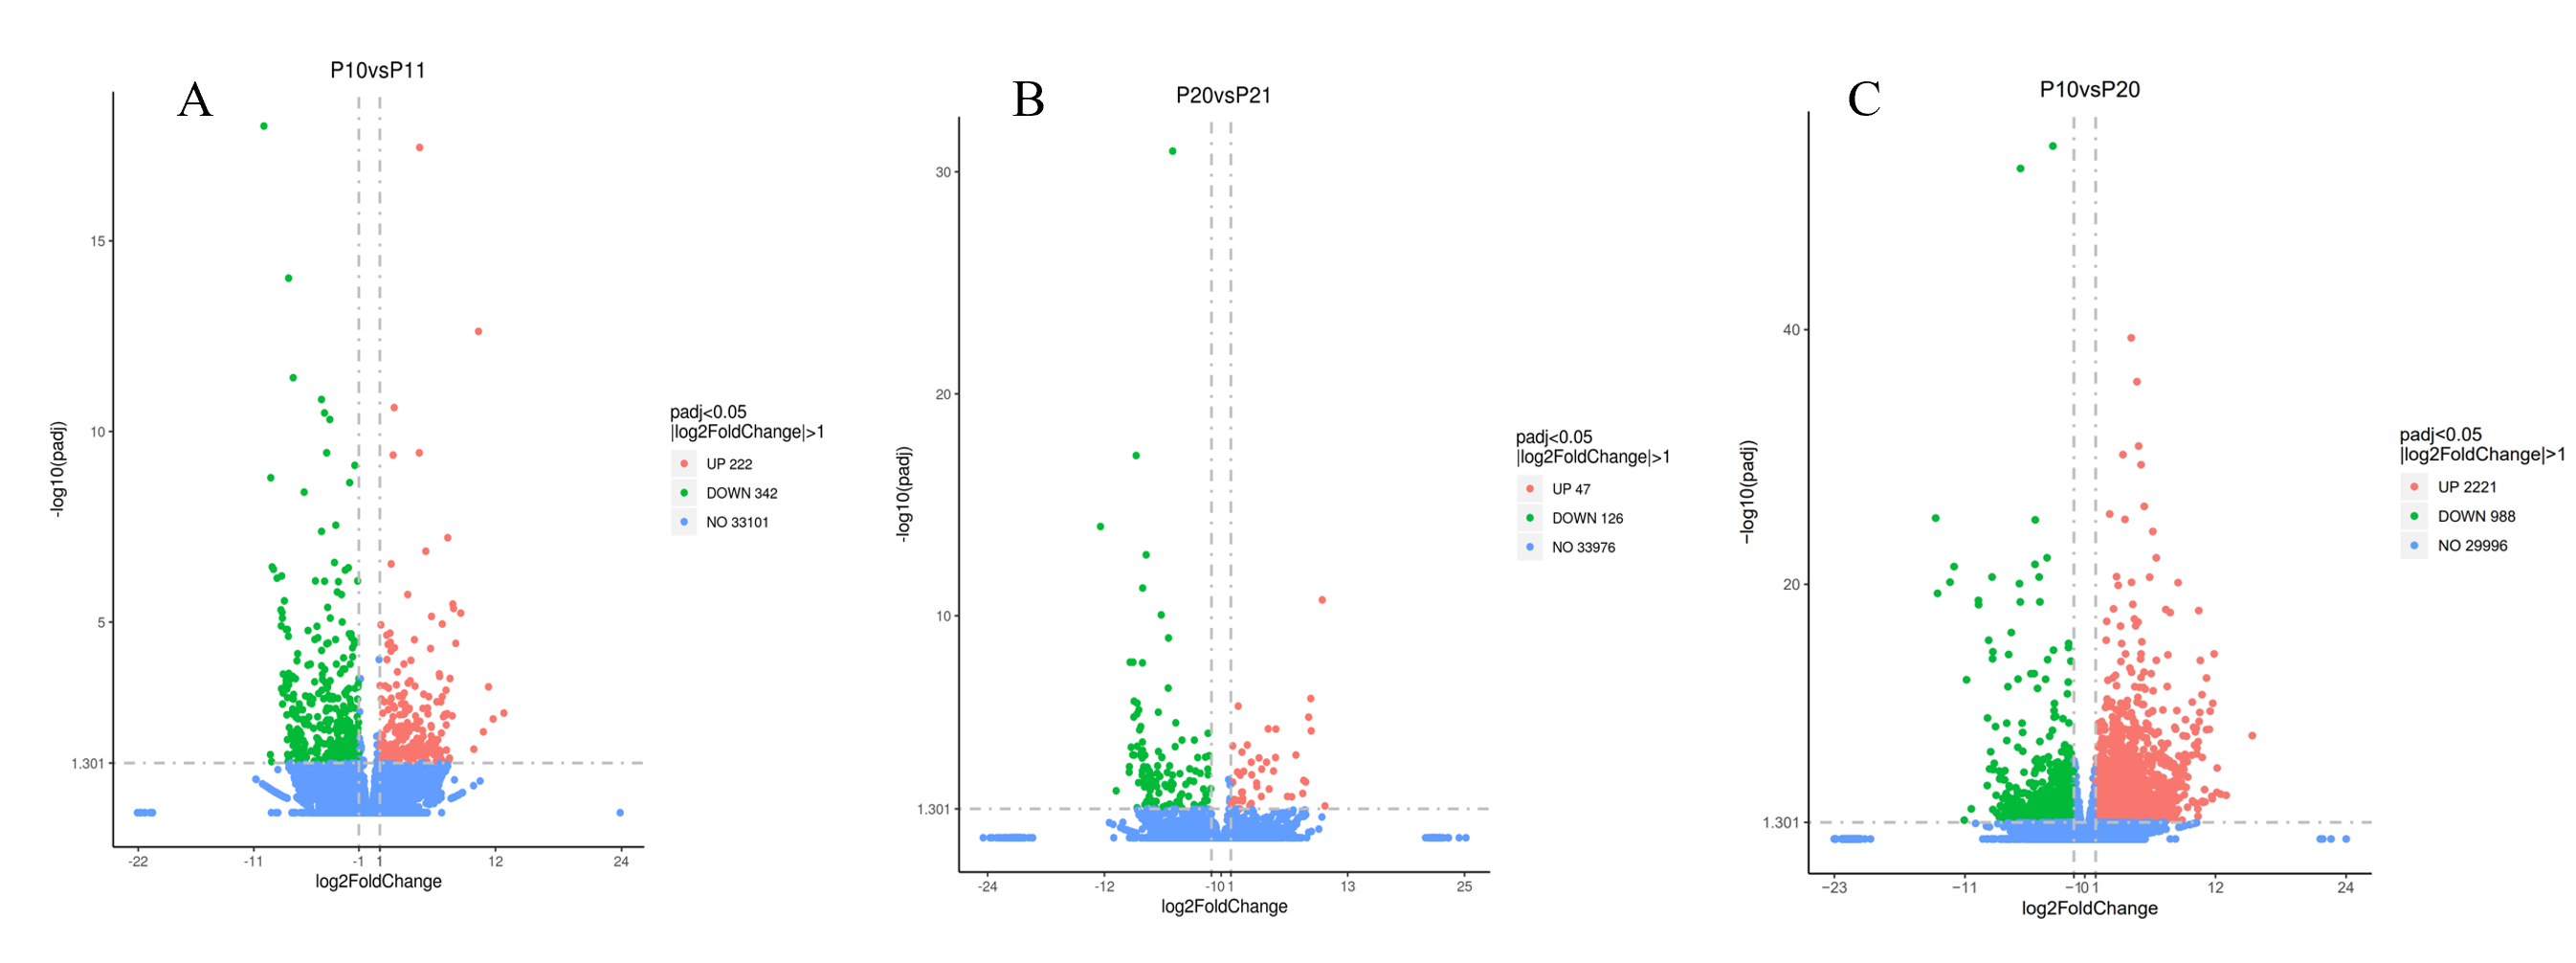

Fig. S1 Differential genes based on *p*-adj <0.05, |log_2_FC|≥1 at the same time and at different time-P treatments (volcano), A: P10 (30d –P) vs P11 (30d +P) DEGs, B: P20 (90d –P) vs P21 (90d +P) DEGs, C: P10 (30d –P) vs P20 (90d -P) DEGs.

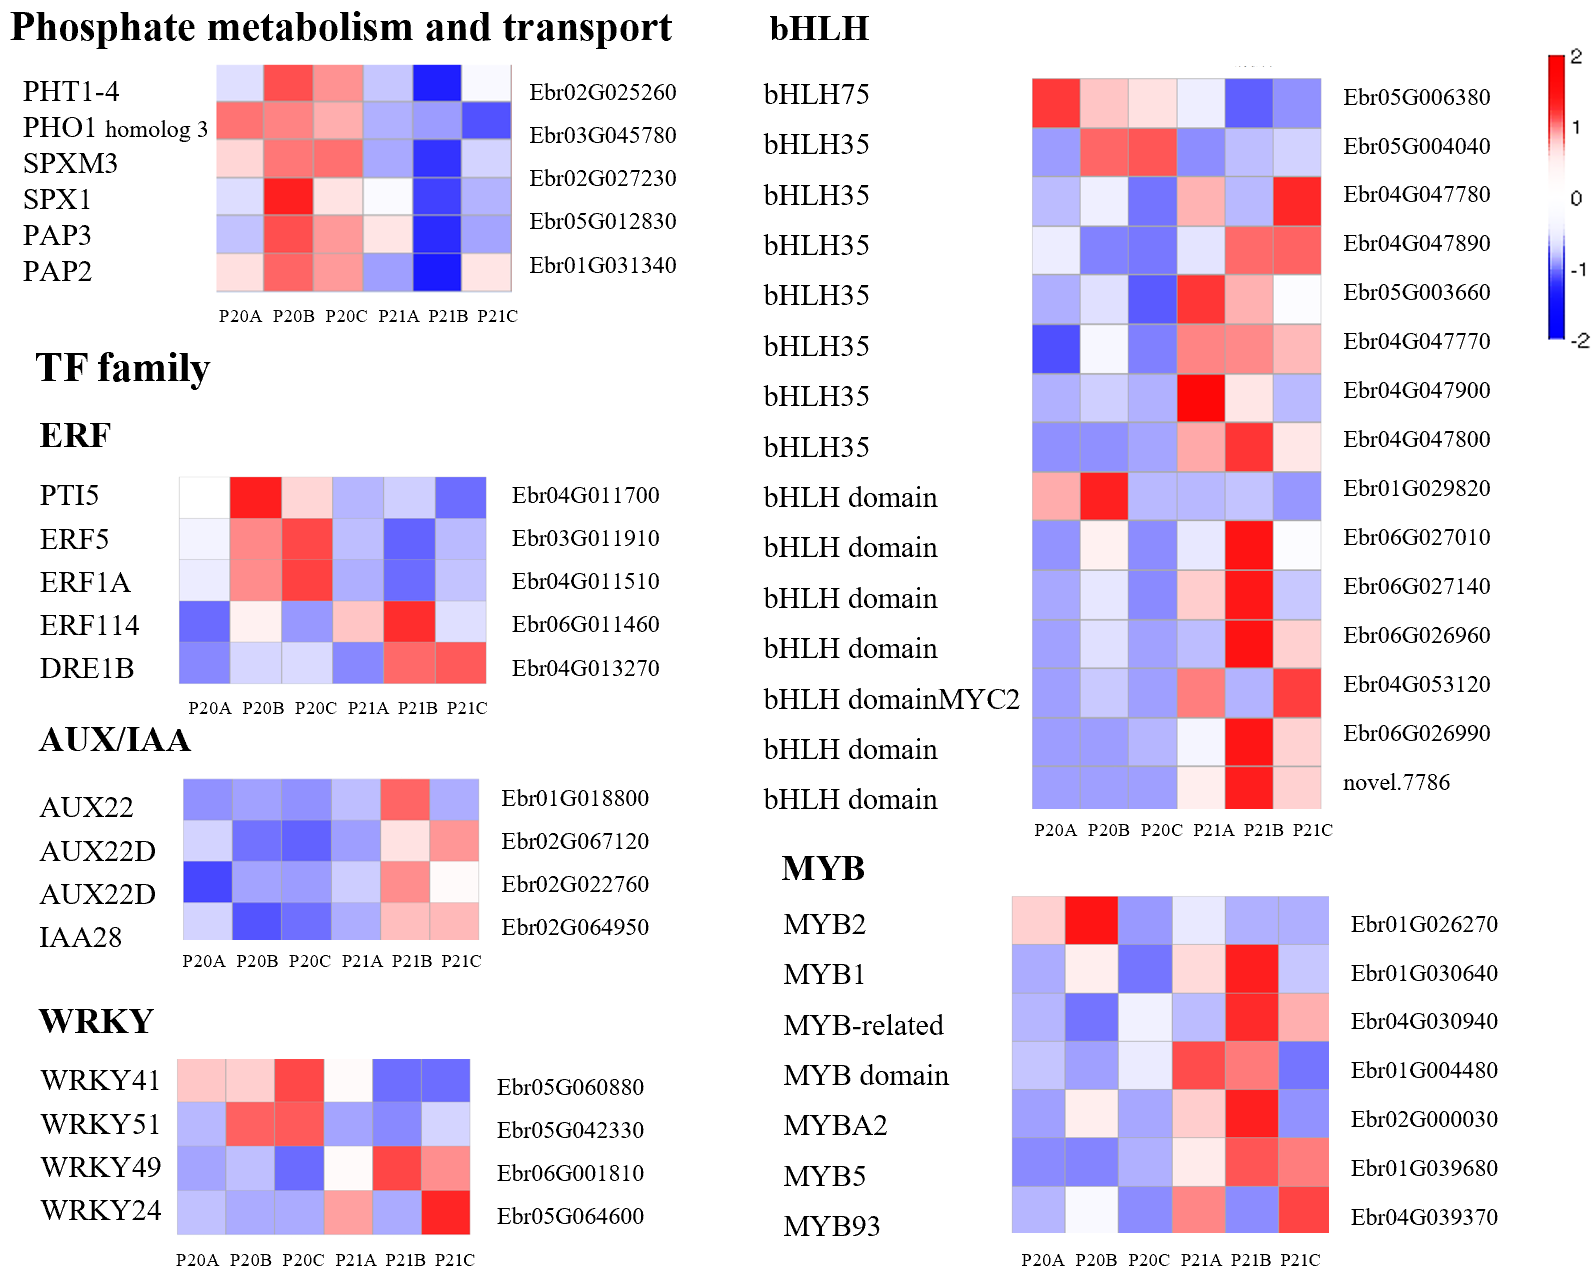

Fig. S2 Heatmap of differentially expressed genes (DEGs) in E. pubescens leaves under 90-day phosphorus-deficient stress compared to normal phosphorus conditions (p-val < 0.05), along with heatmaps of phosphorus transport and metabolism-related DEGs and major transcription factor (TF) families (gene annotations on the left side of the heatmaps, gene IDs on the right side, P20: 90d-P, P21: 90d+P, A, B, C represent different duplicates). The log2FC is represented by colors.

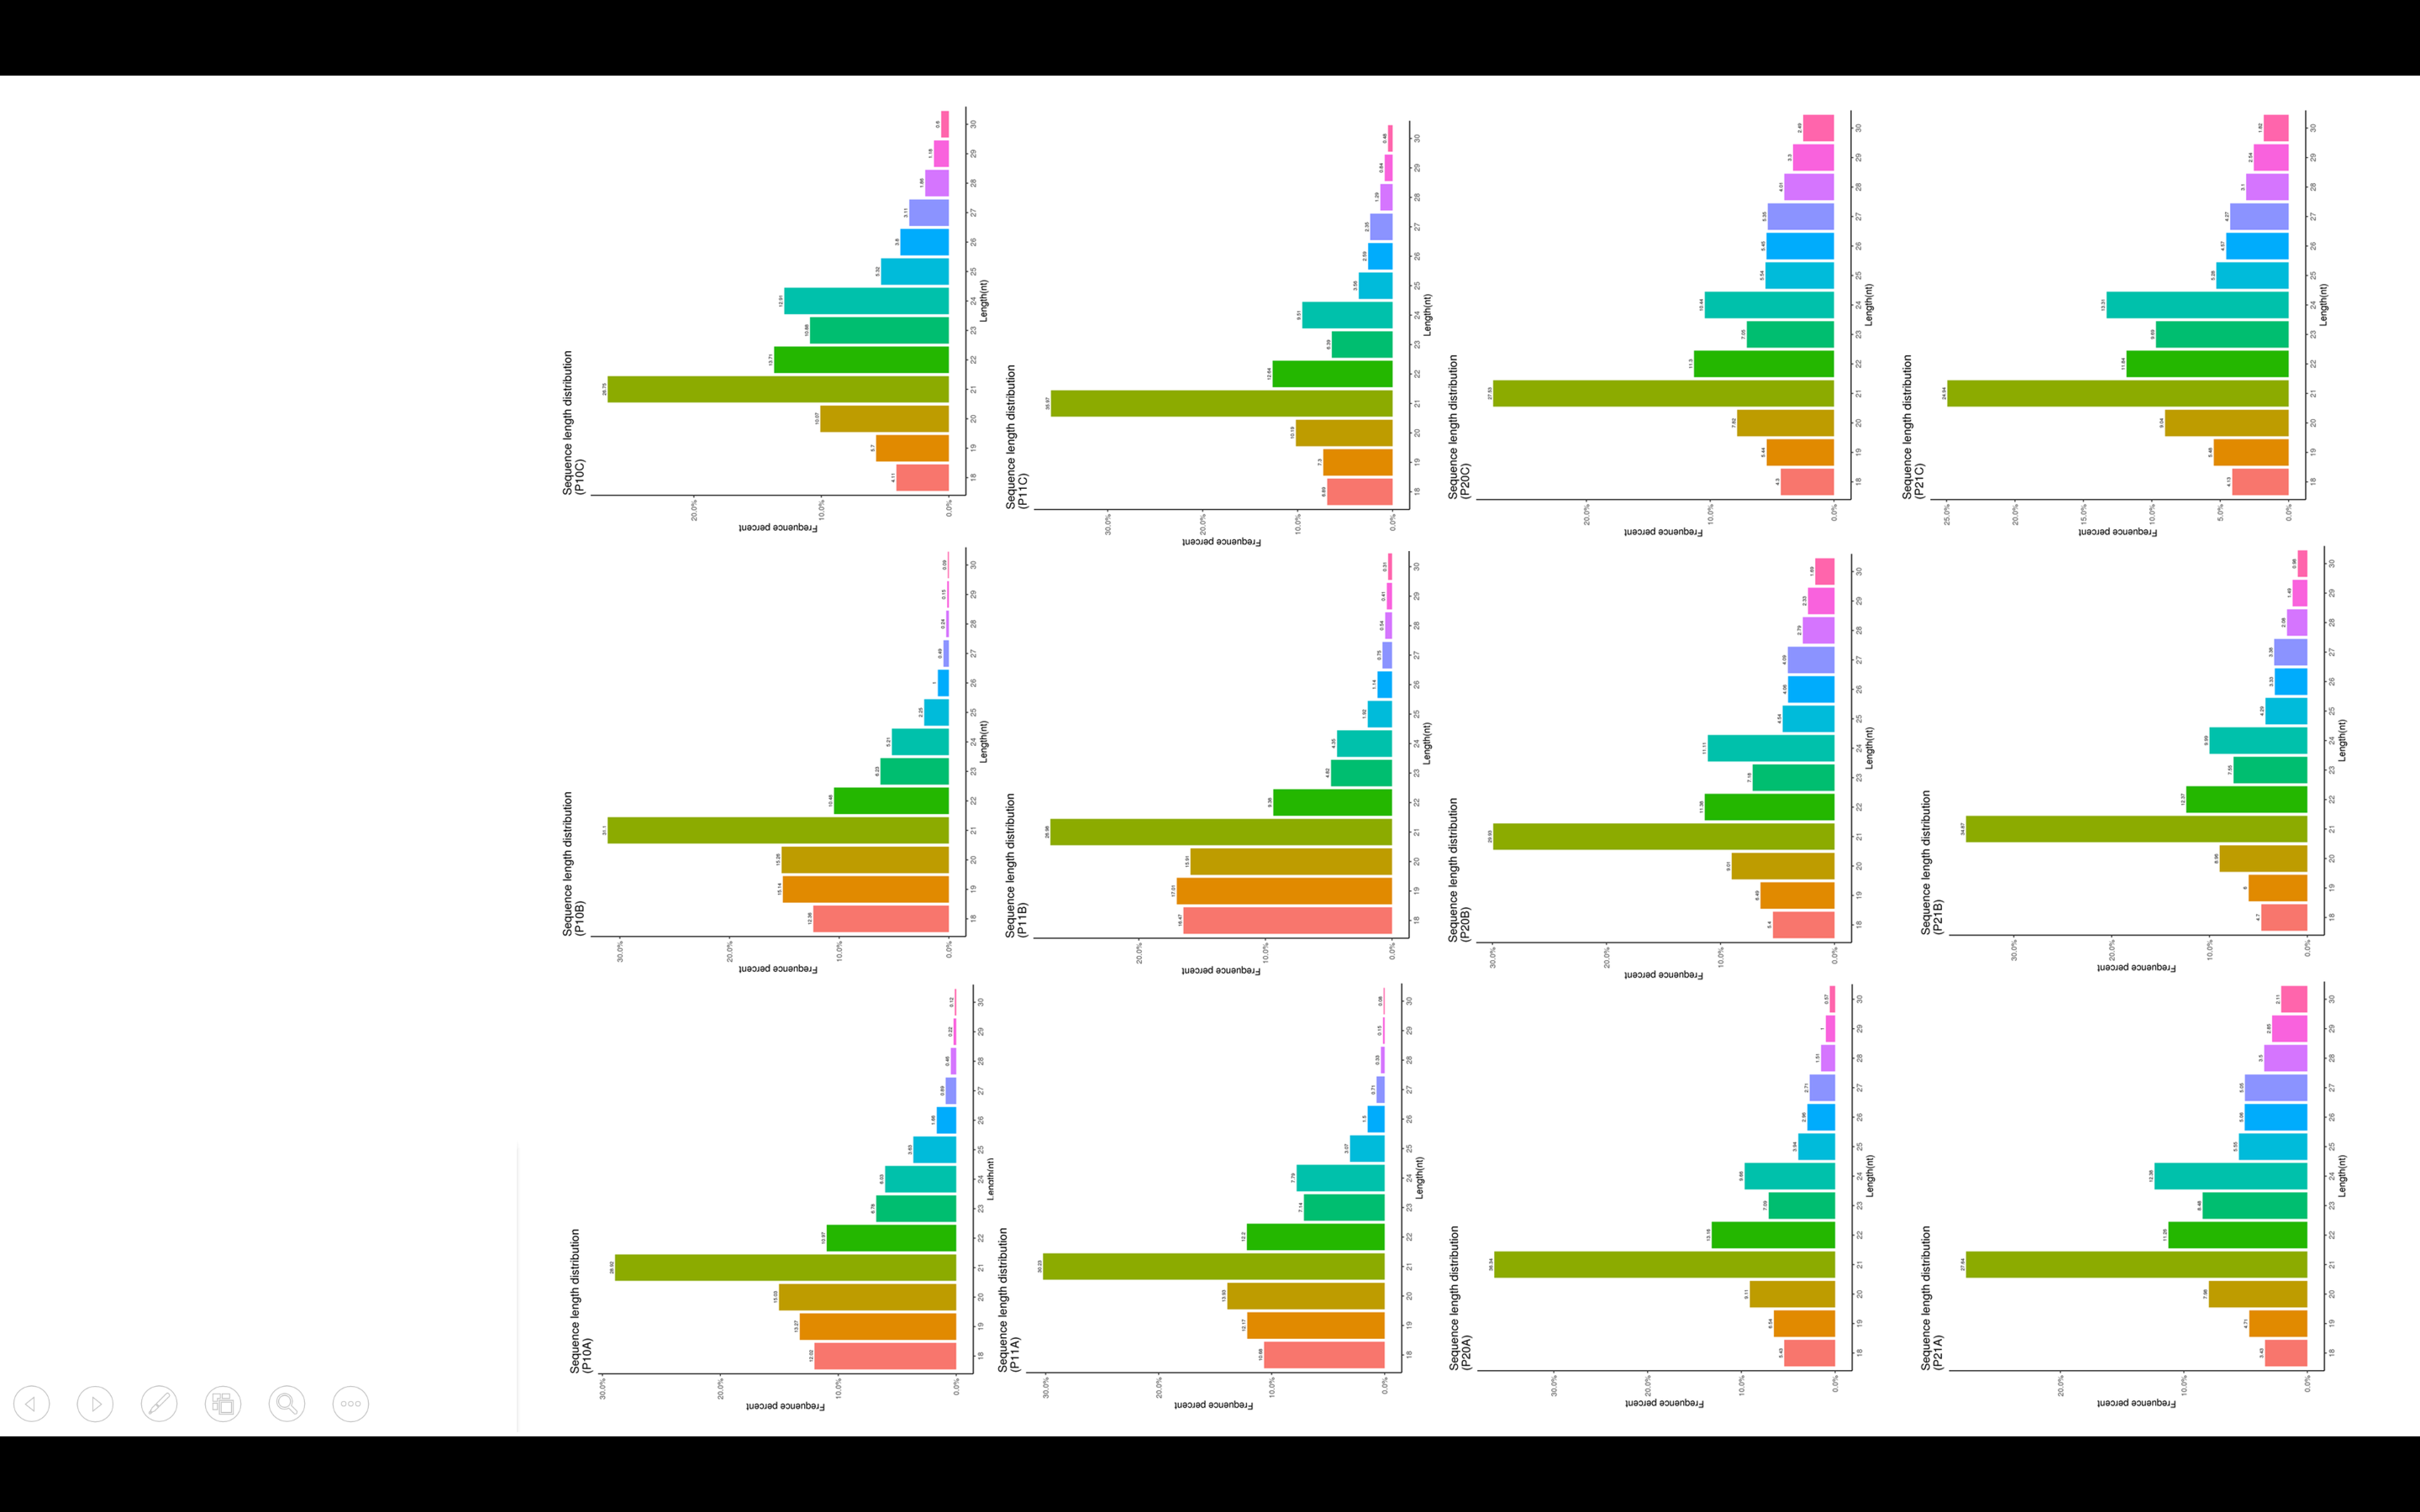

Fig. S3 miRNA length distribution in different treatments, P10: 30d-P, P11: 30d+P, P20: 90d-P, P21: 90d+P, A, B, C are different duplicate.

How the deposited data were processed for this re-analysis (not part of the article)

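RNA was measured in 12 leaf libraries of E. pubescens, 3 each for 30d -P, 30d +P, 90d -P and 90d +P. The replicates carry the letters A, B and C, and no library was left out of the main tests. The authors' count table gives the reads counted per gene after alignment with HISAT2, with transcripts outside the reference annotation added by Stringtie. These counts are whole numbers without normalization. The program that counted them and its handling of strand and of reads shared between copies of a gene are not stated, so single members of gene families and overlapping genes are uncertain. The authors' FPKM table holds the same counts per kilobase of gene length, divided by a library size that the authors had scaled by DESeq2's size factors. This was tested on the values, where the implied library size over the size factor was 1.00 in every library relative to its mean.

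Total counts lay between 14757228 and 18153749 per library. Replicates of a group differed by far more than counting error, with a chi-square per gene of 31.2 to 160 where counting error alone gives about 1. The precision of a group mean was therefore set by the spread between the 3 replicates and not by depth.

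Groups were compared with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr on the 4 groups, the robust quasi-likelihood fit with 8 residual degrees of freedom, and Benjamini-Hochberg adjusted p. Genes with adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 were called. The comparisons were 30d -P with 30d +P, 90d -P with 90d +P, 90d -P with 30d -P, 90d +P with 30d +P, and the interaction of phosphorus and time. CPM are counts scaled by the TMM library sizes. Adjusted p printed beside a gene come from edgeR unless DESeq2 is named. A standard error is the absolute log2 fold change over the square root of edgeR's F. Its spread is shared by all 4 groups, so it is not that of the 2 groups compared alone. DESeq2 1.42.0 was run on the 6 libraries of a comparison and on all 12, and limma 3.58.1 for voom with sample quality weights.

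Gene sets were tested with limma's camera and its rotation test fry on log2 CPM (offset 0.5). Their p come from limma's fit to the libraries and not from an exact test. The flavonoid set is the 65 genes of Table S4, and the phosphate set is the 111 genes annotated as PHO1, SPX, purple acid phosphatase or PHT1 phosphate transporter. Lists of membrane lipid remodelling, cell division and clock genes were written from annotation names. The enrichment score used the signal-to-noise metric with weight 1 and a minimum SD of 0.2 times the mean, in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Its p comes from an exact permutation of the 20 labellings of 6 libraries. edgeR's quasi-likelihood and likelihood ratio tests, DESeq2 on 2 groups and limma-voom were tested on simulated data with 200 changed genes, and camera, fry and the enrichment score on simulated sets. DESeq2 on all 12 libraries or without filtering, the block and the interaction were not. The 200 genes were changed by well above the fold change minimum, at the spread of edgeR's fit to all 12 libraries. Recovery of smaller changes was not simulated.

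The comparisons, tests and most alternatives were set before the data were examined. The alternatives were RLE normalization, no filter, a filter of CPM at least 1 in 3 libraries, fits of the 2 groups compared alone, DESeq2, voom, the replicate letter as a block, no fold change minimum, unadjusted p, and leaving out each library in turn. For the enrichment score they were log2(FPKM + 1), a minimum FPKM of 1 and a log2 ratio metric. Where leaving out a library left 2 in a group, the spread was shared with the other groups. edgeR's likelihood ratio test, its fit without the robust option, DESeq2 without outlier and independent filtering, and DESeq2 with a library left out were chosen after the data were seen.

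Genes are named where the paper names them in its text, Table S2, Figs. 4 to 7, Fig. 9, Fig. S2 or Tables S3, S5 and S6, so their values in the paper had been seen. Also named are the 2 highest and 2 lowest log2 fold changes of each comparison among called genes without overlap between the groups and a mean of at least 1 CPM in 1 group. Called phosphate genes complete the rule, and genes chosen otherwise are marked as such. The terms of Table S7 were not analysed here, and neither were the miRNA, UPLC and RT-qPCR data.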

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

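Tests here that were chosen only after the result was seen are camera on the interaction, the shuffling of phosphorus labels for the interaction, the 200 splits of the time labels and edgeR's likelihood ratio test. The tests of the lipid remodelling list were also chosen after results were seen. The list itself was written after the data were in hand but before it was tested.

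The paper does not report the change from 30 d to 90 d in plants given phosphorus. In 90d +P against 30d +P, edgeR's quasi-likelihood test called 205 genes higher and 529 lower. Of the 1357 genes it called between 90d -P and 30d -P, 523 (38.5%) were also called in the same direction in +P, 0 in the opposite one, and 1340 (98.7%) had the same sign there. Across the 24308 genes tested, the 2 changes had a Pearson correlation of 0.617 and a Spearman correlation of 0.600, and the contrasts share no library. The genes with the largest increases in +P and no overlap between the groups were 2 neighbouring COMT1 genes. COMT1 Ebr05G033700 had 204, 438 and 34.3 CPM in replicates A, B and C of 90d +P and 0.110 ± 0.101 CPM (SD, n = 3) in 30d +P (edgeR's adjusted p = 0.0147). COMT1 Ebr05G033710 had 0 counts in 30d +P and was at least 389-fold higher (edgeR's adjusted p = 0.0255). The largest decreases were those of WSD4 (Ebr05G039870), with 0 counts in 90d +P and at least 1047-fold lower, and 21KD (Ebr05G054470), from 551 ± 429 CPM (SD, n = 3) to 0.108 ± 0.187 CPM (SD, n = 3). Both COMT1 calls were lost without 30d +P replicate B or C, and that of Ebr05G033710 also without 90d +P replicate A or B. The calls of WSD4 and 21KD were lost without 30d -P replicate B, 30d +P replicate B or C, or any 1 replicate of 90d +P, and that of WSD4 also without 90d -P replicate B. SPXS3 (Ebr06G000490), the phosphate gene called in -P, was called in +P too, where it fell by 1.40 on the log2 scale (standard error 0.30, edgeR's adjusted p = 0.0381). This call was lost without 30d -P replicate B, 30d +P replicate B or C, 90d -P replicate B or C, or any 1 replicate of 90d +P.

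These counts changed when single libraries were left out. Such a change does not show that the calls rested on the library left out. Each such fit also shared its spread over fewer libraries and tested more genes, 25684 instead of 24308 without 30d -P replicate B. That library is not part of the +P comparison. In +P the counts of called genes were 33 higher and 41 lower without 30d -P replicate B and 407 and 1017 without 30d +P replicate A. They were 1 and 3 without 30d +P replicate B and likewise without C. These 4, named after their values were seen, were EpCHS3 (Ebr03G073780), which was higher, and GASA1 (Ebr04G063050), KPRO (Ebr05G011510) and C96AF (Ebr05G040120). They were 8 and 4 without 90d +P replicate A (the 4 were the last 3 and PLT5, Ebr02G022240) and 13 and 7 without 90d +P replicate B, and 314 lower without 90d -P replicate B. The number of shared genes was 129 without 30d -P replicate A, 30 without 30d -P replicate B, 907 without 30d +P replicate A, and 4 without 30d +P replicate B or C. It was 47 without 90d -P replicate B, 132 without 90d -P replicate C, 10 without 90d +P replicate A and 15 without 90d +P replicate B. Of the 10 splits of 3 libraries against 3, only the real one gave as many calls, in -P and in +P, by edgeR (1 of 10) and by DESeq2 on the 6 libraries (1 of 10). A share under 0.05 is out of reach with 10 splits, so for the change within 1 treatment chance cannot be excluded by them. For the change shared by both treatments it can be, since of the 200 splits of the time labels within treatments only the real one (1 of 200) had as many genes whose groups did not overlap in the same direction in both.

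The tables argue against library size as the cause of the shared change, since 546 shared genes were found with every library thinned to the lowest total. They also argue against a few abundant genes, with 520 shared genes after 23 genes, the 10 highest of every library, were removed. Gene length was almost unrelated to the log2 fold changes (Spearman's rho -0.0209 in -P and 0.0197 in +P). Less cell division in older leaves cannot be told apart from no change. The medians of 32 cell division genes were -0.15 in -P and 0.09 in +P, and 14.9% of random lists had a median as low in -P and 54.7% in +P. What stays open is that the plants may have changed with age in both treatments, or that conditions may have differed between the 2 sampling dates, which the design confounds with time. GC content, reads shared between gene copies and batches of sequencing were not tested.

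A difference between the 2 time points in the effect of -P was seen for phosphate genes. As a set, the 54 tested genes had a positive interaction of phosphorus and time by limma's camera (unadjusted p of 6.8e-04), with 37 genes above 0, 17 below and a median of 0.38 on the log2 scale. Camera with an estimated correlation gave an unadjusted p of 0.0647 and fry one of 0.112. Without 90d -P replicate B camera's p was 0.0702, and without 90d +P replicate B 0.0559, so the difference rests on these libraries and on the preset correlation. For single genes, edgeR's quasi-likelihood test gave 0 interactions, 613 had an unadjusted p under 0.05 with the fold change minimum, DESeq2 on all 12 libraries called 34, voom 0 and edgeR's likelihood ratio test 6. As edgeR gave 0 with the real labels, the 40 of 40 relabellings within time points with at least as many decide nothing, and chance stays open for single genes. The set's higher level at 90 d may rest on 1 library, as its camera p over the 90 d libraries left out in turn reached 0.0883 without 90d -P replicate B. A response to phosphorus deficiency that grows with time stays open beside it.

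Genes of membrane lipid remodelling, a process brought up in the paper's discussion, were higher in 90d -P than in 90d +P. Camera gave an unadjusted p of 0.0034 for the 13 tested genes, 9 of them higher and 4 lower, with a median log2 fold change of 0.39. Adjusted over 6 tests, 4 of them of the phosphate genes, the p was 0.0103. Fry gave an unadjusted p of 0.0479, camera with an estimated correlation 0.0522, and camera without 90d -P replicate B 0.0733. A candidate explanation is that the same phosphorus starvation response raised both lists. The dependence on 90d -P replicate B holds for both, so a state of that 1 library cannot be excluded as the cause of both. Library size, abundant genes and gene length were not tested for these 2 sets.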

How the results depend on the processing

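Tests chosen only after the result was seen were edgeR's likelihood ratio test, its fit without the robust option, DESeq2 without outlier and independent filtering, DESeq2 with a library left out, and those of the interaction and lipid sets. Where a value changed, the cause was not tested unless stated.

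RLE normalization, the filter of CPM at least 1 in 3 libraries, no fold change minimum and the fit without the robust option left every count of called genes, of transcription factors and of their families within 1.5 times and no gene set crossed 0.05. edgeR's counts of called genes at 30 d and 90 d and for the interaction stayed at 0 under these, with no filter, with 2 groups only (where the interaction was not fitted) and with the block. Unadjusted p and the other tools, below, gave calls.

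With no filter, 251 genes were higher in 90d -P than in 30d -P and 350 lower in 90d +P than in 30d +P. The 2 time changes shared 346 genes, with correlations of 0.375 (Pearson) and 0.386 (Spearman). The phosphate set at 30 d turned from lower to higher, with an unadjusted p of 0.702. This setting tested 38246 genes instead of 24308.

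With 2 groups only, edgeR gave 91 higher and 223 lower genes between 90d -P and 30d -P, and 1 higher (EpCHS3, Ebr03G073780) and 1 lower (GASA1, Ebr04G063050) in +P, named after their values were seen. Transcription factors were then 16 in 13 families, and 2 genes were shared, with correlations of 0.757 (Pearson) and 0.674 (Spearman). The flavonoid set at 30 d passed 0.05 with an unadjusted p of 0.0040. Fewer libraries entered these fits.

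With the replicate letter as a block, edgeR gave 42 higher and 79 lower genes between 90d -P and 30d -P, 6 higher and 4 lower in +P, and 10 shared. The 4 were BON3 (Ebr01G003030), GASA1 (Ebr04G063050), KPRO (Ebr05G011510) and C96AF (Ebr05G040120). Transcription factors were 2 in 2 families, MYB06 (Ebr05G059870) and TIF8 (Ebr02G064850). These genes were chosen after their values were seen. The block changed no gene set's side of 0.05. Across 18 pairs of libraries of the same letter in different groups, the deviations from the group means had correlations of -0.307 to 0.187 with a median of -5.7e-04, beside a median of -0.0025 for different letters. The highest was that of replicate C of 30d -P and of 90d -P, so single pairs are not shown to be unrelated.

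DESeq2 on all 12 libraries gave 101 higher and 179 lower genes at 30 d, 61 and 186 at 90 d, and 11 and 23 for the interaction. Between 90d -P and 30d -P it gave 1076 and 2148, and 776 and 1596 in +P. Transcription factors were 12 in 9 families at 30 d and 175 in 53 families between 90d -P and 30d -P. The shared genes numbered 1562, with correlations of 0.356 (Pearson) and 0.398 (Spearman). Restricted to 2 groups, DESeq2 gave 222 and 342 genes at 30 d, 47 and 126 at 90 d, 988 and 2222 between 90d -P and 30d -P, and 677 and 1505 in +P. It gave 27 transcription factors in 16 families at 30 d and 171 between 90d -P and 30d -P. It shared 1374 genes, with correlations of 0.436 (Pearson) and 0.450 (Spearman).

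Without outlier and independent filtering, DESeq2 on 2 groups gave 193 and 311 genes at 30 d, 97 and 217 at 90 d, 962 and 2089 between 90d -P and 30d -P, and 646 and 1389 in +P. It gave 20 transcription factors in 14 families at 30 d and 158 between 90d -P and 30d -P. The shared genes were 1258, with the same correlations of 0.436 and 0.450.

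limma-voom with sample quality weights gave 117 and 281 genes at 30 d, 0 at 90 d and for the interaction, 967 higher between 90d -P and 30d -P, and 790 and 1272 in +P. Its transcription factors were 29 in 19 families at 30 d and 140 between 90d -P and 30d -P, and 1267 genes were shared.

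edgeR's likelihood ratio test gave 35 and 73 genes at 30 d, 34 and 104 at 90 d, 1 and 5 for the interaction, 872 and 1919 between 90d -P and 30d -P, and 571 and 1450 in +P. Transcription factors were 4 in 4 families at 30 d and 141 between 90d -P and 30d -P, and 1377 genes were shared.

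At an unadjusted p under 0.05, with the fold change minimum, the counts were 435 and 746 at 30 d, 392 and 673 at 90 d, and 316 and 297 for the interaction. They were 1453 and 2561 between 90d -P and 30d -P, and 1091 and 2113 in +P. Transcription factors were 60 in 27 families at 30 d and 222 in 53 families between 90d -P and 30d -P, and 2086 genes were shared. More genes pass here because the threshold is looser.

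Fry took the phosphate set at 90 d past 0.05, to 0.0504, and its interaction to 0.112. Camera with an estimated correlation gave 0.0522 for the lipid set at 90 d and 0.0647 for the interaction. For the flavonoid enrichment score, the exact permutation p left 0.05 on log2(FPKM + 1) (score 0.338), with FPKM at least 1 (0.508) and with the log2 ratio metric (0.457).

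With each library left out in turn, edgeR gave 0 to 1 higher and 0 lower genes at 30 d, 0 higher and 0 to 2 lower at 90 d, and 0 for the interaction. The gene at 30 d was Ebr02G040390, and the 2 at 90 d were RBP1C (Ebr01G068540) and a gene of the authors' assembly (chromosome 4 from 493114572 to 493153172), all chosen after their values were seen. Between 90d -P and 30d -P the ranges were 15 to 459 higher and 35 to 1143 lower, with 1 to 76 transcription factors in 1 to 38 families. In +P they were 1 to 407 and 3 to 1017, and 4 to 907 genes were shared. The correlations ran from 0.501 to 0.599 (Pearson) and from 0.526 to 0.608 (Spearman). DESeq2 on 2 groups gave 67 to 320 higher and 200 to 572 lower at 30 d, and 67 to 189 and 163 to 317 at 90 d. Its ranges were 626 to 1272 and 1390 to 2375 between 90d -P and 30d -P, and 434 to 1232 and 733 to 2031 in +P. The lowest counts of edgeR between 90d -P and 30d -P came without replicate B of 30d -P or of 90d -P.

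For the sets, the unadjusted p of camera ran from 0.0651 to 0.992 for the flavonoid set, with the direction turned without 30d +P replicate A. For the phosphate set it ran from 0.489 to 0.963 at 30 d, turned to higher without 30d -P replicate C (0.931), and from 3.6e-05 to 0.0883 at 90 d, past 0.05 without 90d -P replicate B. In +P it ran from 0.0396, without 90d +P replicate A, to 0.789, and for the interaction from 1.7e-04 to 0.0702. The interaction passed 0.05 without 90d -P replicate B or 90d +P replicate B. The lipid set ran from 9.8e-05 to 0.0733, highest without 90d -P replicate B. The flavonoid enrichment score ran from 0.279, without 30d +P replicate A, to 0.518.

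Of 211 tested pairs of a named gene and a comparison, 18 were called by edgeR's quasi-likelihood test. All 18 lost the call when at least 1 of the 12 libraries was left out, and none changed sign in any setting. With all libraries kept, 17 of the 18 calls were lost with the replicate block, 14 with 2 groups only, 6 with limma-voom and 5 with no filter. The 5 were PRF1 (Ebr05G011990) and NAC45 (Ebr03G037990) between 90d -P and 30d -P, and WSD4 (Ebr05G039870), 21KD (Ebr05G054470) and SPXS3 (Ebr06G000490) in +P. Among the uncalled pairs, 14 changed sign in at least 1 setting.

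No read was counted on 15568 of the 53814 genes, and 24308 passed the count filter, against 24023 with every library thinned to the lowest total. Whether the other genes were silent in leaves or missed at this depth was not tested.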

Differences from the paper's values

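Tests chosen only after the result was seen were edgeR's likelihood ratio test, DESeq2 without outlier and independent filtering, DESeq2 with a library left out, and the removal of a library for EpF3'H1. Values are called within reach where they lie within 1.5 times of the paper's.

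In 30d -P against 30d +P the paper's counts were 222 higher and 342 lower DEGs, and edgeR's quasi-likelihood test gave 0 and 0 here, with 435 and 746 at an unadjusted p under 0.05. Among the alternatives set before the data were examined, DESeq2 on the 2 groups gave the paper's own counts (222 and 342). limma-voom came within reach of the lower genes (281). Of 45 tested genes that the paper lists for this comparison, DESeq2 on the 2 groups and limma-voom dropped 0 and 29. The paper names DESeq2 as its tool, and edgeR on the same 2 groups gave 0 and 0, so the gap went with the tool. Out of reach were limma-voom for the higher genes (117), DESeq2 on all 12 libraries (101 and 179), unadjusted p, and RLE normalization, no filter, the stricter filter, 2 groups only, the replicate block and no fold change minimum (0 and 0 each). No edgeR fit with a library left out came within reach. DESeq2 on 2 groups without filtering (193 and 311), chosen after seeing the values, also came within reach, and dropped 6 of the 45. DESeq2 on 2 groups with 1 library left out, also chosen after seeing the values, came within reach except for 67 higher and 200 lower without 30d -P replicate B, 220 lower without 30d +P replicate C and 572 lower without 30d +P replicate A. edgeR's likelihood ratio test (35 and 73) did not.

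In 90d -P against 90d +P the paper's counts were 47 higher and 126 lower, and edgeR gave 0 and 0, with 392 and 673 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 on the 2 groups gave the paper's own counts (47 and 126). DESeq2 on all 12 libraries came within reach (61 and 186). These 2 fits dropped 1 and 7 of 23 tested genes that the paper lists. RLE normalization, no filter, the stricter filter, 2 groups only, limma-voom, the replicate block, no fold change minimum (0 and 0 each), unadjusted p and edgeR with a library left out did not. Chosen after seeing the values, edgeR's likelihood ratio test (34 and 104) came within reach and dropped 10 of the 23. DESeq2 on 2 groups without filtering (97 and 217), chosen likewise, did not. With a library left out, also chosen after seeing the values, DESeq2 on 2 groups came within reach of the higher genes without 90d -P replicate B (67) or C (70), and of the lower genes without 90d +P replicate A (187), B (181) or C (163).

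Between 90d -P and 30d -P the paper's counts were 988 higher and 2221 lower, and edgeR gave 396 and 961. Of the alternatives set before the data were examined, DESeq2 on the 2 groups (988 and 2222) and on all 12 libraries (1076 and 2148) and unadjusted p (1453 and 2561) came within reach of both, and limma-voom of the higher genes (967). Of 15 tested genes of Fig. 7 they dropped 0, 1, 0 and 12. Out of reach were limma-voom for the lower genes (1439), RLE normalization (416 and 967), no filter (251 and 664), the stricter filter (423 and 1005), 2 groups only (91 and 223), the replicate block (42 and 79), no fold change minimum (529 and 1097) and edgeR with any library left out. Chosen after seeing the values, edgeR's likelihood ratio test (872 and 1919) and DESeq2 without filtering (962 and 2089) came within reach, and dropped 3 and 1 of the 15. DESeq2 on 2 groups with a library left out, also chosen after seeing the values, came within reach except for 626 higher without 90d -P replicate B and 1390 lower without 30d -P replicate B.

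For transcription factors at 30 d the paper's counts were 27 in 18 families, and edgeR gave 0 in 0. Of the alternatives set before the data were examined, DESeq2 on the 2 groups (27 in 16) and limma-voom (29 in 19) came within reach of both, and unadjusted p of the families (27). They dropped 0, 29 and 10 of the 45 genes named above. DESeq2 on all 12 libraries (12 in 9), unadjusted p for the number of genes (60), RLE normalization, no filter, the stricter filter, 2 groups only, the replicate block, no fold change minimum and edgeR with a library left out (0 each) did not. DESeq2 without filtering (20 in 14), chosen after seeing the values, came within reach and dropped 6 of the 45. Between 90d -P and 30d -P the paper's count was 171, and edgeR gave 61. DESeq2 on the 2 groups (171) and on all 12 libraries (175), limma-voom (140) and unadjusted p (222), all set before the data were examined, came within reach, and dropped 0, 1, 12 and 0 of the 15 genes of Fig. 7. RLE normalization (61), no filter (46), the stricter filter (63), 2 groups only (16), the replicate block (2), no fold change minimum (73) and edgeR with a library left out did not. The likelihood ratio test (141) and DESeq2 without filtering (158), chosen after seeing the values, came within reach, and dropped 3 and 1 of the 15.

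Leaving aside the RT-qPCR values, which were not analysed, 26 relative expression values were read by eye from Fig. 11. Of these, 25 lay within 0.02 of the relative FPKM means here, which is no comparison with RT-qPCR. The exception was the relative expression EpF3'H1 90d +P, about 0.07 in Fig. 11, read by eye, and 0.685 here (0.686 from CPM). Without 90d +P replicate C, a removal chosen after seeing the values, it was 0.0676, and it was 0.983 without A and 1.00 without B.

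The text has WRKY75 lower in 90d -P than in 30d -P, and here it was higher by 5.65 on the log2 scale (edgeR's adjusted p = 0.0299). It has bHLH035 higher and bHLH162 lower, and the genes drawn under these labels had log2 fold changes of -0.91 and 1.59 (edgeR's adjusted p of 0.666 and 0.570). NAC45 and NAC86 were lower here as in the text. Fig. 7 draws Ebr05G060880, Ebr05G042330, Ebr06G001810 and Ebr05G064600 as bHLH and MYB genes, and the annotation names them WRKY41, WRKY51, WRKY49 and WRKY24. Its ERF panel repeats the identifiers of its phosphate panel. The legend sets a log2 fold change above 5. Of the 9 phosphate genes, the 8 that edgeR tested lay between 1.42 and 4.10 here. With DESeq2 on the 6 libraries the 9 lay between 1.43 and 4.29. Fig. 4 draws EpPAL4 with Ebr05G038410, which is annotated as MYB3, while Table S2 gives Ebr06G007280.

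The paper names Ebr02G028590 a wall acyltransferase, Ebr01G032900 METE2 and Ebr03G031660 PIN3, and the annotation names them METE2, PIN3 and RWA4. Phenylpropanoid biosynthesis is stated as lower in 30d -P with reference to Table S3, which does not list it. Table S6 lists the oxygen evolving complex as lower in 90d -P, where 2 of its 4 genes were lower here and PPD2 (Ebr04G044410) was higher by 2.38 on the log2 scale. The text links Ebr06G023990 to another miRNA than Fig. 12 does.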

Other observations

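Tests chosen only after the result was seen were the position of libraries along the time change, both tests of the mixed library and both of all-or-none genes, as was leaving out libraries in DESeq2.

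The number of genes called between -P and +P depended on the tool, and chance cannot be excluded at either time point. At 30 d, DESeq2 on 2 groups gave as many calls as in the real split in 2 of 10 splits of the 6 libraries, where other splits gave 0 to 912 calls. At 90 d it did so in 4 of 10, where other splits gave 75 to 309. edgeR's splits decide nothing, since with 0 calls in the real one its share was 10 of 10 at 30 d and at 90 d whatever the others gave. In data simulated with 200 changed genes at 30 d, edgeR's likelihood ratio test recovered 127 with 43 false calls and limma-voom 81 with 3. At 90 d the same tools recovered 108 with 59 and 64 with 1. The simulated spread was edgeR's own and the planted changes were well above the fold change minimum. How the tools compare at another spread or on smaller changes was not tested. A candidate explanation for the larger DESeq2 counts is its rate of false calls at this spread, which was 143 of 275 calls in the simulation at 30 d and 144 of 262 at 90 d, beside 2 and 4 of 10 splits. Real effects of phosphorus deficiency stay open beside it. The -P and +P solutions of Table S1 also differ in other salts, which no test here separates from phosphorus.

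Replicates at 30 d spread widely. Time of day at sampling cannot be told apart from other sources, as the median SD of 12 clock genes was 0.36 on the log2 scale, beside 0.39 for all genes, and 73.7% of random lists of like expression had one no higher. The same holds for leaf age, since 32 cell division genes had a median SD of 0.51 and 59.9% of random lists had one no higher. Both lists are small. Across genes, the difference between replicates C and A of 30d -P had a Spearman correlation of 0.298 with the change from 30 d to 90 d in +P, which uses other libraries. For 30d +P replicate A against B and C it was 0.360 with the change in -P. Replicates may therefore have stood at different points along the change with time, which the correlations leave undecided.

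In 30d -P, replicate B lay between A and C on component 1 (-0.315, beside -0.458 and -0.152). A mixed library may give this. Among 15201 genes, 286 of B lay outside the range of A and C by over 2 times, against 0 in a simulated mix with 30.4% of A, while 2165 of A and 1220 of C lay outside the range of the other replicates. In 30d +P the numbers were 2514 for A, 469 for B and 417 for C. The presence of the all-or-none genes below correlated by 0.587 between A and B, 0.561 between B and C and 0.0493 between A and C, and B had 0.575 with 90d -P replicate C. Of 314 genes with at least 5 CPM in A or C and at most 2 counts in the other, 11 (3.50%) had at most 2 counts in B, against 0 in the simulated mix. The simulated mix holds counting error only, so with the noise of library preparation unknown, a mix cannot be told apart from a leaf that lay between the others. No biological explanation was tested.

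All-or-none genes, with at most 2 counts in some libraries and at least 2 CPM in the others, numbered 196. Of these, 71.4% were outside the reference annotation, against 16.9% of all genes. Among the 36 pairs across time points, their presence was most alike in replicate C of 30d -P and replicate C of 90d -P (correlation 0.697, next highest 0.575, median 0.0915). Within a group, replicates B and C of 30d +P had a higher one, 0.835. In genes on odd-numbered chromosomes the pair was highest with 0.640 (97 genes, next 0.500), and on even-numbered ones with 0.756 (92 genes, next 0.642). A candidate explanation is that these 2 libraries came from plants of one genotype. A shared state of expression cannot be told apart, since in 10117 genes on in every library the pair ranked 4 of 36 with a correlation of 0.135, where the highest was 0.154. If plants differ in genotype, all-or-none genes may enter the calls between groups of 3. Across the 200 splits of the phosphorus labels within time points, 1 gene in the real split had at most 2 counts in every library of one label and at least 0.5 CPM in every library of the other. It is a gene of the authors' assembly (chromosome 3 from 410009373 to 410010328), off in -P and with 2.82 ± 1.59 CPM (SD, n = 6) in +P, named after its values were seen. The highest number in any split was 4, and 17 splits had as many as the real one.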
